# The microRNA cluster miR-183/96/182 contributes to long-term memory in a protein phosphatase 1-dependent manner

**DOI:** 10.1038/ncomms12594

**Published:** 2016-08-25

**Authors:** Bisrat T. Woldemichael, Ali Jawaid, Eloïse A. Kremer, Niharika Gaur, Jacek Krol, Antonin Marchais, Isabelle M. Mansuy

## Abstract

Memory formation is a complex cognitive function regulated by coordinated synaptic and nuclear processes in neurons. In mammals, it is controlled by multiple molecular activators and suppressors, including the key signalling regulator, protein phosphatase 1 (PP1). Here, we show that memory control by PP1 involves the miR-183/96/182 cluster and its selective regulation during memory formation. Inhibiting nuclear PP1 in the mouse brain, or training on an object recognition task similarly increases miR-183/96/182 expression in the hippocampus. Mimicking this increase by miR-183/96/182 overexpression enhances object memory, while knocking-down endogenous miR-183/96/182 impairs it. This effect involves the modulation of several plasticity-related genes, with *HDAC9* identified as an important functional target. Further, PP1 controls miR-183/96/182 in a transcription-independent manner through the processing of their precursors. These findings provide novel evidence for a role of miRNAs in memory formation and suggest the implication of PP1 in miRNAs processing in the adult brain.

## Abstract (web summary)

Protein phosphatase1 (PP1), a signalling and transcriptional regulator, and epigenetic modulator is known to be a memory suppressor. Here the authors show that memory control by PP1 involves the microRNA cluster miR-183/96/182, and that this cluster is selectively regulated during memory formation in mice.

The formation of long-term memory depends on synaptic plasticity and activity-dependent structural and functional changes in neuronal circuits. It is sustained by cascades of tightly orchestrated signalling molecules that positively or negatively regulate synaptic efficacy for the control of memory formation^1^,^2^. One of the ultimate functions of these signalling cascades is the regulation of gene expression and the synthesis of new proteins necessary for the formation and the storage of long-term memory^3^,^4^. In these cascades, protein kinases such as Ca^2+^/calmodulin-dependent protein kinase II (CaMKII) and the cAMP-dependent protein kinase A (PKA) have a permissive role while protein phosphatases such as Ca^2+^/calmodulin-dependent protein phosphatase calcineurin and protein phosphatase 1 (PP1) act as memory suppressors^5^,^6^.

PP1 is a ubiquitous phosphatase in the brain well positioned to orchestrate molecular processes resulting from neuronal activity, and is implicated in many brain functions. Our previous work has demonstrated that PP1 can regulate the expression of genes important for memory formation by influencing the epigenetic state of these genes, in particular, through post translational modifications of histone proteins^7^,^8^,^9^,^10^. PP1 is also an important regulator of gene transcription and ribonucleic acid (RNA) processing^11^,^12^,^13^.

In recent years, microRNAs (miRNAs) have emerged as important regulators of gene expression in many biological systems. Most miRNAs identified so far are expressed in the brain and have distinct expression patterns at different developmental stages, and in different brain regions and cell types^14^,^15^,^16^. In addition, many miRNAs, along with components of the miRNA biogenesis and silencing machinery are enriched at synaptic sites^17^. So far, several miRNAs have been implicated in neuronal functions including learning and memory formation^18^,^19^. Yet, their mode of regulation in the context of cognitive functions remains poorly understood.

Here we show that a cluster of miRNAs comprising miR-183/96/182 is differentially regulated upon learning and is modulated by PP1. We provide evidence that the production of miR-183/96/182 precursors is favored by the inhibition of PP1 in a transcription-independent manner and that overexpression of the cluster in the hippocampus enhances memory in adult mice while its knockdown impairs memory. These effects are proposed to be mediated by regulation of miR-183/96/182 biogenesis and suppression of target genes such as HDAC9.

## Results

### miR-183/96/182 is upregulated by PP1 inhibition or learning

To examine the role of PP1 in the regulation of miRNAs involved in memory formation, we took advantage of a transgenic mouse line in which the activity of PP1 can be inhibited inducibly in adult forebrain neurons by expression of a fragment of a nuclear inhibitor of PP1, *NIPP1* (NIPP1*) (ref. 9). Previous work established that in these mice, inhibition of nuclear PP1 improves hippocampus-dependent forms of memory and causes widespread epigenetic and transcriptional changes of several genes^8^,^9^,^10^. Based on these findings and considering that PP1 can act as a transcriptional and post-transcriptional gene regulator, we postulated that inhibition of nuclear PP1 may alter the expression of miRNAs important for memory formation.

To test this hypothesis, NIPP1* animals and control littermates were trained on a novel object recognition (NOR) task (Supplementary Fig. 1). We chose NOR because it is a paradigm based on the natural attraction of rodents for novelty that involves hippocampus-dependent functions^20^,^21^, and can be used to test short- and long-term memory. Performance on the NOR task is also known to be modulated by PP1 (refs 7, 9). 

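Small RNA was sequenced in 7 libraries of pooled hippocampi from control mice and NIPP1* mice, which express a fragment of a nuclear inhibitor of PP1 in forebrain neurons when fed doxycycline. By their labels, library 1 is the non-trained control, library 2 the non-trained NIPP1* group, libraries 3, 4 and 5 the trained control group, and libraries 6 and 7 the trained NIPP1* group. The paper gives 6 mice per group, collected 30 min after the end of training, and its text does not state how the mice of a group were divided among the libraries. Small RNA reads do not measure the transgene, so the genotype of a library could not be checked in the data. The authors kept inserts of 19 to 26 nt, mapped them to the mouse genome (NCBI37/mm9) and gave the signal of each mature miRNA locus as a percent of the miRNA reads of its library, here written as reads per 1000000 miRNA reads (RPM). Nearly all of the low values are whole multiples of 1 read, which gave back totals of 8890804 miRNA reads for library 1 and 8072699 for library 2. The totals were 8200810, 8352528 and 7818011 for libraries 3, 4 and 5, and 7285205 and 10017425 for libraries 6 and 7. These totals cover counting error only, since amplified reads are not independent molecules.

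The authors' deposited tables of group comparisons place the trained libraries differently from the labels. The weights of the group means in the authors' deposited tables are those of 2 trained control libraries and 3 trained NIPP1* libraries. Among the 21 sets of 2 libraries, libraries 6 and 7 rebuilt the trained control means of the authors' deposited table over 319 miRNAs with a root mean square relative error of 0.0189%, against 15.6% for the 3 libraries labelled trained control. Among the 35 sets of 3 libraries, libraries 3, 4 and 5 rebuilt the trained NIPP1* means of the authors' deposited table with an error of 0.0231%, against 18.2% for the 2 libraries labelled trained NIPP1*. The data do not settle which assignment holds. Groups here follow the labels, and values under the grouping of the tables, a comparison added after the data were seen, are given where the trained groups enter.

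Differences were tested with limma on log2(RPM + 0.5) over the 476 miRNAs with a mean of at least 10 reads, with Benjamini-Hochberg adjustment. One model of the groups with all 7 libraries served for comparisons between groups. The comparisons over both training states or both genotypes used a model of genotype plus training, which takes these effects to add up. Both non-trained groups have 1 library, so in the model of the groups their spread was not measured and was taken to equal that of the trained groups.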

Following NOR training, miRNAs were examined in the hippocampus by next-generation deep sequencing. 

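The values deposited by the authors hold 806 miRNA loci with 756 distinct mature sequences. Summed over the 7 libraries, they rest on 58637482 miRNA reads, with a median of 8200810 per library. One read was worth between 0.0998 and 0.137 RPM. Of the values of up to 100 reads, 100% came out as whole reads in libraries 1 to 6 and 99.7% in library 7. Reads outside the range of insert lengths and reads that mapped elsewhere are not part of these values.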

In total, over 84 million reads were sequenced, a large proportion of which (83%) corresponded to a size of 19–26 nt with over 92% mapping to known mouse miRNAs (Supplementary Fig. 2a,b). The expression level of the identified miRNAs varied greatly, with some miRNAs being highly abundant, and others moderately or lowly abundant (Supplementary Fig. 2c). 

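Over the 7 libraries, 756 mature miRNA sequences had at least 1 read. Their mean level was above 10000 RPM for 23 sequences, between 100 and 10000 RPM for 158, between 1 and 100 RPM for 308, and up to 1 RPM for 267. The 10 most abundant took between 62.2% and 64.3% of the miRNA reads of a library. The highest mean was that of miR-9, at 128329 RPM, with libraries between 107500 and 149800 RPM, followed by miR-29a at 111943 RPM and miR-125b-5p at 93854 RPM. By mean level, miR-182 ranked 216, miR-183 ranked 222 and miR-96 ranked 394.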

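Across the 476 miRNAs with a mean of at least 10 reads, log2(RPM + 1) was compared between the means of the 4 groups, as labelled. Pearson's r across miRNAs lay between 0.9946 and 0.9973 and Spearman's rho between 0.9916 and 0.9955, with miRNAs not being independent replicates. Between 98.1% and 99.2% of the miRNAs differed by a log2 ratio under 1, and between 4 and 9 miRNAs by at least that. With a mean of at least 100 reads in place of 10, the lowest r between groups was 0.9929.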

Overall, the level of most miRNAs was consistent across samples in NIPP1* transgenic and control littermates whether trained or not (Supplementary Fig. 2d), suggesting no gross alteration of miRNAs expression by PP1 inhibition or NOR training. There was also no global change in the expression of major components of the miRNA biogenesis machinery by PP1 inhibition (Supplementary Fig. 3).

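The non-trained NIPP1* and non-trained control groups have 1 library each, so this difference has no replicate check and no p-value. Of 322 miRNAs with a mean of at least 100 reads over both libraries, 3 differed by a log2 ratio of at least 1 in size, of which 2 were higher and 1 was lower in the NIPP1* library. Among these 322 miRNAs, the 5 highest ratios were those of miR-183, miR-182, miR-146a, miR-299* and miR-1981*, and the 5 lowest those of miR-34a, miR-219-5p, miR-135a, miR-135b and miR-592. The same count was between 6 and 17 for the 4 pairs of libraries that share a group, a range that is the same under the labels and under the grouping of the authors' tables. With a mean of at least 10 reads, 14 miRNAs passed this size between the non-trained libraries.

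For the trained control libraries against the non-trained control library, 0 of 476 miRNAs had an adjusted p under 0.05 in limma, and 28 had an unadjusted p under 0.05, where chance gives 23.8. The lowest adjusted p was 0.583, for miR-135a. DESeq2's Wald test on the recovered reads called 1 miRNA, miR-129-2-3p, with a log2 fold change of 0.76 and an adjusted p of 0.0219. Under the grouping of the authors' tables, which takes libraries 6 and 7 as trained controls, the limma count was also 0, with 12 at an unadjusted p under 0.05. In simulated data with 200 of the 476 miRNAs changed by a log2 ratio of 2, the limma test of this comparison recovered 96% of them. So many changed miRNAs loosen the adjusted threshold, so this share does not hold for a few changes. Nor does it hold for miRNAs with a wide spread, such as miR-183 with a standard error of 1.28.

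For the trained NIPP1* against the trained control libraries, whose direction depends on the assignment of the trained libraries, limma called 0 miRNAs, with 34 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0882 for miR-344d-3*. DESeq2's Wald test called 1 miRNA, miR-344d-3*, with a log2 fold change of 1.73 and an adjusted p of 0.00115. The authors' deposited table of the trained groups gives an adjusted p under 0.05 for 8 miRNAs. In its trained NIPP1* group, 2 of them are higher (let-7b and miR-125a-5p) and 6 lower (miR-136, miR-144, miR-144*, miR-219-5p, miR-344d-3* and miR-451). In the authors' deposited table of trained against non-trained NIPP1* mice, 0 miRNAs have such a value. Among the 8 called between the trained groups, miR-144 and miR-451 are on a list of red blood cell miRNAs written before the data were examined. Trained NIPP1* against trained control, as labelled, their log2 ratios were 1.32 and 1.18, while the other member, miR-486*, was at -0.21. A difference in blood content between libraries was not separated from genotype for them.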

Differential expression analyses revealed that distinct sets of miRNAs are upregulated or downregulated in NIPP1* mice compared with control littermates and in NOR-trained mice compared with non-trained animals. Notably, a subset of miRNAs was similarly altered by PP1 inhibition and training (Fig. 1a,b, Supplementary Figs 4 and 5). 

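Similar change was measured as the correlation, across the 319 miRNAs with a mean of at least 100 reads, of the log2 ratio of the non-trained NIPP1* library and that of the trained control libraries, both to the non-trained control library. Pearson's r was 0.74 and Spearman's rho 0.74, and 76.5% of the miRNAs changed with the same sign. Past a log2 ratio of 1 in both and in one direction were 2 miRNAs, miR-182 and miR-183. Both ratios share the single non-trained control library, whose chance values enter each of them. In 1000 simulations of unchanged libraries that share such a control, the mean r was 0.61, with 95% of the values between 0.42 and 0.76, and 4.3% were as high as observed. The mean simulated share with the same sign was 71.0%, and 1.5% of the simulations reached the observed share. At least 2 miRNAs past a log2 ratio of 1 in both were found in 48.5% of the simulations. Each miRNA was drawn independently, so these simulated ranges may be too narrow where miRNAs move together.

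Under the grouping of the authors' tables, r was 0.57, as high or higher in 52.1% of the simulations of that design, and 63.0% of the miRNAs had the same sign. With trained control library 3, 4 or 5 left out in turn, r lay between 0.61 and 0.85, and without library 4 no miRNA passed a log2 ratio of 1 in both.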

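In the annotation of NCBI37/mm9, the hairpins of miR-183, miR-96 and miR-182 lie on the minus strand of chromosome 6, within 3820 bp and in no annotated host gene. Mature miR-183 spans positions 30119711 to 30119732, miR-96 positions 30119506 to 30119528 and miR-182 positions 30115962 to 30115986.

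Between the non-trained libraries, miR-183 rose from 98 to 952 reads, or from 11.02 to 117.9 RPM. Its log2 ratio was 3.42, with an exact 95% counting interval of 3.12 to 3.73. miR-182 rose from 115 to 1075 reads, a log2 ratio of 3.36 (3.09 to 3.65), and miR-96 from 11 to 61 reads, a log2 ratio of 2.61 (1.67 to 3.69). The intervals compare these libraries and leave out the spread between libraries.

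In trained controls, miR-183 was at 50.7 ± 55.3 RPM (SD, n = 3), from 24.88, 114.2 and 13.05 RPM in libraries 3, 4 and 5. The corresponding level was 55.5 ± 54.8 RPM (SD, n = 3) for miR-182 and 4.90 ± 5.54 RPM (SD, n = 3) for miR-96. Against the non-trained control, miR-183 had a log2 fold change of 1.56 on the log2(RPM + 0.5) scale (standard error 1.28, limma adjusted p = 0.712). For miR-182 it was 1.57 (standard error 1.28, limma adjusted p = 0.712) and for miR-96 1.11 (standard error 1.15, limma adjusted p = 0.740). All 3 members were higher than the non-trained control in libraries 3 and 4, while in library 5 miR-96, at 1.02 RPM, was below the 1.24 RPM of the non-trained control. Without library 4, the log2 fold changes were 0.69 for miR-183, 0.78 for miR-182 and 0.28 for miR-96. Under the grouping of the authors' tables, with libraries 6 and 7 as trained controls, they were 1.51, 1.21 and 1.13.

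In the libraries labelled trained NIPP1*, miR-183 was at 79.61 RPM in library 6 and 12.98 RPM in library 7. Against the libraries labelled trained control, the log2 fold change was -0.05 for miR-183, -0.36 for miR-182 and 0.02 for miR-96, and its sign depends on the assignment of the trained libraries. For miR-183 the standard error was 1.01, and the value was -1.34 without library 6 and 1.23 without library 7. Against the non-trained NIPP1* library, the log2 fold change was -1.85 for miR-183 (standard error 1.36, limma adjusted p = 0.973). It was -2.11 for miR-182 and -1.08 for miR-96. Under the grouping of the authors' tables, these values were -1.80, -1.75 and -1.11. Among the miRNAs altered by both PP1 inhibition and training, the paper singles out these 3 as upregulated in both.

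**Figure D1:**
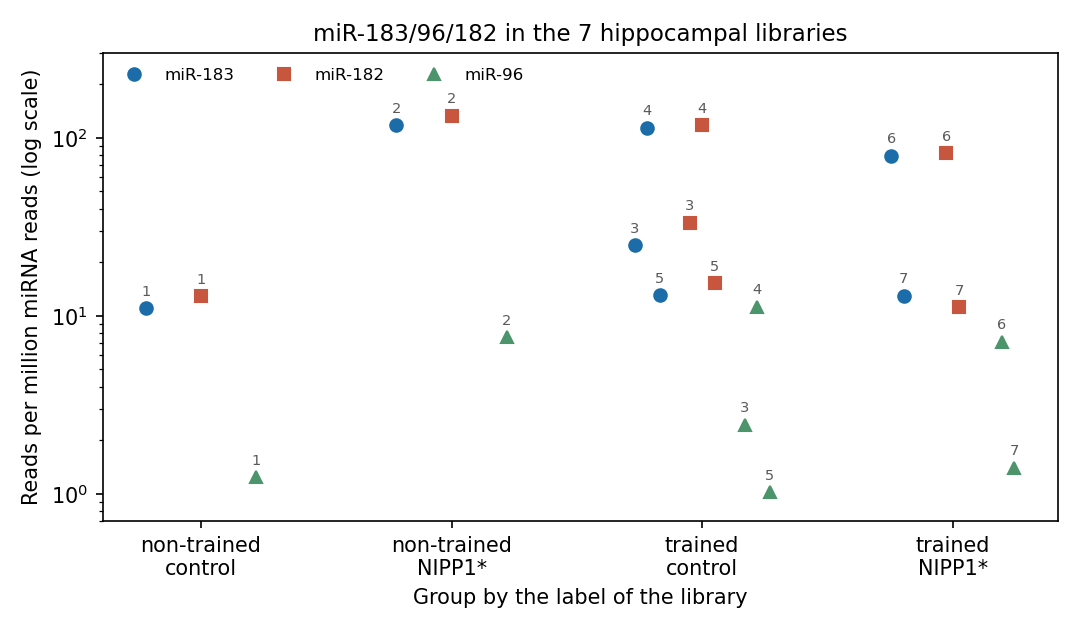
RPM (log scale) of miR-183, miR-182 and miR-96 in each of the 7 libraries, with 1 point per library and the library number above it, by the group that the label of the library gives. Within the trained control group, miR-183 lies between 13.05 and 114.2 RPM, and the non-trained libraries are at 11.02 and 117.9 RPM.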

A closer look at these miRNAs revealed that the miR-183/96/182 cluster is upregulated in the hippocampus in both, NIPP1* transgenic mice and NOR-trained controls. Quantitative polymerase chain reaction (qPCR) confirmed a consistent increase (about 50%) in miR-183 and miR-182, while miR-96 was expressed at low level (Fig. 1c,d). miR-183/96/182 have been implicated in neuronal activity and plasticity as well as in amygdala-dependent fear memory^22^,^23^,^24^, and their predicted targets are involved in plasticity and neuronal signalling pathways.

To confirm the link between PP1 inhibition and the upregulation of miR-183/96/182 cluster, *PP1* was knocked down in N2A cells using a pool of siRNAs targeting the 3′UTR of *PP1γ*, an isoform predominantly linked to nuclear functions (Supplementary Fig. 6a). *PP1γ* knockdown increased the level of miR-183 and miR-182 (Supplementary Fig. 6b), confirming that nuclear PP1 is implicated in the synthesis of these miRNAs.

### PP1 inhibition affects miR-183/96/182 biogenesis

We next examined the potential link between miR-183/96/182 cluster and PP1. miRNAs are produced through a succession of biogenesis steps involving the transcription of primary miRNAs (pri-miRs) and their processing into precursor miRNAs (pre-miRs) in the nucleus then to mature miRNAs in the cytoplasm^25^. To determine whether miR-183/96/182 biogenesis is modulated by PP1, we measured the level of pre-miR-183/96/182 in NIPP1* animals. In the hippocampus, pre-miR-183 and pre-miR-182 were upregulated in the nuclear fraction and downregulated in the cytoplasmic fraction (Fig. 2a,b). Similarly, neuronal activity induced by KCl treatment led to a rapid upregulation of pri-miR-183/96/182 and corresponding pre-miR transcripts in N2A cells (Supplementary Fig. 6c). Combining PP1γ knockdown and KCl stimulation caused a further increase in nuclear pre-miRNAs, which was reversed by overexpression of a *PP1γ* construct carrying a siRNA-resistant open reading frame (Fig. 2c). Further, *PP1γ* knockdown reduced the level of KCl-induced pri-miR-183/96/182 and cytoplasmic pre-miR-183/96/182 but had no effect on a control miRNA (Fig. 2d, Supplementary Fig. 6d,e), suggesting a selective effect. We next examined whether this action of PP1 requires gene transcription using the transcription inhibitor actinomycin D (ActD) (Supplementary Fig. 7). While ActD treatment significantly reduced pri-miRNA transcript (Fig. 2d), it had minimal effect on the up-regulation of pre-miRs induced by *PP1γ* knockdown (Fig. 2e), suggesting that *PP1γ* inhibition likely acts downstream of RNA Pol II-dependent transcription to regulate miR-183/96/182 level.

To further explore the mechanisms by which PP1 inhibition influences the level of the cluster's pre-miRs, we conducted pri-miRNA processing assays. In these assays, cropping of the stem-loop hairpin sequence from artificially introduced pri-miRNA transcript, indicating pri-miRNA processing, can be monitored by reduced firefly luciferase signal^26^ (Fig. 3a). We observed that processing of both pri-miR-183 and pri-miR-182, but not a control pri-miR-10b, was significantly increased upon inhibition of nuclear PP1 by *NIPP1* overexpression (Fig. 3b–d). Together, these results suggest that inhibition of PP1γ facilitates the increase in miR-183/96/182 level triggered by neuronal activity by favoring pre-miRNA production at the microprocessor level.

### PP1 inhibition replenishes the existing pool of miRNAs

Most neuronal miRNAs have a fairly rapid turnover following cellular activity, where changes in pri-miRNA transcription and processing precede changes in the level of mature miRNAs^23^. To examine whether this process is affected by PP1, we measured the level of miR-183/96/182 transcripts at different time points, with and without transcriptional inhibition. We observed that KCl stimulation decreases the level of mature miR-183/96/182 after 30 min but significantly increases it after 4 h (Fig. 4a,b). The early decrease was not affected by ActD treatment, but the increase at 4 h was reversed and even inversed (leading to a decrease) by ActD (Fig. 4c,d), suggesting an initial usage and depletion of miRNAs induced by activity, followed by replenishment through increased biogenesis. Blockade of this replenishment by ActD results in continued miRNAs depletion. This blockade could be partially rescued by *PP1γ* inhibition (Fig. 4e), confirming that PP1 acts downstream of gene transcription.

### MiR-183/96/182 modulation affects long-term memory

Since the miR-183/96/182 cluster is upregulated in the adult hippocampus following NOR training, we next examined whether inducing its expression in the hippocampus at the time of learning affects object memory. We overexpressed miR-183/96/182 in hippocampus area CA1 in adult mice *in vivo* using a self-complementary adeno-associated virus (scAAV) vector expressing truncated pri-miR-183/96/182 fused with *GFP*. Virus transduction and miRNA overexpression were confirmed by immunohistochemistry and qPCR (Supplementary Fig. 9). For NOR training (acquisition), the animals were exposed to three unfamiliar objects for five sessions of 5 min spaced by 5 min intervals, a protocol that induces robust long-term memory^7^ (Supplementary Fig. 10a). miR-183/96/182 overexpressing mice and controls similarly explored the objects during acquisition (Supplementary Fig. 10b). Both groups had comparable long-term object memory when tested 24 h after training (Supplementary Fig. 10c,d). Overall locomotor activity was similar in mice overexpressing miR-183/96/182 and controls (Supplementary Fig. 10e,f).

Previous studies on NOR and other memory paradigms have demonstrated that the duration and spacing of training sessions determine memory strength. For most paradigms, repeated and spaced training results in stronger memory than massed training^7^,^27^,^28^,^29^. Because our NOR training protocol was repeated and spaced, it elicited strong memory that may have masked the effect of miR-183/96/182 overexpression. Thus, we repeated the experiment using a weaker protocol based on a single 10 min training session followed by two test sessions 24 h apart (weak protocol, Fig. 5a). Similar to the strong protocol, training with the weak protocol increases the expression of precursor and mature forms of miR-183/96/182 cluster (Supplementary Figs 8 and 13). Comparison of miR-183/96/182 overexpressing mice and controls with this protocol showed no difference between the groups in overall locomotor activity in an open field test or during training in the NOR task (Supplementary Fig. 11a–c). During test 1, both groups had a comparable low level of memory, which increased during test 2 (Supplementary Fig. 11d,e), consistent with the notion that retrieval helps update and strengthen memory^30^,^31^. Importantly, during the second test, miR-183/96/182 overexpressing mice had significantly better memory than control mice (Fig. 5b).

To confirm the implication of miR-183/96/182 in long-term memory, we also expressed a sponge construct that competitively inhibits the miRNA cluster in the mouse hippocampus (Supplementary Fig. 12a,b). While sponge expression did not affect overall locomotion or object exploration (Supplementary Fig. 12c,d), it significantly impaired long-term memory 24 h after training (Fig. 5c, Supplementary Fig. 12e). Taken together, these results provide evidence for a permissive role of the miR-183/96/182 cluster in the hippocampus in long-term object memory.

### miR-183/96/182 regulates plasticity-related genes

Many of the predicted targets of the miR-183/96/182 cluster are involved in biological pathways relevant for neuronal signalling and plasticity, and epigenetic regulation (Supplementary Fig. 17). To validate some of these targets, we measured their level of expression in the hippocampus of mice overexpressing miR-183/96/182. Several genes including ion channels, receptors, a kinase, a phosphatase and a histone deacetylase (HDAC) were significantly downregulated (Fig. 6a). We focused on one of these genes, *HDAC9*, which codes for a member of class II HDACs known to be an epigenetic regulator modulated by neuronal activity, and is involved in the control of plasticity-related genes^32^,^33^,^34^,^35^. Histone acetylation and the enzymes that modulate acetylation such as HDACs, play a crucial role in the formation and storage of long-term memory^36^ and HDAC inhibitors are potent drugs for correcting cognitive deficits^37^. We therefore explored the link between the miR-183/96/182 cluster and *HDAC9*. We examined if *HDAC9* is a direct target of miR-183/96/182 using a luciferase-based expression system containing a predicted miR-182 binding site of *HDAC9* 3′UTR. Upon miR-182 transfection, we observed destabilization of the construct, indicating targeting of the predicted *HDAC9* target site by miR-182 (Fig. 6b). Further, the level of HDAC9 was reduced in the hippocampus of mice subjected to NOR training and testing compared with controls (Fig. 6c). To further evaluate the importance of HDAC9 targeting by miR-183/96/182, we interfered with miR-182/*HDAC9* interaction *in vivo* by injecting locked nucleic acid (LNA) modified target site blockers (TSB) (Supplementary Fig. 14). Interfering with miR-182 targeting of *HDAC9* in mice overexpressing miR-183/96/182 cluster significantly reduced object exploration during training and testing under the weak NOR protocol, without affecting overall locomotion or novel object discrimination (Fig. 7a–e). Together, these results identify *HDAC9* as one of the mediators of miR-183/96/182 on cognitive processes.

## Discussion

Our results identify the memory suppressor PP1 as a novel regulator of the biogenesis of miRNAs during memory formation. They show that PP1 inhibition increases the level of the miR-183/96/182 cluster, and identify this cluster as an important modulator of memory formation. *PP1* inhibition acts by enhancing the production of pre-miRNAs in the nucleus. This occurs in a background of mature miR-183/96/182 consumption upon neuronal stimulation and continued replenishment by increased transcription. These findings suggest that *PP1* inhibition facilitates nuclear miRNA processing during neuronal activity, possibly by influencing the microprocessor complex.

Several studies have reported that protein phosphorylation is necessary for pri-miRNA processing, mainly by protein kinase-mediated regulation of the stability, interaction and nuclear localization of components of the microprocessor complex^38^,^39^,^40^,^41^. Our study significantly extends these findings by newly showing that PP1 is involved in this processing. The precise modes of action of PP1 remain unknown but PP1 may modulate the processing of specific miRNAs by interacting with RNA binding proteins that contain a PP1 recognition motif^42^. It could also act on splicing since it can interact with components of the spliceosome machinery, known to crosstalk with nuclear miRNA processing^43^,^44^,^45^,^46^. Binding of proteins such as Tra2β1, SF2A, Srp30c and ASF to PP1 through conserved RNA recognizing domains is essential for correct splice site selection^42^,^47^, and by extension may also affect miRNA processing. Interestingly, a recent study demonstrated a developmentally timed processing of pri-miR-183/96/182 involved in neuronal organization. This is mediated by its interaction with Ddx3x, a component of the microprocessor complex^48^. Our results corroborate the highly regulated processing that this cluster undergoes in neurons in response to external signals.

The present results further show that both overexpression and knockdown of the miR-183/96/182 cluster in the mouse hippocampus alter performance in novel object discrimination. While miR-183/96/182 overexpression improves object memory, miR-183/96/182 knockdown impairs memory. Even if the effect size is modest (15–20% increase or decrease in performance), such bidirectional effect is a strong indication that miR-183/96/182 cluster is directly implicated in memory formation with no obvious functional redundancy or compensation. Notably, this effect is observed following training with a weak (single session) protocol but not with a strong (multiple spaced sessions) protocol. This is likely attributable to a ‘spacing effect' of training where repeated sessions separated over a period of time lead to stronger activation of molecular pathways needed for memory formation, including plasticity-related proteins^28^. Further, miR-183/96/182 is only one among many other targets of PP1, so manipulating its level is expected to affect only a fraction of PP1 pathways and therefore, it is not surprising that the effects are moderate.

Our finding that miR-183/96/182 overexpression improves memory differs from a previous report showing that miR-182 overexpression impairs long-term auditory fear memory and that its level is lower in the lateral amygdala after auditory fear conditioning^22^. The reason for this difference is unknown but may result from differential regulation of miR-183/96/182 or miR-182 in the cluster in different brain areas, and/or their action on different targets. While the study by Griggs *et al*.^22^ employed amygdala-dependent auditory fear-conditioning paradigm, our study utilized an hippocampus-dependent object recognition task. Future studies examining the role of miR-183/96/182 cluster in other hippocampus-dependent and -independent learning paradigms should help determine the exact role of the cluster in different cognitive processes.

The present results also provide a link between the miRNA cluster and one of its targets—*HDAC9*—in memory regulation. Interfering with the interaction between miR-182 and HDAC9 alters object exploration, without affecting long-term memory. This is surprising, as miRNA modulation alone does not influence exploration behaviour in our paradigm. However, since object exploration is a prerequisite for proper learning and memory formation is preceded by learning and does depend on it, our results place HDAC9 as one of the early targets of miR-183/96/182 cluster involved in long-term memory. This in turn suggests that miR-183/96/182 cluster likely mediates its effects on memory formation through the concerted action of several target genes. These findings are relevant for cognitive functions beyond those assessed with our model, since both miR-182 and HDAC9 have also been implicated in schizophrenia. HDAC9 is one of a few genes with rare copy number variation in schizophrenia patients^49^ and is hemizygously deleted in a small proportion of patients^32^. Further, disrupted hippocampal miR-182 signalling has been linked to changes in gene expression observed in schizophrenia and other mental illnesses^50^. A single-nucleotide polymorphism in this miRNA is predicted to be among key single-nucleotide polymorphisms linked to the disease^51^. Further studies on the interaction between miR-182 and HDAC9 may shed light on the regulation of cognition and cognitive disorders.

Besides *HDAC9*, our results revealed numerous plasticity-related genes as targets of the miR-183/96/182 cluster including *Cacnb4*, *Gabra1*, *Grm5* and *Gria1*. Most of them are key mediators of synaptic plasticity processes such as LTP and LTD. Future studies examining the regulatory functions of miR-183/96/182 cluster in synaptic mechanisms may help further explain the behavioural phenotypes.

Finally, the present results have implications for the epigenetic regulation of memory, and specifically, the role of PP1 in this regulation. PP1 is known to modulate histone acetylation by directly associating with HDACs^9^,^52^ or by cross-talk with some chromatin targets that affect HDACs^53^. Our results suggest another indirect and previously unknown control of HDACs by PP1 involving miRNAs. Interestingly, inhibiting HDACs induces substantial upregulation of miR-183/96/182 cluster in neuroblastoma cells^54^, suggesting a possible feedback regulatory loop between HDACs and miRNAs.

## Methods

### Animals

To inhibit nuclear PP1 in the mouse hippocampus, transgenic mice carrying the PP1 binding domain of the nuclear inhibitor of PP1, NIPP1 (NIPP1*) fused to EGFP (NIPP1*-EGFP6) and placed under a tetO promoter, were crossed with mice expressing a reverse tetracycline-controlled transactivator 2 under the control of a CaMKIIalpha promoter^9^. Conditional expression of NIPP1* in double transgenic mice was achieved by feeding the animals with a diet containing doxycycline (Pelodis) for eight days (6 mg g^−1^ of wet mouse chow). The mice were group-housed (four mice per cage) under a reverse 12 h light/dark cycle (25 °C, 55% humidity), with food and water *ad libitum*. Behavioural experiments were carried out on reverse tetracycline-controlled transactivator 2/NIPP1*-EGFP6 adult male and control littermates (3–5 months old) of C57Bl/6 mice background, during the animals' dark cycle. All experiments were conducted by experimenters blind to genotype. Experiments and animal maintenance were conducted in compliance with the Federation of Swiss Cantonal Veterinary Office and approved by Zürich Cantonal Veterinary Office (54/2012).

### Object recognition task

Object recognition training was conducted in a rectangular arena (60 cm × 50 cm × 45 cm), with grey, opaque walls and translucent plexiglass bottom, under which an infrared light source was placed. It was located in a dedicated behavioural room illuminated by a dim light. Before NOR training, each animal was handled daily for 4 min on 4 consecutive days. Then an open field test was conducted by placing each mouse in an empty arena for 10 min and measuring the overall locomotion activity. An additional habituation to the empty arena was conducted one day later, before training started. For training (acquisition), three different unfamiliar objects were placed in the centre of the arena in a triangular arrangement. Each animal was allowed to explore the objects for five 5 min sessions spaced by a 5 min interval (strong protocol), or a single 10 min session (weak protocol). Object memory was tested in a 5 min session for which one of the familiar objects was replaced with a novel object. For the strong protocol, object memory was tested 24 h after training, and for the weak protocol, memory was tested 24 h (test 1) and 48 h (test 2) after training. The time that an animal spent exploring each object during testing was measured manually and with a video tracking system (ViewPoint Behaviour Technology) by an experimenter blind to group assignment. Object memory was expressed as the proportion of time spent exploring the novel object compared with the time spent exploring all objects (discrimination ratio). The discrimination ratio was normalized taking the average value from control animals as 100%. Throughout all experiments, movement of each animal inside the arena was tracked by an infrared camera connected to a tracking software (ViewPoint Behaviour Technology) in an adjacent room. For miRNA expression experiments, NOR controls (identified as ‘habituation only' or ‘non-trained' groups) were subjected to identical procedures but with no exposure to objects.

### Virus vector design and production

For miRNA overexpression experiments, the scAAV2-EF1a-pri-miR-183/96/182-GFP construct was produced by cutting scAAV2-MCS (Cell Biolabs) by BalI/NotI (New England Biolabs). The transgene cassette containing Ef1a promoter (sequence from pEGP-mmu-miR-182 plasmid; Cell Biolabs), engineered truncated (T)-pri-miR-183/96/182, EGFP (from pEGP-mmu-miR-182 plasmid; Cell Biolabs), WPRE motif and 5′-BalI and 3′-NotI adaptors was chemically synthesized by GENEWIZ (South Plainfield, USA) and cloned into the scAAV backbone. Sequence of T-pri-miR-183/96/182 was as follows with mature miRNAs underlined:5′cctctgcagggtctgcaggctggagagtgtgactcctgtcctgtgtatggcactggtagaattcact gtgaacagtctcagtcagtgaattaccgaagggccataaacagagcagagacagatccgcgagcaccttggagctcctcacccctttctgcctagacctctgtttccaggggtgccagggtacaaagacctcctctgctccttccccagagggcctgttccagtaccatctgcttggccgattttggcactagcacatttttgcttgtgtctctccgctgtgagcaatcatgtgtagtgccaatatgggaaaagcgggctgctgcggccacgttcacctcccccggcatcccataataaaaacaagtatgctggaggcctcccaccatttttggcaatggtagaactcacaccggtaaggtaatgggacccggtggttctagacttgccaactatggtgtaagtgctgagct. 

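The construct has 479 nt. Counted from its first base, mature miR-183 (TATGGCACTGGTAGAATTCACT) covers positions 46 to 67, miR-96 (TTTGGCACTAGCACATTTTTGCT) positions 250 to 272 and miR-182 (TTTGGCAATGGTAGAACTCACACCG) positions 397 to 421. The products of the other arms, miR-183* (GTGAATTACCGAAGGGCCATAA) at positions 85 to 106 and miR-182* (GTGGTTCTAGACTTGCCAACT) at positions 440 to 460, are part of it as well. In the genome (NCBI37/mm9, chromosome 6, minus strand), the hairpin Mir183 spans positions 30119668 to 30119737, Mir96 positions 30119446 to 30119551 and Mir182 positions 30115918 to 30115992. The gap between the hairpins Mir183 and Mir96 is 116 bp and that between Mir96 and Mir182 is 3453 bp, so the construct leaves out most of the sequence between the latter.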

The scAAV2-EF1a-pri-miR-183/96/182-GFP allowed the generation of mature miR-183-5p, miR-96-5p and miR-182-5p sequences annotated in miRBASE v.20 (www.mirbase.org), whose expression was verified both by reverse transcription (RT)-qPCR (Supplementary Fig. 9). Control scAAV2-EF1a-control-GFP construct contained fragment of beta-globin intron (sequence from pEGP-mmu-miR-182 plasmid; Cell Biolabs) of length corresponding to T-pri-miR-183/96/182.

To suppress the level of endogenous miRNAs, a triple sponge for the miR-183/96/182 cluster containing four binding sites for each miRNA (perfectly complementary and containing a bulge) separated by a 15 nt spacer sequence were prepared as described previously^23^. The sponge sequences were assembled in pJ341 plasmids, excised at Hind III sites, and cloned into a p56 plasmid upstream of EGFP ORF. Sequence integrity was verified with sequencing.

Self-complementary AAV production was performed by triple transfection of HEK 293T cells using polyethylenimine with a plasmid bearing the target sequences between the internal terminal repeats of scAAV2, the AAV-helper plasmid encoding Rep2 and Cap for serotype 8 and the pHGTI-Adeno1 plasmid harbouring helper adenoviral genes (both kindly provided by C Cepko, Harvard Medical School, Boston, MA, USA). Vectors were purified using a discontinuous iodixanol gradient (Sigma, Optiprep). Encapsidated deoxyribonucleic acid (DNA) was quantified by TaqMan RT-PCR following denaturation of the AAV particles by Proteinase K, and titres were calculated as genome copies (GC) per ml.

### Stereotaxic surgery and intrahippocampal injections

To overexpress or knockdown miRNAs, viral vectors were prepared as described above. To interfere with miR-182-HDAC9 binding, custom designed miRCURY LNA microRNA Power Target Site Blockers were obtained from Exiqon. The sequences are: miR-182/HDAC9 TSB: TTTGGCAAAAGTGCTA; negative control TSB: ACGTCTATACGCCCA. The oligonucleotides were stereotaxically injected in CA1 region of the hippocampus at a concentration of 1 μg μl^−1^, in TurboFect *in vivo* transfection reagent (Dharmacon). For injection, animals were anaesthetized with 3% isofluorane (Attane) and placed in a stereotaxic frame. Anaesthesia was maintained with 1.5% isofluorane in 100% oxygen for throughout surgery. Injection was carried out by lowering a glass pipette (Blaubrand, cut to a 20 μm inner diameter) filled with virus/oligonucleotides and attached to an injection pump (Stoelting) through a predrilled hole at the following coordinate targeting CA1 region of the hippocampus (from Bregma): *AP*: −2.0 mm, ML: ±1.5 mm and *DV*: −1.6 mm. A total of 1 μl (10^9^ GC ml^−1^) of virus vector or 1.5 μl of TSB oligos was injected into each hippocampus at a rate of 0.2 μl min^−1^. The glass pipette was left in place for an additional 5 min, then carefully withdrawn and the wound was closed. The animals were allowed to recover for up to 2 weeks in their home cage before behavioural testing.

### Cell culture

Mouse neuroblastoma (N2A) cells were obtained from American Type Cell Culture Collection and cultured in Dulbecco's Modified Eagle's Medium (DMEM—high glucose), supplemented with 10% (v/v) foetal bovine serum (Gibco) and 1% antibiotic–antimycotic (Gibco). These cells were chosen for their fast growth, easy maintenance and transfection, and potential for neuronal differentiation making them a convenient model for studying miRNA biogenesis. The cells were proven free of mycoplasma contamination through regular tests (MycoFluor mycoplasma detection kit). Before the start of experiments, the cells were passaged 1:4 and split every 3 days for at least five passages. On transfection day, 150,000–300,000 cells were plated in six-well plates. Transfection of a pool of siRNAs targeting PP1γ 3′UTR (ThermoFischer Scientific, sequences in Supplementary material) or negative control siRNA (All Star negative control, Qiagen) was carried out with HiPerfect transfection reagent (Qiagen). In pri-miRNA processing assays, inhibition of nuclear PP1 was achieved by overexpression of a plasmid containing NIPP1 construct (Origene). Then the cells were returned to the incubator and allowed to grow for 72 h before harvest or further treatment. In KCl treatment conditions, 50 mM of KCl was added to plated cells 1 h before harvest (unless indicated otherwise). In ActD (Tocris) treatment conditions, the cells were treated with 5 μg ml^−1^ of the drug prepared in dimethylsulphoxide 1 h before KCl treatment or harvest. Rescue of PP1γ knockdown was performed by co-transfecting a plasmid containing PP1γ open reading frame (Origene) with siRNA against PP1γ 3′UTR. The cells were harvested by removing the medium, washing with ice-cold PBS three times and lysing with Tri-reagent (for RNA extraction) or radio immunoprecipitation buffer (RIPA) (for protein extraction). All experiments were conducted on at least three replicates from different passage numbers and repeated at least three times.

### Pri-miRNA processing and HDAC9 target validation assays

Pri-miRNA processing assays were conducted as previously described^26^. The assay quantifies Drosha processing of pri-miRNA based on the decrease in luciferase activity, which is inversely proportional to the processing of pri-miRNA by Drosha. Briefly, fragments of pri-mir-182 and pri-mir-183, and the control pri-miR-10b, containing the hairpin and 100 bp flanking sequence were amplified from genomic DNA. PCR products were digested with the respective restriction enzymes and inserted at MCS in pmirGLO vector (Dual Reporter Luciferase Assay System, Promega) downstream to firefly luciferase reporter. Cropping of the hairpin stem-loop of inserts results in destabilization of the firefly reporter resulting in decrease in firefly luminescence. The unperturbed Renilla reporter produces stable luminescence, which serves as internal normalization control. Dual-luciferase reporters with pri-mir-182 and pri-mir-183 were transfected in N2a cells using cationic liposomes (Lipofectamine 2,000 reagent, Invitrogen). PP1 manipulations were performed by simultaneously transfecting N2a cells with NIPP1 over-expressing plasmid (Origene). The cells were lysed 48 h post transfection with passive lysis buffer (Promega) treatment at room temperature for 10 min. The lysates were then transferred to a 96 well plate, and luciferase activities of firefly and Renilla were read through luminometer GloMax 96 (Promega) equipped with dual injections dispersing LAR II (for firefly luciferase quantification) and Glomax (for renilla luciferase quantification) reagents sequentially.

For validation of HDAC9 targeting by miR-182, the same vector system and cloning strategy as described above was used (with the exception that HDAC9 3′UTR sequence containing miR-182 target site was amplified from genomic DNA using the following primers and inserted into the vector: hdac9_F1_NheI-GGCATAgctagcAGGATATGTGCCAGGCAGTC, hdac9_R1_SaII-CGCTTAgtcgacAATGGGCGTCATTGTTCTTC). Dual-reporter vectors with 3′UTR HDAC9 inserts were transfected in N2a cells using cationic liposomes (Lipfectamine 2,000 reagent, Invitrogen). MiR-182 mimic (Qiagen) was simultaneously transfected to the cells. The cells were lysed 24 h post transfection with passive lysis buffer (Promega) treatment at room temperature for 10 min. The lysates were then transferred to a 96-well plate, and luciferase activity of firefly and Renilla were read through luminometer GloMax 96 (Promega) equipped with dual injections dispersing LAR II (for firefly luciferase quantification) and Glomax (for renilla luciferase quantification) reagents sequentially.

### RNA extraction and RT-qPCR

Mouse hippocampal tissue was homogenized using TissueLyser (Qiagen) in Trizol reagent (Invitrogen). Total RNA was extracted by phenol–chloroform precipitation. For extraction from cells, the medium was removed, the cells were washed three times with ice cold-PBS, lysed and homogenized by adding Trizol to the plates. Subcellular fractionation of nuclear and cytoplasmic RNA was performed using Norgen's Cytoplasmic and nuclear RNA purification kit (Norgen BioTek, Canada). One microgram of total RNA was treated with RNase free DNase (Promega) and reverse transcribed using miScript II RT kit (Qiagen). Miscript primer assays for mature and pre-miRs were used to amplify the respective transcripts from a complementary DNA (cDNA) pool (Supplementary Table 1). For mRNA quantification, custom designed gene specific primers were used (Supplementary Table 1). Real time PCR was performed on LightCycler 480 (Roche). The following pool of endogenous controls were used to normalize qPCR data as appropriate: RNU6, GAPDH, Tubd1 and 18S rRNA.

### Deep sequencing

The quality and quantity of RNA was determined using a Bioanalyzer (Agilent) and Qubit fluorometer (Invitrogen) respectively. Small RNA libraries were prepared from 1 μg of total RNA using TruSeq Small RNA Kit (Illumina) according to manufacturer's instructions. Briefly, 3′ and 5′ adaptors were ligated to small RNAs using T4 DNA ligase. Ligated RNA was reverse transcribed to cDNA using superscript II reverse transcriptase. The resulting cDNA template was amplified by PCR to generate a cDNA library. For each sample, a common forward primer (which binds to the 5′ adaptor complement) and a unique reverse primer (which binds to the 3′ adaptor complement and contains a unique sequence for each sample) were used. The quality of the resulting amplicons was analysed on a high sensitivity DNA ChIP (Bioanalyzer). Next, the cDNA construct was run on a 6% polyacrylamide gel electrophoresis (PAGE) gel and amplicons corresponding to adaptor ligated miRNA sequences (145–160 nt) were excised out. DNA from excised gel was eluted and precipitated in ethanol. The size, purity and amount of cDNA was assessed on high sensitivity DNA ChIP (Bioanalzyer). Then a titration run was done to check quality of the library and validate the amount. Finally, multiplexed samples were sequenced on Hi-Seq 2,000 using TrueSeq SBM v5 sequencing kit. The resulting sequences were demultiplexed and sorted to individual samples according to their index codes. The error rate for each library was estimated based on a PhiX reference spiked before sequencing. Next, adaptors were trimmed from the reads and the resulting inserts were categorized by size. Bioinformatic analysis of sequencing reads was performed using ncPRO-seq pipeline^55^. After confirming that the majority of reads are attributed to the size range of miRNAs, the sequences were mapped and aligned to the mouse reference genome (NCBI37/mm9) using bowtie algorithm. The number of reads uniquely mapping to miRNAs were normalized to the total number of reads in each sample. 

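Scaling to the total of a library assumes that a few abundant miRNAs do not shift it. The scaling factors of edgeR's TMM method, computed from the recovered reads, lay between 0.949 and 1.035 over the 7 libraries. DESeq2's size factors, divided by the depth of each library, lay between 0.938 and 1.037. The deposited percentages were given for each locus, and every copy of a miRNA with several loci carries all of its reads, so that the percentages of library 1 sum to 173% over loci and to 100.0% once the copies are joined.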

Finally, differential expression analysis of miRNAs regulated upon expression of NIPP1* and/or during memory formation was performed using Wilcoxon unpaired test^56^.

### Protein extraction and Western blot

Total protein was extracted from N2A cells using RIPA with 1:1,000 protease inhibitor cocktail (Sigma-Aldrich) and 1:500 phenylmethyl sulphonyl fluoride. Cells were lysed directly on the culture plate with 100–150 μl RIPA and scraped off with a cell scraper. The lysate was transferred to a micro-centrifuge tube and sonicated for five cycles, each comprising 30 s of sonication with 30 s intervals. The resulting mixture was centrifuged for 15 min at 14,000*g* to separate the protein mixture (supernatant) from cellular debris (pellet). Proteins (20–40 μg) were resolved on SDS–PAGE and transferred onto a nitrocellulose membrane (Bio-rad). Membranes were blocked in 3% BSA for 1 h, and then incubated in primary (overnight at 4 °C)and secondary (1 h at room temperature) antibodies. They were scanned using Odessey IR scanner (Li-Cor Bioscience), and band intensity was determined and quantified using image analysis software (ImageJ). The following antibodies were used: primary-HDAC9 (Abcam, ab59718), PP1γ (Millipore, 07-1218), GAPDH (Abcam, ab9485), beta actin (Abcam, ab8226); secondary-anti-mouse IRDye goat anti-mouse (LI-COR, 925-32210) and IRDye goat anti-rabbit (LI-COR, 925-32211). Original blots are shown in (Supplementary Figs 15 and 16).

### Statistical analyses

For deep sequencing data, differential expression between two groups was assessed by Wilcoxon signed-rank test. For qPCRs, Western blotting and behavioural experiments with two groups, or with more than two groups in which *a priori* only one group was expected to give a difference (that is, control, knockdown, rescue of knockdown like in Fig. 2c), two-tailed Student *t* test was used. Analysis of variances (ANOVAs) followed by Fisher's least significant difference were also conducted. For other experiments, one- or two-way ANOVAs were used followed by protected Fisher's least significant difference and Tukey's *posthoc* analyses when appropriate (see Supplementary Table 2). Outliers were defined as values beyond two s.d. from a group mean and were removed from the analyses. Significance was set at *P*≤0.05 for all tests. Statistical analyses were performed using GraphPad prism or *R* statistical software.

### Data availability

All next generation sequencing data has been deposited in the Gene Expression Omnibus (GEO) and can be accessed using GEO accession number GSE83707. All relevant data from this study are available from the corresponding author upon request.

## Additional information

**How to cite this article:** Woldemichael, B. T. *et al*. The microRNA cluster miR-183/96/182 contributes to long-term memory in a protein phosphatase 1-dependent manner. *Nat. Commun.* 7:12594 doi: 10.1038/ncomms12594 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1 - 17 and Supplementary Tables 1 and 2

Peer Review File

## Figures and Tables

**Figure 1:**
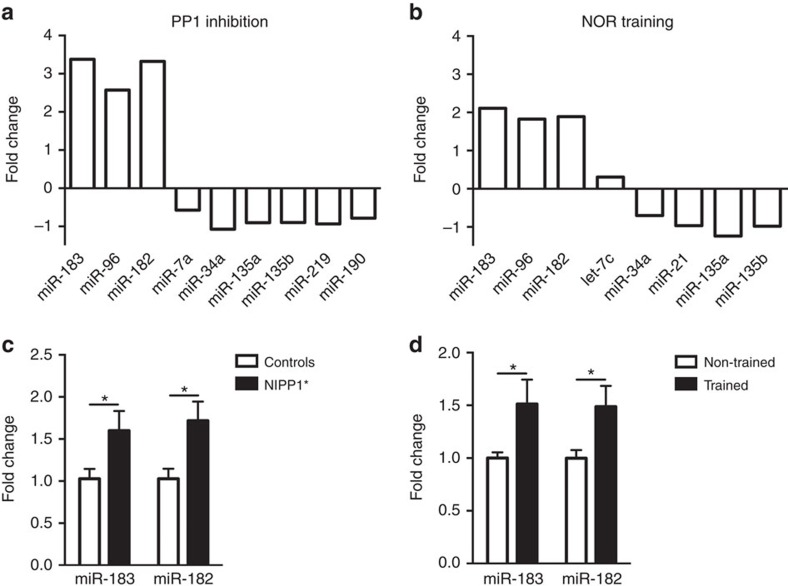
PP1 inhibition and NOR training induce differential expression of several miRNAs in the mouse hippocampus. NIPP1* and control mice were trained on an NOR task (trained) or exposed to the training chamber alone (non-trained). Deep sequencing was conducted on pooled hippocampal samples (*n*=6 in each group) collected 30 min after the end of training. Several miRNAs are differentially expressed (adjusted *P*<0.05) in non-trained NIPP1* mice compared with non-trained controls (**a**, expressed as log 2 of fold change), and in trained controls compared with non-trained controls (**b**, expressed as log 2 of fold change). Some of the miRNAs identified by deep sequencing were similarly upregulated in an independent set of experiments in both non-trained NIPP1* mice (**c**, miR-183: controls, *n*=11; NIPP1*, *n*=11; t20=2.19, *P<0.05; miR-182: controls, *n*=11; NIPP1*, *n*=11; t20=2.68, *P<0.05); and control mice trained on NOR (**d**; miR-183: non-trained, *n*=12; trained, *n*=13; t23=2.07, *P⩽0.05; miR-182: non-trained, *n*=13; trained, *n*=13; t24=2.32, *P<0.05). Bar graphs represent mean±s.e.m.

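In the authors' deposited table of the non-trained groups, an adjusted p under 0.05 was given for 4 miRNAs, which are miR-183, miR-96, miR-182 and miR-34a. For miR-34a the authors' deposited table gives a log2 fold change of -1.07, and the reads, 6068 in the non-trained control and 2689 in the non-trained NIPP1* library, give -1.03 with a counting interval of -1.101 to -0.969. By the same measure, the log2 ratio was -0.86 for miR-135a, -0.86 for miR-135b, -0.75 for miR-190 and -0.53 for miR-7a. The figure does not name an arm of miR-219, whose products had log2 ratios of -0.25 (miR-219-3p) and -0.89 (miR-219-5p, added after its values were seen).

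In the authors' deposited table of trained against non-trained controls, 4 miRNAs had an adjusted p under 0.05, with a log2 fold change of 2.11 for miR-183, 1.89 for miR-182, -1.24 for miR-135a and -0.97 for miR-21. By the labels of the libraries, limma gave miR-135a a log2 fold change of -1.01 (standard error 0.21, adjusted p = 0.583) and miR-21 one of -0.76 (standard error 0.32, adjusted p = 0.666). It was -0.95 for miR-135b, -0.77 for miR-34a and 0.42 for let-7c, each with an adjusted p of 0.666 in limma. Under the grouping of the authors' tables, the log2 fold changes were -1.27 for miR-135a, -1.002 for miR-21, -1.01 for miR-135b, -0.73 for miR-34a and 0.27 for let-7c.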

**Figure 2:**
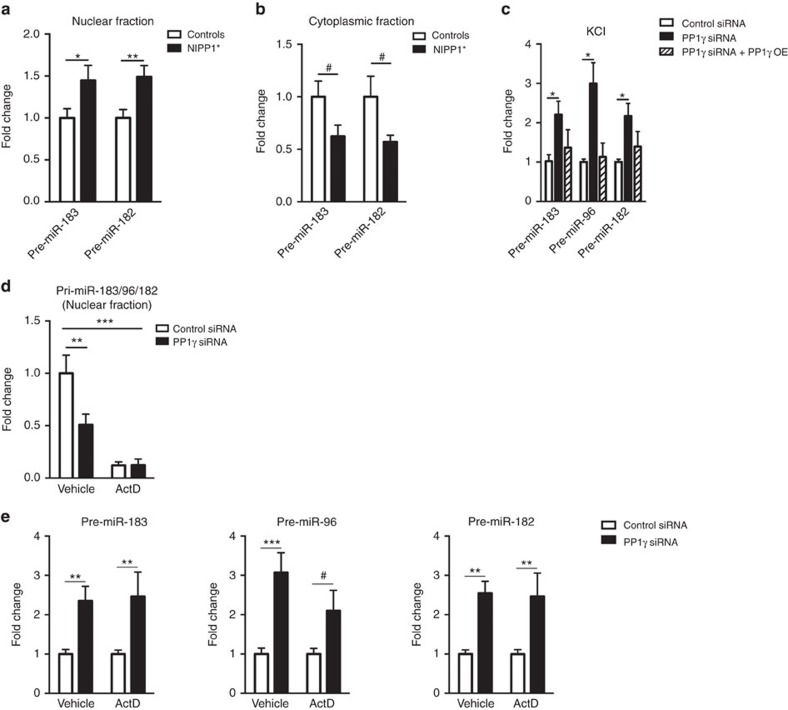
PP1 inhibition up-regulates pre-miR-183/96/182 expression. (**a**) Pre-miR-183/96/182 expression in the nuclear fraction of the hippocampus from NIPP1* and control mice (pre-miR-183: controls, *n*=11; NIPP1*, *n*=11; t20=2.12, *P<0.05; pre-miR-182: controls, *n*=11; NIPP1*, *n*=11; t20=2.92, **P<0.01). (**b**) Cytoplasmic pre-miR-183/96/182 level in the hippocampus of NIPP1* mice and control littermates (pre-miR-183: t10=2.05, ^#^*P*<0.1; pre-miR-182: t10=2.09, ^#^*P*<0.1; controls, *n*=6; NIPP1, *n*=6). (**c**) PP1γ knockdown combined with KCl stimulation (1 h) causes upregulation of pre-miR-183, pre-miR-96, and pre-miR-182, which is reversed by PP1γ overexpression (pre-miR-183: one-way ANOVA, F2,6=3.12, *P*=0.12; *t*-test: t(4)=3.09, *P<0.05; pre-miR-96: one-way ANOVA, F2,6=9.19, *P*=0.01; *t*-test: t(4)=3.75, *P<0.05; pre-miR-182: one-way ANOVA, F2,6=4.13, *P*=0.07; *t*-test: t(4)=3.52, *P<0.05). (**d**) Nuclear pri-miRNA regulation by PP1γ knockdown and the effect of ActD treatment in N2A cells after 1 h of KCl stimulation (two-way ANOVA, ActD: F1,8=35.62, ***P<0.001, PP1γ: F1,8=5.37, *P*<0.05, *post-hoc*: vehicle **P≤0.01). (**e**) ActD treatment of N2A cells does not fully abolish pre-miRNA upregulation induced by PP1γ knockdown; left panel: pre-miR-183, two-way ANOVA: PP1γ-F(1,27)=17.6, *P*=0.0003 (*post-hoc*: vehicle t27=3.13, **P<0.01; ActD t27=2.85, **P<0.01); middle panel: pre-miR-96, two-way ANOVA: PP1γ-F(1,27)=16.1, *P*<0.001 (*post-hoc*, vehicle t27=4.05, ***P<0.001; ActD t27=1.8, ^#^*P*<0.1); right panel: pre-miR-182, two-way ANOVA: PP1γ-F(1,28)=21.3, *P*<0.0001 (*post-hoc*, vehicle t28=3.45, **P<0.01;ActD t28=3.11, **P<0.01). Bar graphs represent mean±s.e.m.

**Figure 3:**
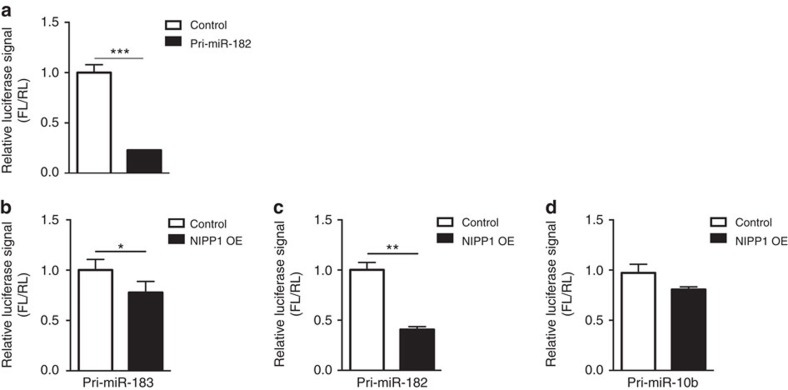
Analyses of pri-miRNA processing. (**a**) Relative signal of firefly luciferase (FL) to renilla luciferase (RL) is reduced in pmirGLO_pri-miR-182 transfected cells (Pri-miR-182) compared with control cells transfected with an empty vector (Control) (t4=9.8, ***P<0.001). (**b**–**d**) Overexpression of a nuclear inhibitor of PP1 (NIPP1 OE) reduces FL/RL signal in cells expressing pri-miR-183 (**b**, t5=2.71, *P<0.05) and pri-miR-182 (**c**, t4=7.45, **P<0.01), but not pri-miR-10b (**d**, t4=1.83, *P*=0.14), fused to a luciferase reporter. Bar graphs represent mean±s.e.m.

**Figure 4:**
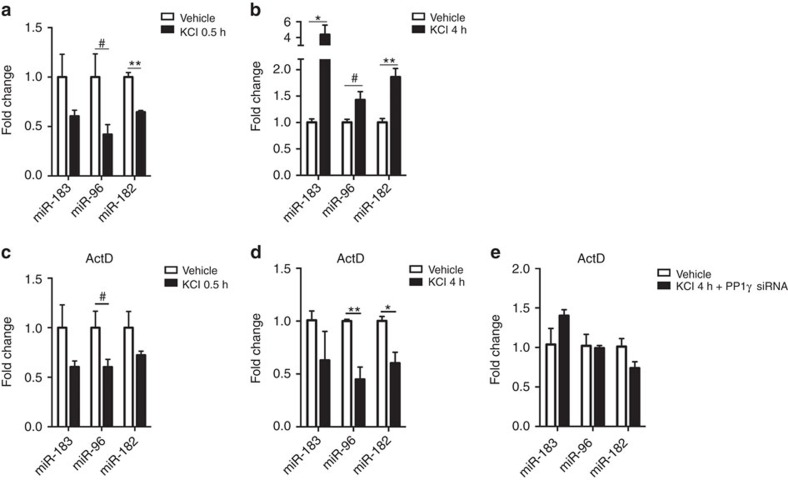
PP1 inhibition facilitates an increase in mature miRNAs following neuronal stimulation. (**a**) Mature miRNAs level is lower 0.5 h after KCl treatment (miR-183: t4=1.66, *P*=0.17; miR-96: t4=2.28, ^#^*P*<0.1; miR-182: t4=7.2, **P<0.01). (**b**) Mature miRNAs level is increased 4 h after KCl treatment (miR-183: t4=2.81, *P<0.05; miR-96, t4=2.55, ^#^*P*<0.1; miR-182, t4=4.86, **P<0.01). (**c**) Effect of ActD treatment and 0.5 h of KCl stimulation on mature miRNA level (miR-183, t4=1.66, *P*=0.17; miR-96, t4=2.17, ^#^*P*<0.1; miR-182, t4=1.66, *P*=0.18). (**d**) ActD treatment reduces the level of mature miRNAs 4 h after KCl stimulation (miR-183, t4=1.32, *P*=0.26; miR-96, t4=4.68, **P<0.01; miR-182, t4=3.59, *P<0.05). This effect of ActD is prevented by PP1γ knockdown (**e**: miR-183, t4=1.68, *P*=0.17; mir-96, t4=0.20, *P*=0.85; miR-182, t4=2.09, *P*=0.10). Bar graphs represent mean±s.e.m.

**Figure 5:**
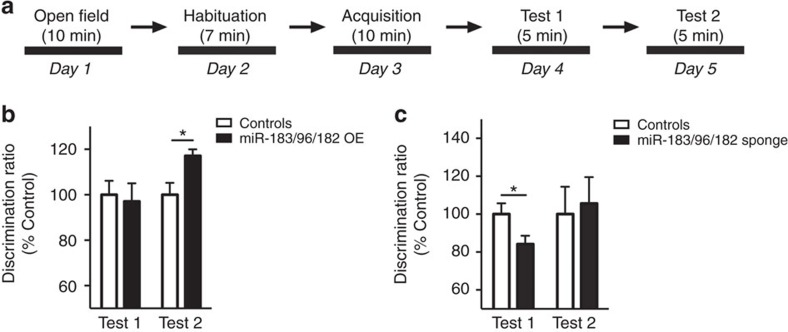
miR-183/96/182 modulation in the hippocampus affects long-term object memory. (**a**) Experimental setup. (**b**) Object discrimination ratio (expressed as per cent of controls) in miR-183/96/182 overexpressing mice and controls during memory test 24 h (Test 1, t32=0.298, *P*=0.77) and 48 h (Test 2, t32=2.65, *P<0.05) after acquisition; controls, *n*=19; miR-183/96/182, *n*=15. (**c**) Object discrimination ratio (expressed as per cent of controls) in miR-183/96/182 sponge expressing mice and controls during memory test at 24 h (Test 1, t18=2.18, *P<0.05) and 48 h (Test 2, t16=1.079, *P*=0.297); controls, *n*=9–10, miR-183/96/182 sponge, *n*=10–11. Bar graphs represent mean±s.e.m.

**Figure 6:**
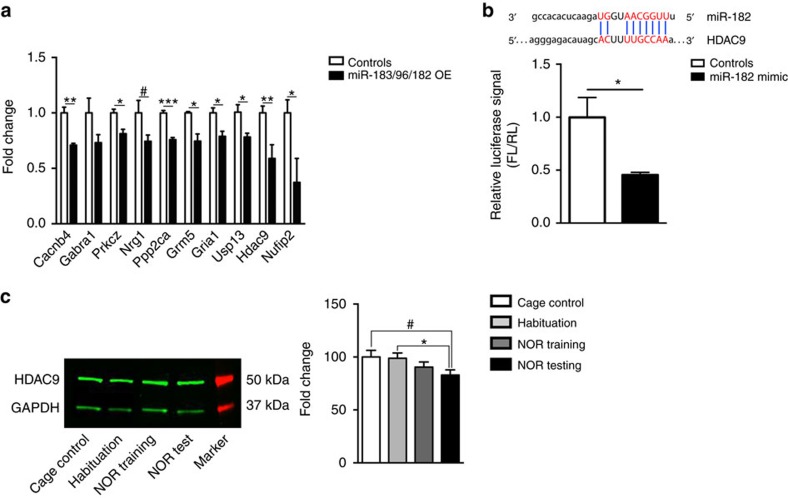
miR-183/96/182 cluster decreases the expression of genes involved in plasticity and altered by NOR training, including HDAC9. (**a**) Expression level of target genes in the hippocampus of miR-183/96/182 overexpressing mice: Cacnb4 (t6=5.42, **P<0.01), Gabra1 (t6=1.768, *P*=0.127), Prkcz (t6=3.675, *P<0.05), Nrg1 (t5=2.212, ^#^*P*<0.1), Ppp2ca (t6=8.159, ***P<0.001), Grm5 (t5=3.246, *P<0.05), Gria1 (t6=3.261, *P=0.05), Usp13 (t6=2.98, *P=0.05), Hdac9 (t10=3.25, **P<0.01) and Nufip2 (t10=2.74, *P<0.05); controls, *n*=3–7; miR-183/96/182, *n*=4–5. (**b**) Top panel: Predicted target site of miR-182 seed sequence on HDAC9 3′ UTR. The seed sequence and its corresponding target sequence are highlighted in red (adapted from www.microrna.org); bottom panel: Relative luciferase activity (firefly luciferase (FL) to renilla luciferase (RL)) of HDAC9 3'UTR containing construct measured in N2A cells in the presence or absence of miR-182 mimic (t7=2.88, *P<0.05). (**c**) Representative blot (left panel) and quantification (right panel) of HDAC9 protein in mouse hippocampal extracts after NOR training (one-way ANOVA: F3,28=2.06, *P*=0.13; *t*-test: cage control versus NOR testing *t*(14)=2.05, ^#^*P*<0.1, habituation versus NOR testing *t*(13)=2.24, *P<0.05; cage control, *n*=9, habituation, *n*=8, NOR training, *n*=8, NOR testing, *n*=7). Bar graphs represent mean±s.e.m.

**Figure 7:**
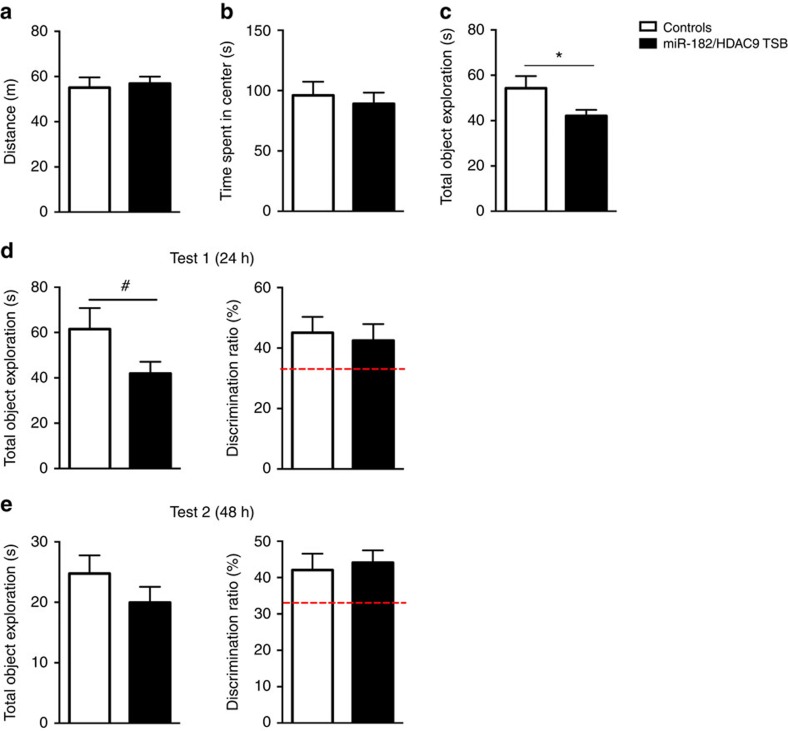
Effect of miR-182/HDAC9 TSB on NOR performance in mice overexpressing miR-183/96/182. (**a**–**c**) Behavioural measures during acquisition: total distance covered (**a**, t15=0.333, *P*=0.74); total time spent in center (**b**, t15=0.481, *P*=0.64); and total time spent exploring the objects (**c**, t15=2.12, *P<0.05). (**d**) Left panel: total time spent exploring objects during Test 1 (t15=1.90, ^#^*P*<0.1). Right panel: discrimination ratio of novel versus familiar objects during Test 1 (t15=0.343, *P*=0.74). (**e**) Left panel: total time spent exploring objects during Test 2 (t15=1.22, *P*=0.24). Right panel: discrimination ratio of novel versus familiar objects during Test 2 (t15=1.04, *P*=0.32). Controls, *n*=9; miR-182/HDAC9 TSB, *n*=8. Bar graphs represent mean±s.e.m; red broken line indicates chance level of performance.

# Supplementary material for: The microRNA cluster miR-183/96/182 contributes to long-term memory in a protein phosphatase 1-dependent manner
**Source:** Nat Commun. 2016 Aug 25;7:12594. doi: 10.1038/ncomms12594
**Supplement:** Supplementary Information — Supplementary Figures 1 - 17 and Supplementary Tables 1 and 2

a

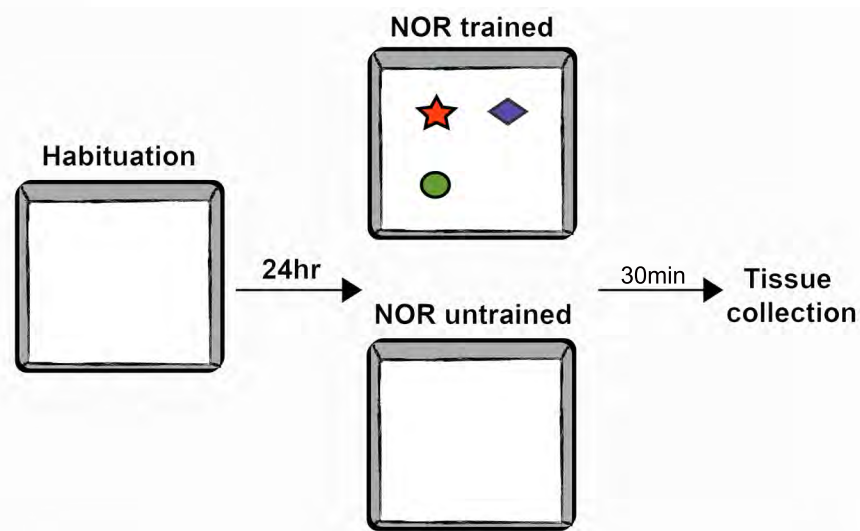

b

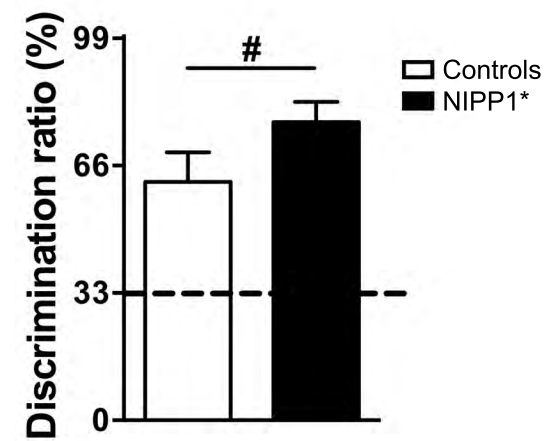

Supplementary Figure 1: NOR training of mice before deep sequencing screening. (a) Experimental set-up for NOR training conducted prior to deep sequencing. (b) Performance of animals used for sequencing tested 5min after training, expressed as discrimination ratio. Both groups demonstrated significant discrimination of novel object (chance level set at 33%) (one-sample t-test, control:  $t_5=4.589$ ,  $p<0.01$ ; NIPP1\*:  $t_5=8.525$ ,  $p<0.001$ ) but NIPP1\* mice had better performance than controls (unpaired t test between controls and NIPP1\*:  $t_{10}=1.93$ ,  $\#p=0.08$ ). Controls,  $n=6$ ; NIPP1\*,  $n=6$ . Bar graphs represent mean  $\pm$  s.e.m.

a

| Insert range | Matching to genome (%) | Matching to miRNA (%) |
|--------------|------------------------|-----------------------|
| 19 - 26      | 96.9                   | 92.1                  |
| 19 - 44      | 94.7                   | 82.9                  |
| 27 - 44      | 66.3                   | 0.1                   |

b

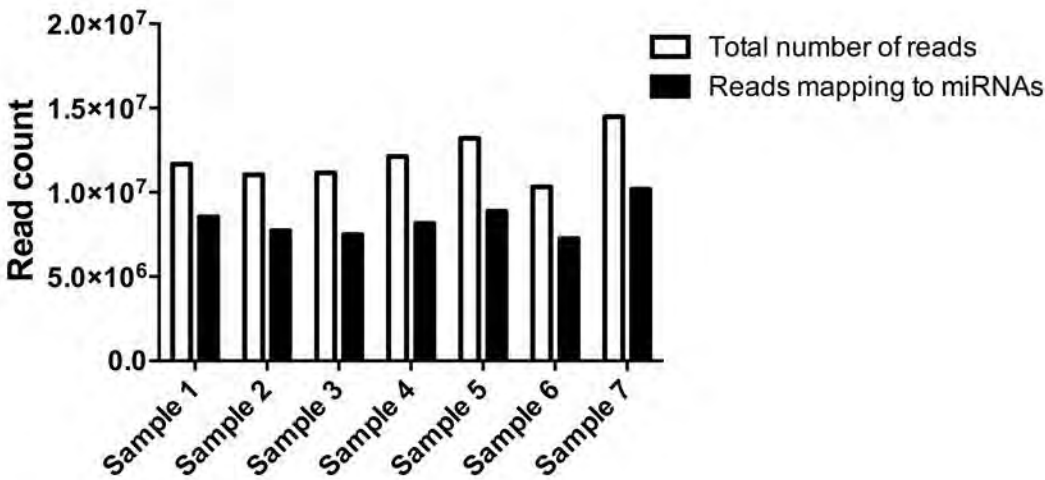

c

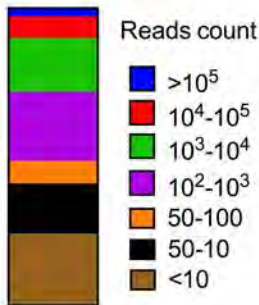

d

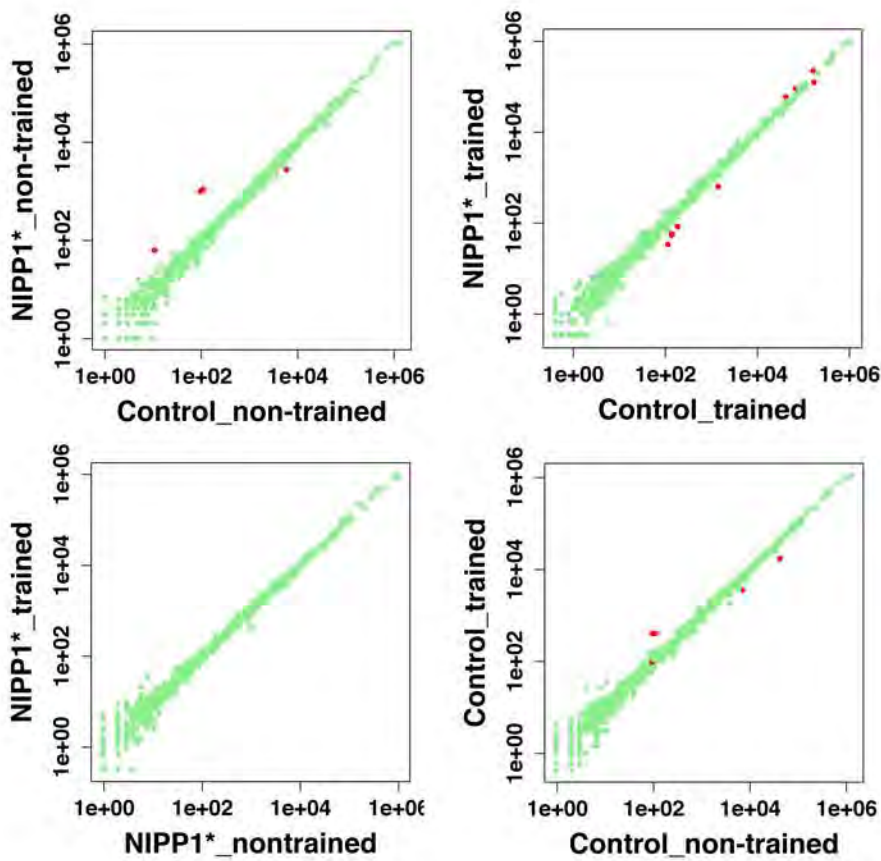

Supplementary Figure 2: Distribution of reads obtained by deep sequencing and correlation between groups. (a) Proportion of sequence reads mapping to the genome and known miRNAs. (b) Comparison of number of reads that uniquely map to miRNAs in each sample (c) Average distribution of all identified miRNAs based on reads count expressed as 'read counts'. (d) Correlation of expression level of all identified miRNAs (each represented as a dot in  $\ln(\text{read count})$ ) between the different experimental groups (NIPP1\* and control littermates, trained or untrained). Red dots represent differentially expressed miRNAs (adjusted  $p < 0.05$ ).

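The correlation of expression can also be set beside that of libraries of the same group. Across the 476 miRNAs with a mean of at least 10 reads, Pearson's r of log2(RPM + 1) lay between 0.9893 and 0.9940 for the 4 pairs of libraries of one group, and between 0.9892 and 0.9963 for all 21 pairs. Of these miRNAs, between 94.1% and 97.5% differed by a log2 ratio under 1 between libraries of one group. Single libraries carry more chance variation than means of groups, and miRNAs are not independent replicates.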

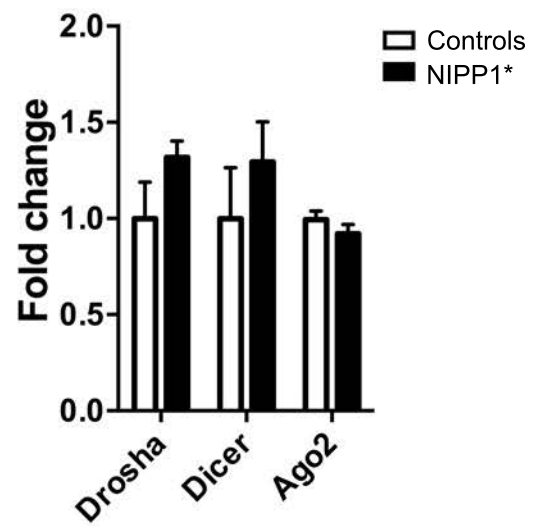

Supplementary Figure 3: qPCR quantification of major components of the miRNA biogenesis machinery in NIPP1\* and control mice. Drosha:  $t_8=1.54$ ,  $p=0.16$ ; Dicer:  $t_8=0.89$ ,  $p=0.40$ ; Ago2:  $t_8=1.10$ ,  $p=0.30$ ; Controls,  $n=5$ ; NIPP1\*,  $n=5$ . Bar graphs represent mean  $\pm$  s.e.m.

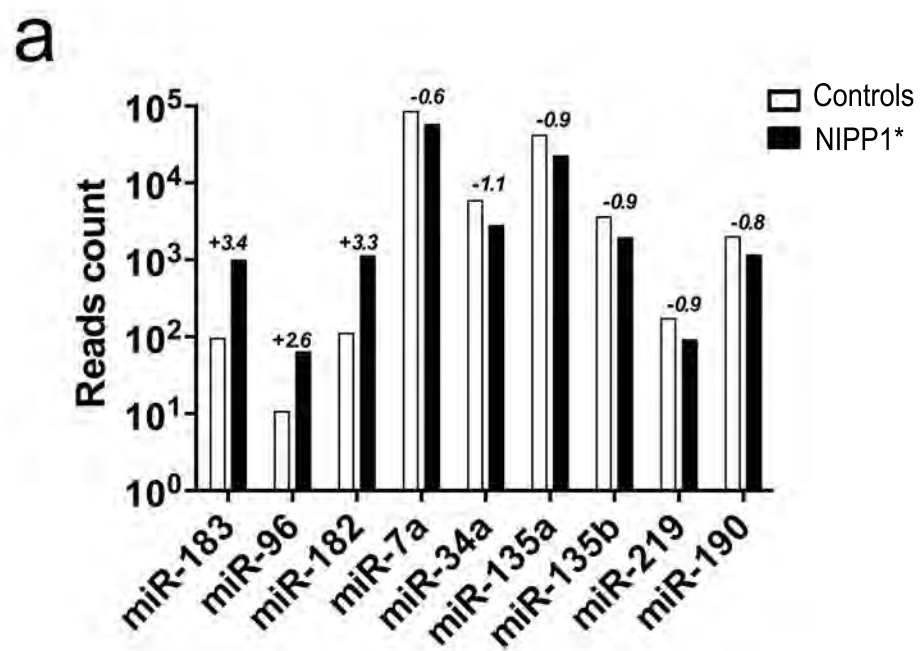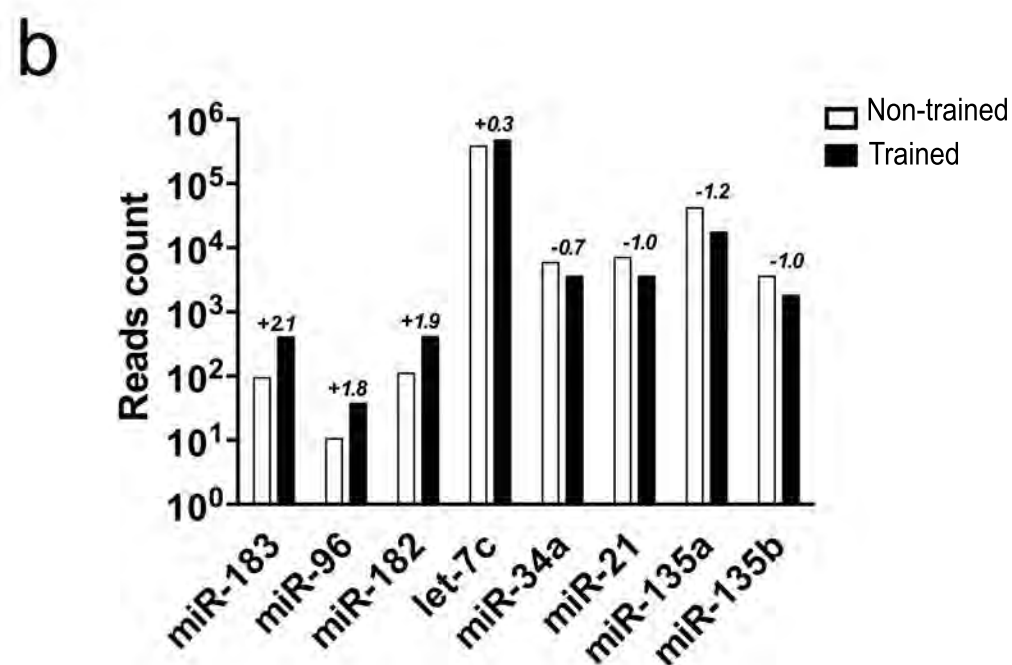

Supplementary Figure 4: Relative abundance of differentially expressed miRNAs based on reads count per million (log 2). (a) NIPP1\* compared to control mice; (b) trained controls compared to non-trained controls. The number above bars indicates fold change between groups.

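The bars rest on the following levels in each library. The non-trained control library held the highest value of the 7 libraries for miR-135a, miR-135b, miR-34a and miR-21. For miR-135a it was at 4840 RPM, and the other 6 libraries lay between 1937 and 2797 RPM. For miR-135b the value was 419.2 RPM against 145.5 to 276.4 RPM, for miR-34a 682.5 RPM against 333.1 to 512.4 RPM, and for miR-21 820.9 RPM against 347.7 to 639.8 RPM. These ranges do not depend on the assignment of the trained libraries. In trained controls, as labelled, the level was 2436 ± 446 RPM (SD, n = 3) for miR-135a, 225 ± 69.7 RPM (SD, n = 3) for miR-135b, 406 ± 92.5 RPM (SD, n = 3) for miR-34a and 498 ± 146 RPM (SD, n = 3) for miR-21. In libraries 6 and 7, the trained controls of the authors' tables, the levels were 2029 and 1994 RPM for miR-135a, 213.9 and 201.6 RPM for miR-135b, 386.1 and 435.3 RPM for miR-34a, and 376.4 and 445.8 RPM for miR-21. The non-trained control has no replicate, so the spread behind its values was not measured.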

a

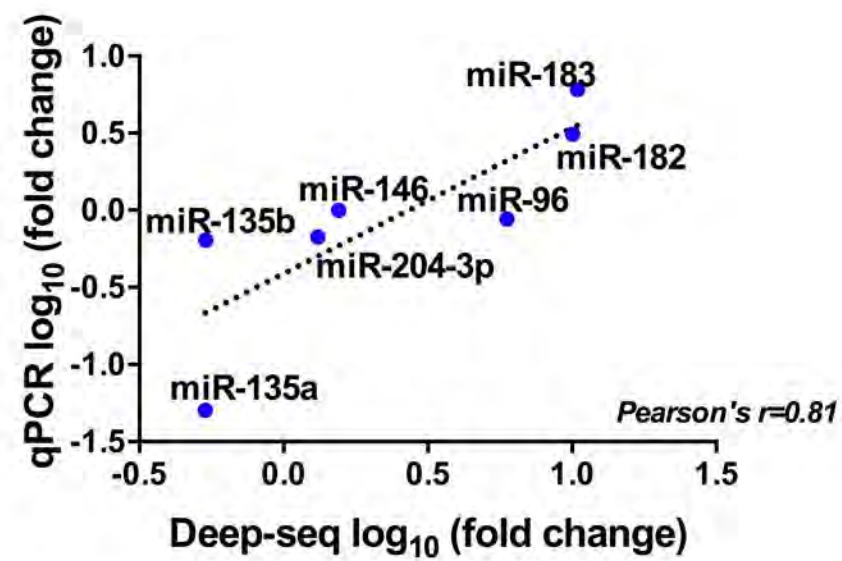

b

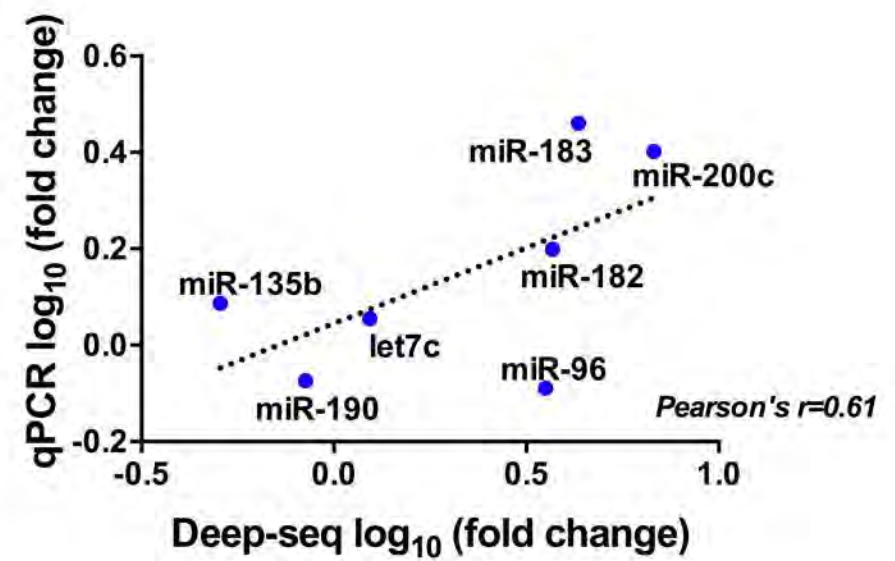

Supplementary Figure 5: Correlation between deep sequencing and qPCR-based quantification of miRNAs differentially expressed: (a) in NIPP1\* and control mice; (b) in NOR-trained and untrained mice.

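The sequencing values of this comparison, which sets read-based fold changes against qPCR, are given here for the miRNAs of the figure outside the cluster. The qPCR values are the paper's and were not analysed here. In the non-trained NIPP1* library, miR-146a was at 697.5 RPM against 438.4 RPM in the non-trained control, a log2 ratio of 0.67 with a counting interval of 0.61 to 0.73, and miR-204* (miR-204-3p) had a log2 ratio of 0.43 (0.11 to 0.75). In trained against non-trained controls, as labelled, miR-200c had a log2 fold change of 1.62 (standard error 1.30, limma adjusted p = 0.712). It rested on 4 reads in the non-trained control and on 4, 94 and 13 reads in libraries 3, 4 and 5. miR-190 had a log2 fold change of -0.79 (standard error 0.25, limma adjusted p = 0.666). Under the grouping of the authors' tables, miR-200c had a log2 fold change of 1.59 and miR-190 one of -0.28. Without library 4, that of miR-200c by the labels was 0.62. The control miRNA of the processing assays, miR-10b, had a log2 ratio of 0.02 (-0.35 to 0.39) between the non-trained libraries.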

a

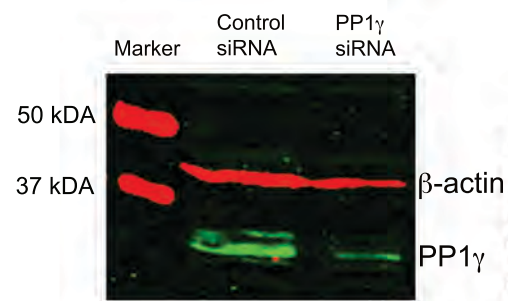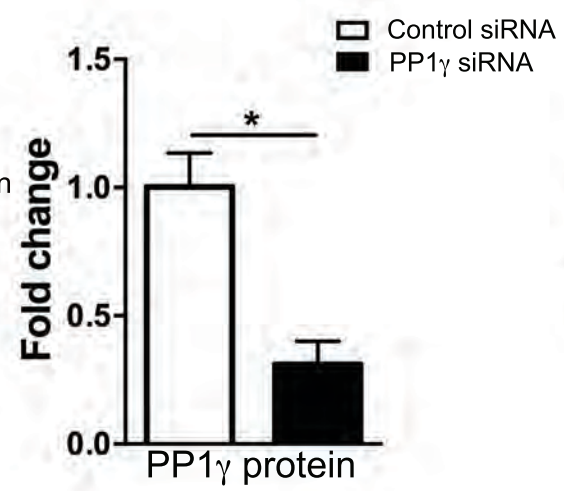

b

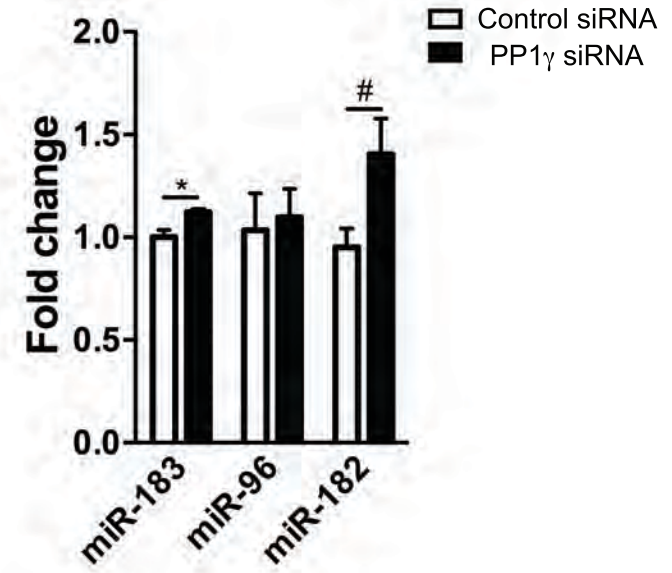

c

Whole cell extract

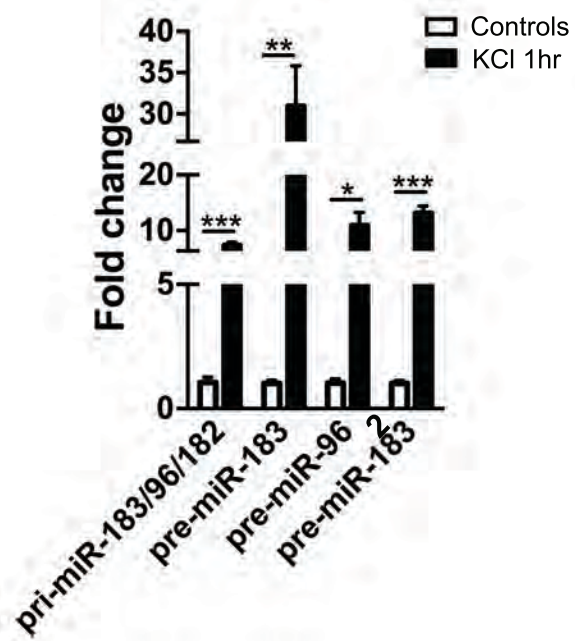

d

Cytoplasmic fraction

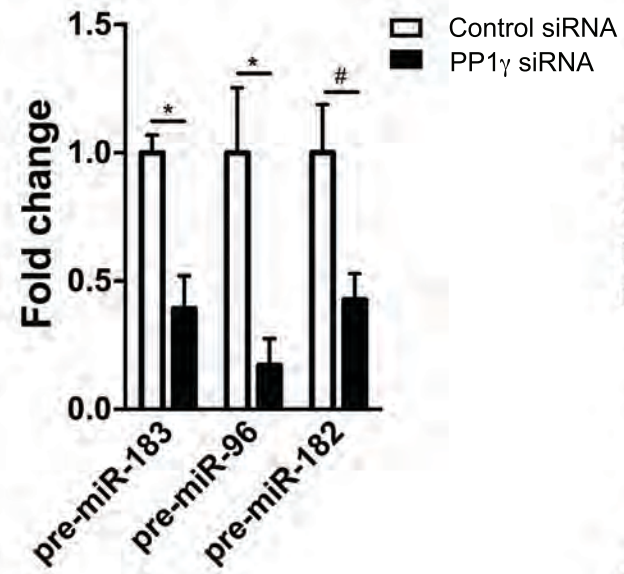

e

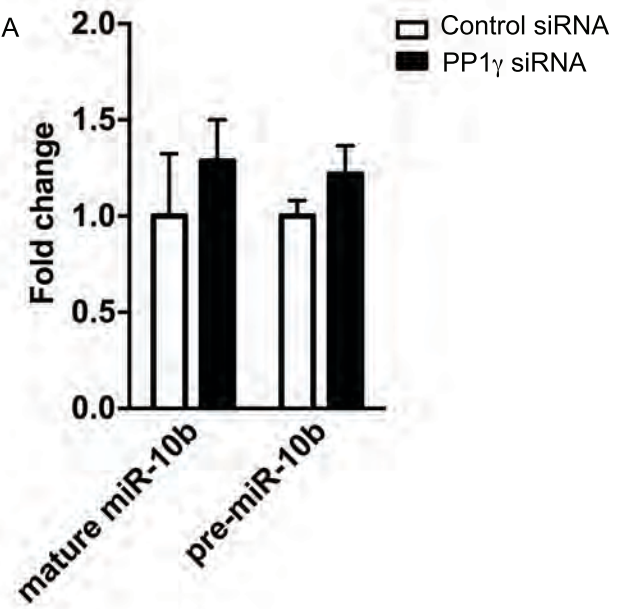

Supplementary Figure 6: Effect of PP1 $\gamma$  inhibition on miR-183/96/182 precursor and mature transcripts in N2A cells. (a) Representative Western blot of PP1 $\gamma$  in whole cell extracts of N2A cells transfected with PP1 $\gamma$  siRNA (left panel), and quantification of blots (right panel,  $t_4=4.31$ ,  $*p<0.05$ ). (b) Mature miR-183/96/182 expression in N2A cells (whole cells fraction) after PP1 $\gamma$  knockdown (miR-183:  $t_4=3.26$ ,  $*p<0.05$ ; miR-96:  $t_4=0.28$ ,  $p=0.8$ ; miR-182:  $t_4=2.33$ ,  $\#p=0.08$ ). (c) Pri-miR-183/96/182 and pre-miR-183/96/182 expression in whole cell extract of N2A cells after 1hr KCl stimulation (pri-miR-183/96/182:  $t_4=4.31$ ,  $***p<0.001$ ; pre-miR-183:  $t_4=6.13$ ,  $**p<0.01$ ; pre-miR-96:  $t_4=4.20$ ,  $*p<0.05$ ; pre-miR-182:  $t_4=9.26$ ,  $***p<0.001$ ). (d) Cytoplasmic pre-miR-183/96/182 level in N2A cells after PP1 $\gamma$  knockdown and 1hr KCl stimulation (pre-miR-183:  $t_4=4.16$ ,  $*p<0.05$ ; pre-miR-96:  $t_4=3.02$ ,  $*p<0.05$ ; pre-miR-182:  $t_4=2.68$ ,  $\#p=0.06$ ). (e) Level of mature ( $t_4=1.29$ ,  $p=0.27$ ) and precursor ( $t_4=0.73$ ,  $p=0.50$ ) transcripts of miR-10b in cells treated with PP1 $\gamma$  siRNA. Bar graphs represent mean  $\pm$  s.e.m.

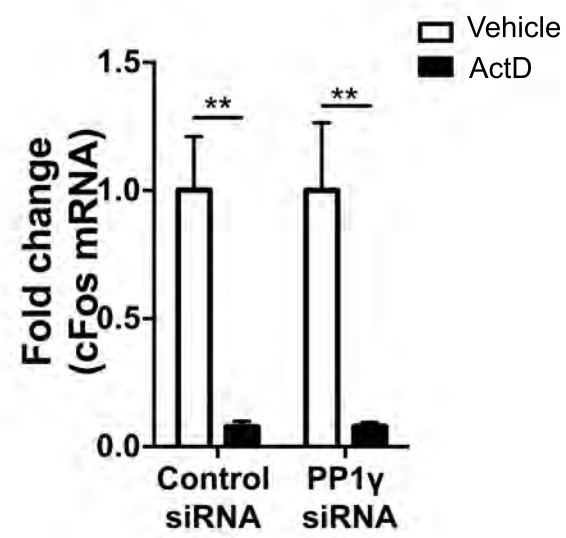

Supplementary Figure 7: Verification of Actinomycin D treatment on c-Fos expression in N2A cells treated with KCl for 1hr; (Two-way ANOVA, ActD- $F_{1,8}=29.77$ ,  $p=0.0006$ . post-hoc: Control siRNA  $t_8=3.86$ ,  $**p<0.01$ ; PP1 $\gamma$  siRNA:  $t_8=3.86$ ,  $**p<0.01$ ). Bar graphs represent mean  $\pm$  s.e.m.

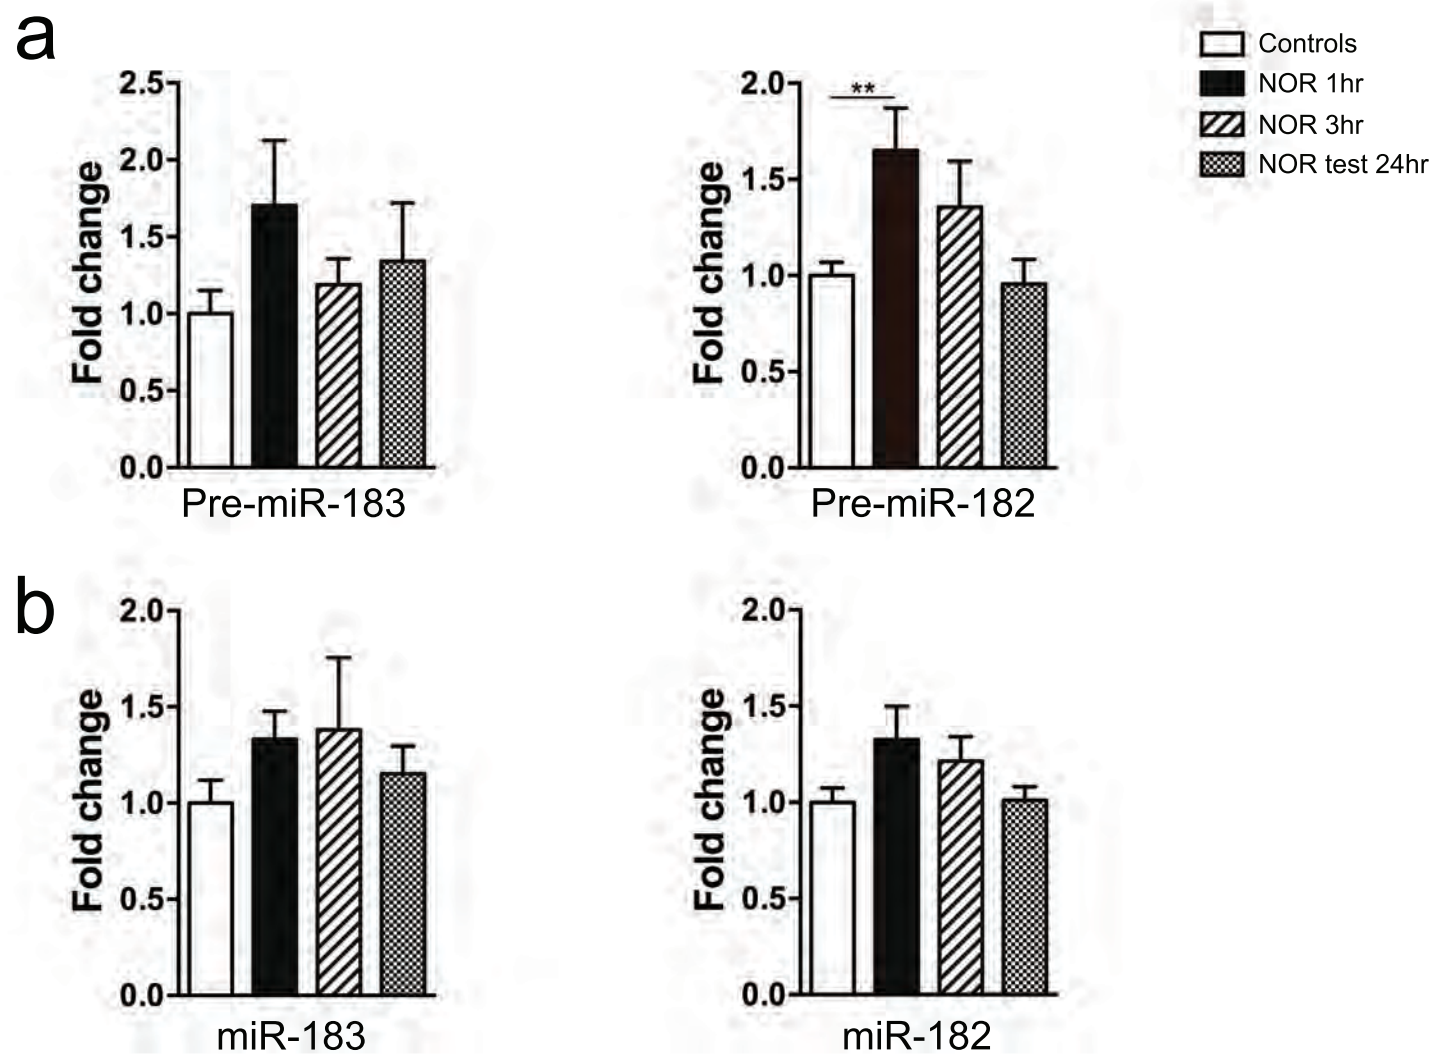

Supplementary Figure 8: MiRNA expression in hippocampus of mice trained with the strong NOR protocol and sacrificed at 1h, 3hr or 24hr after testing. (a) Left panel: pre-miR-183 one-way ANOVA  $F_{3,23} = 1.16$ ,  $p = 0.35$ ; right panel: pre-miR-182 one-way ANOVA  $F_{3,23} = 4.00$ ,  $p = 0.02$ , posthoc (control, NOR 1hr)  $**p < 0.01$ . (b) Left panel: miR-183 one-way ANOVA  $F_{3,23} = 0.78$ ,  $p = 0.51$ ; right panel: miR-182 one-way ANOVA  $F_{3,23} = 2.00$ ,  $p = 0.14$ . Bar graphs represent mean  $\pm$  s.e.m.

a

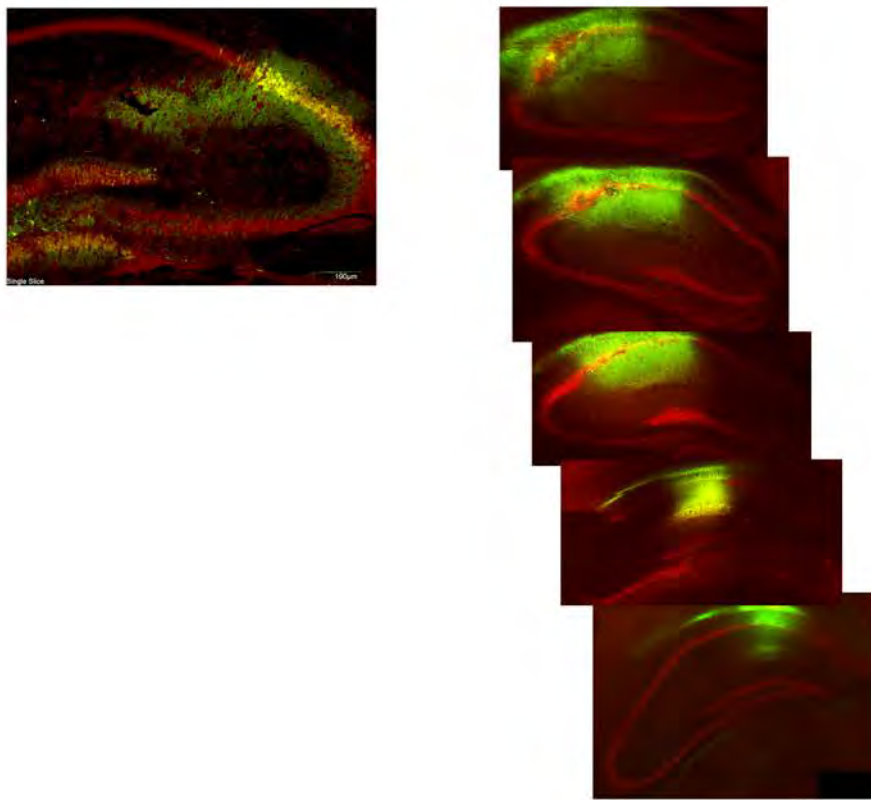

b

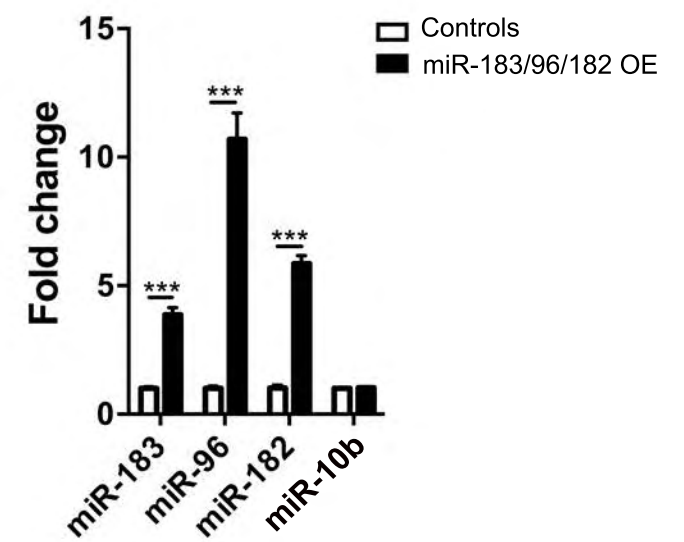

Supplementary Figure 9: AAV-mediated expression of miR-183/96/182 in the mouse hippocampus. (a) GFP staining of a brain slice 21 days after injection of a scAAV-cluster 183-GFP virus into the hippocampus. Neurons are labeled in red and GFP-expressing cells are green (anti-GFP). The series of images shown on the right panel display the extent of spread in the antero-posterior direction. (b) qPCR measurement of mature miR-183/96/182 levels in mouse hippocampus after injection with scAAV-control-GFP or scAAV-cluster 183-GFP (miR-183:  $t_4=10.53$ ,  $***p<0.001$ ; miR-96,  $t_4=9.43$ ,  $***p<0.001$ ; miR-182,  $t_4=14.58$ ,  $***p<0.001$ ; miR-10b,  $t_4=0.55$ ,  $p=0.61$ ; controls,  $n=3$ ; miR-183/96/182,  $n=3$ ). Bar graphs represent mean  $\pm$  s.e.m.

**a**

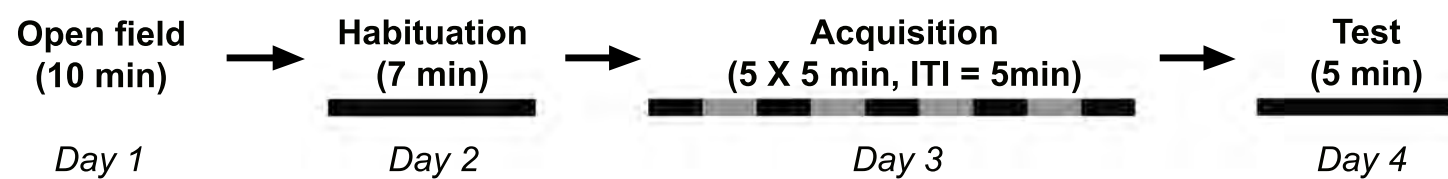

**b**

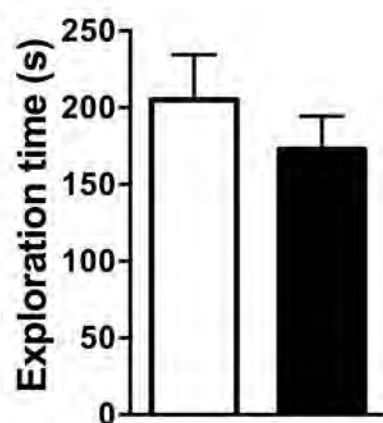

**c**

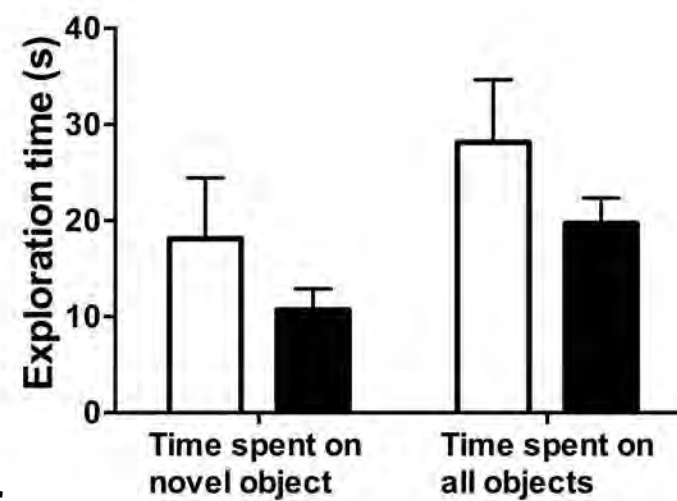

**d**

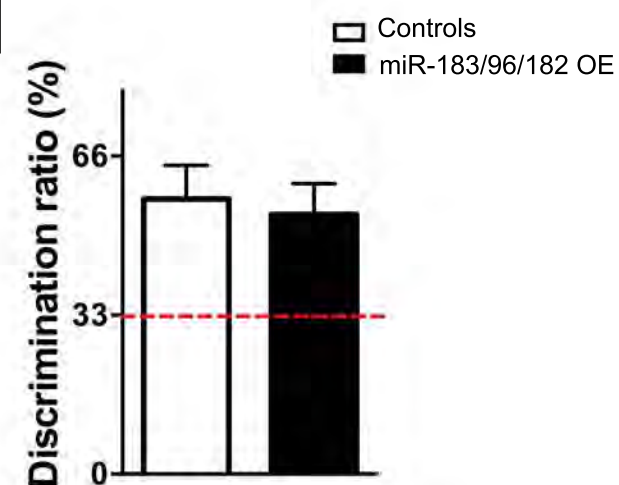

**e**

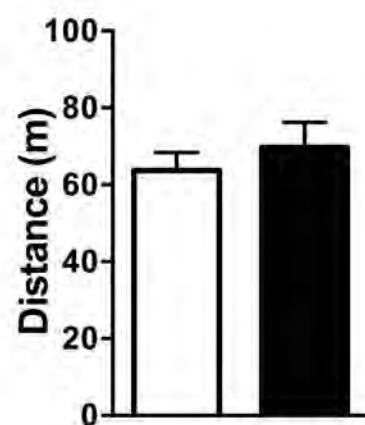

**f**

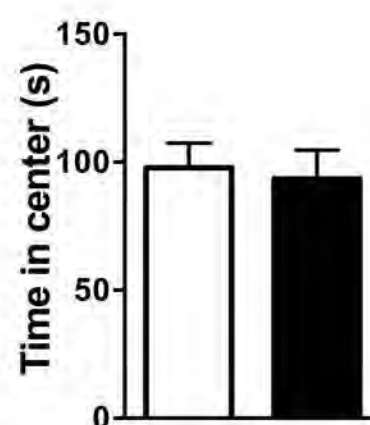

Supplementary Figure 10: MiR-183/96/182 overexpression (miR-183/96/182 OE) in the hippocampus does not influence long-term object memory with a strong training protocol. (a) Experimental setup. (b, c) Time spent exploring objects during acquisition (b,  $t_{10}=0.88$ ,  $p=0.40$ ), and testing on the NOR task (c, time on novel object:  $t_{10}=1.1$ ,  $p=0.29$ ; time on all objects:  $t_{10}=1.2$ ,  $p=0.26$ ) (d) Discrimination ratio of novel object over familiar objects (one-sample t-test, control:  $t_5=3.43$ ,  $p<0.05$ ; miR-183/96/182 -  $t_5=3.27$ ,  $p<0.05$ ; unpaired t test between controls and miR-183/96/182:  $t_{10}=0.34$ ,  $p=0.74$ ); the broken line shows chance level of discrimination set at 33%. (e, f) Total distance covered ( $t_{10}=0.75$ ,  $p=0.47$ ) (e), and total time spent in the center of the arena ( $t_{10}=0.30$ ,  $p=0.77$ ) (f), during open field-testing showing similar performance in control and miR-183/96/182 overexpressing mice. Controls,  $n=6$ ; miR-183/96/182 OE,  $n=6$ . Bar graphs represent mean  $\pm$  s.e.m.

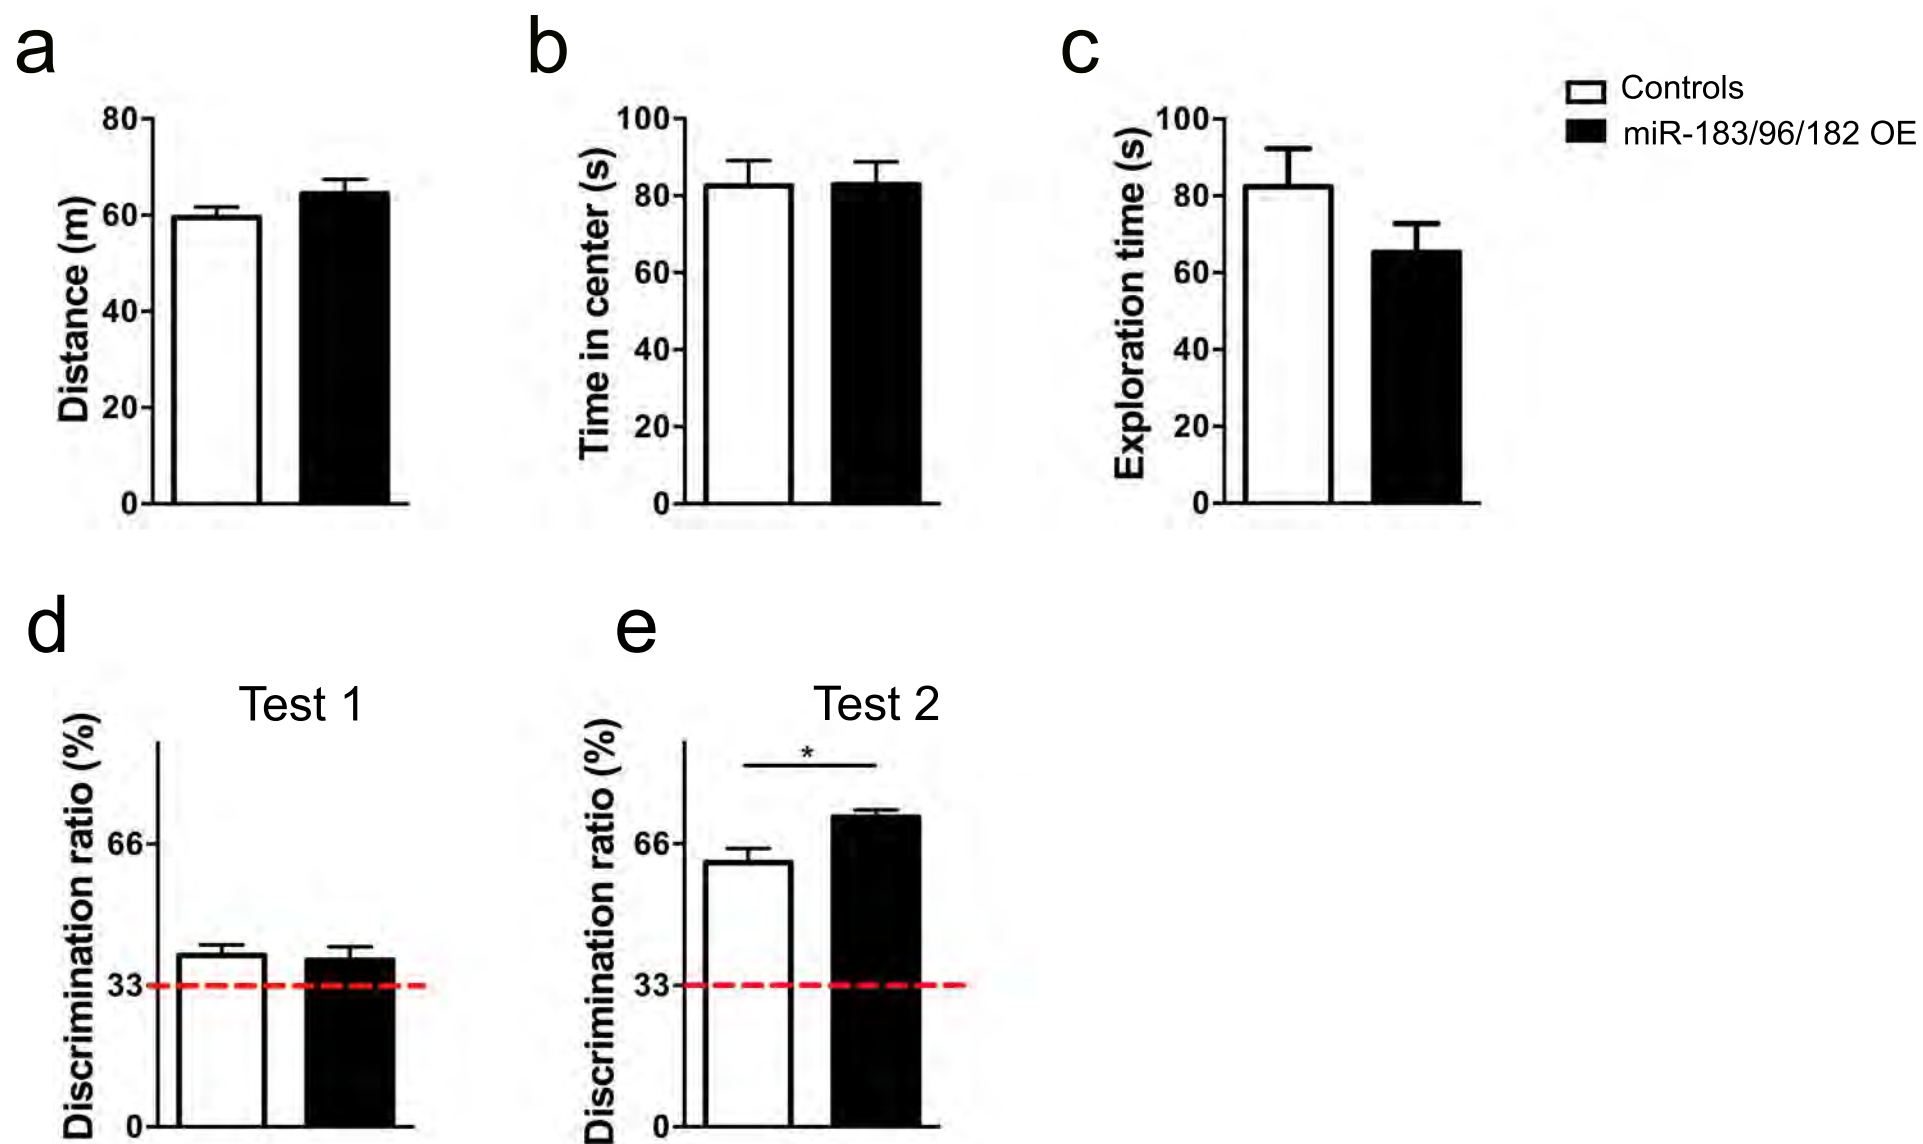

Supplementary Figure 11: Performance of miR-183/96/182 expressing (miR-183/96/182 OE) mice and controls in a weak training protocol. (a) Total path length during open field test ( $t_{32}=1.30$ ,  $p=0.20$ ); (b) Time spent in the center of the arena during open field test ( $t_{32}=0.04$ ,  $p=0.97$ ); (c) Time spent exploring objects during acquisition ( $t_{32}=1.32$ ,  $p=0.197$ ). (d) Discrimination ratio during test 1, 24hr after NOR training (One sample t-test, controls:  $t_{18}=2.86$ ,  $p<0.05$ ; miR-183/96/182,  $t_{14}=1.84$ ,  $p<0.1$ ); unpaired t-test between group comparison: ( $t_{32}=0.3$ ,  $p=0.77$ ). (e) Discrimination ratio during test 2, 48hr after NOR training (One sample t-test, control:  $t_{18}=8.82$ ,  $p<0.001$ ; miR-183/96/182:  $t_{14}=22.37$ ,  $p<0.001$ ); unpaired t-test between group comparison ( $t_{32}=2.65$ ,  $*p<0.05$ ). Controls,  $n=19$ ; miR-183/96/182 OE,  $n=15$ . Bar graphs represent mean  $\pm$  s.e.m.

a

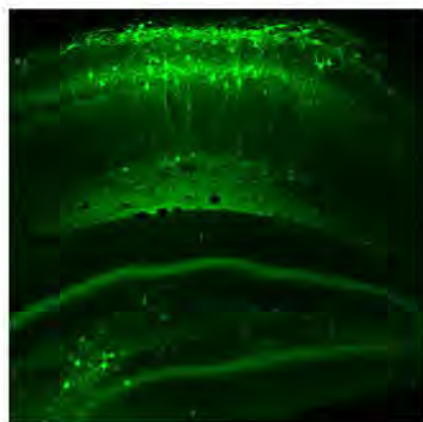

b

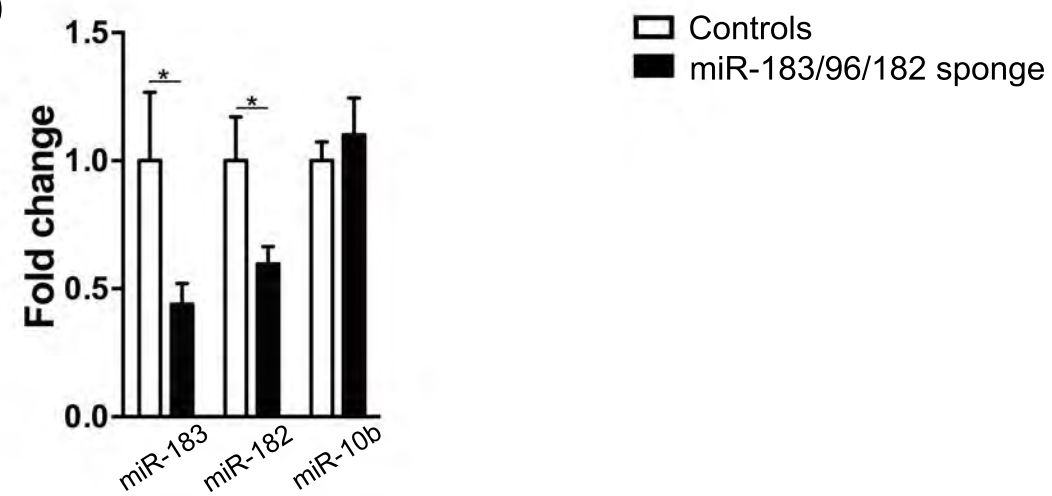

c

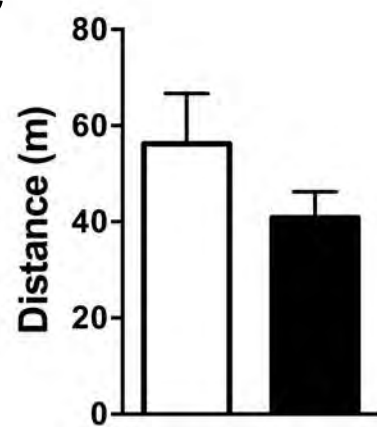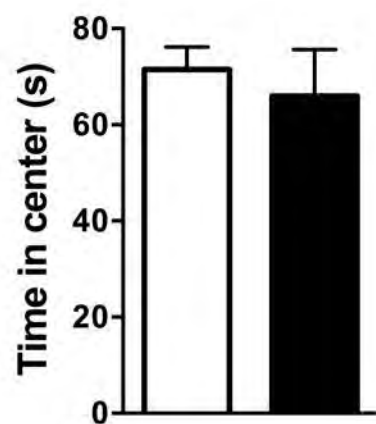

d

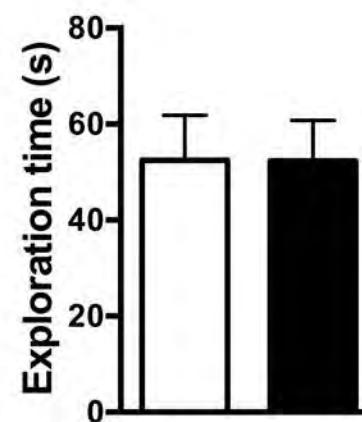

e

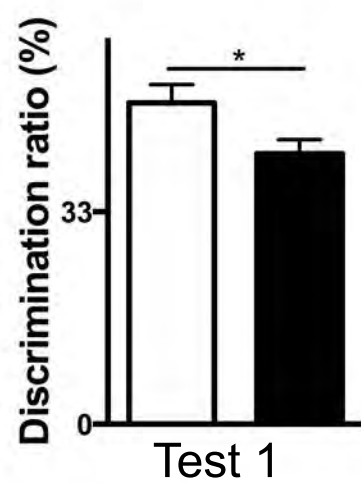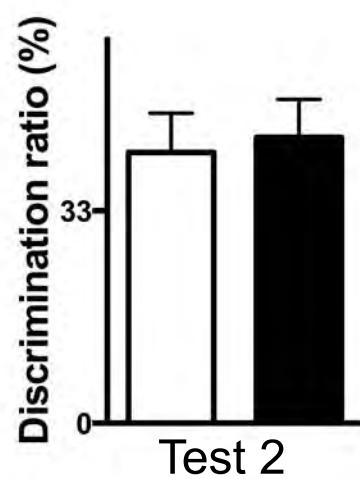

Supplementary Figure 12. Performance of mice expressing miR-183/96/182 sponge in the hippocampus under the weak NOR paradigm. (a) GFP expression in CA1 area of the hippocampus 10 days after scAAV-hSyn-miR-183 cluster sponge injection. (b) Quantification of miRNA expression in the hippocampus of mice expressing the sponge construct 30 days after virus injection (miR-183:  $t_{14}=2.23$ ,  $*p<0.05$ ; miR-182:  $t_{14}=2.40$ ,  $*p<0.05$ ; miR-10b:  $t_{14}=0.57$ ,  $p=0.58$ ); Control,  $n=7$ , miR-183/96/182,  $n=9$ . (c) Total distance covered (left panel:  $t_{18}=1.31$ ,  $p=0.21$ ) and time spent in center arena (right panel:  $t_{18}=0.52$ ,  $p=0.609$ ) during open-field test. (d) Total object exploration during 10min acquisition session ( $t_{18}=0.01$ ,  $p=0.99$ ). (e) Discrimination ratio 24hr (test 1:  $t_{17}=0.25$ ,  $*p<0.5$ ) and 48hr (test 2,  $t_{16}=0.28$ ,  $p=0.78$ ) after NOR training. Control,  $n=9-10$ ; miR-183/96/182 sponge,  $n=9-10$ ). Bar graphs represent mean  $\pm$  s.e.m.

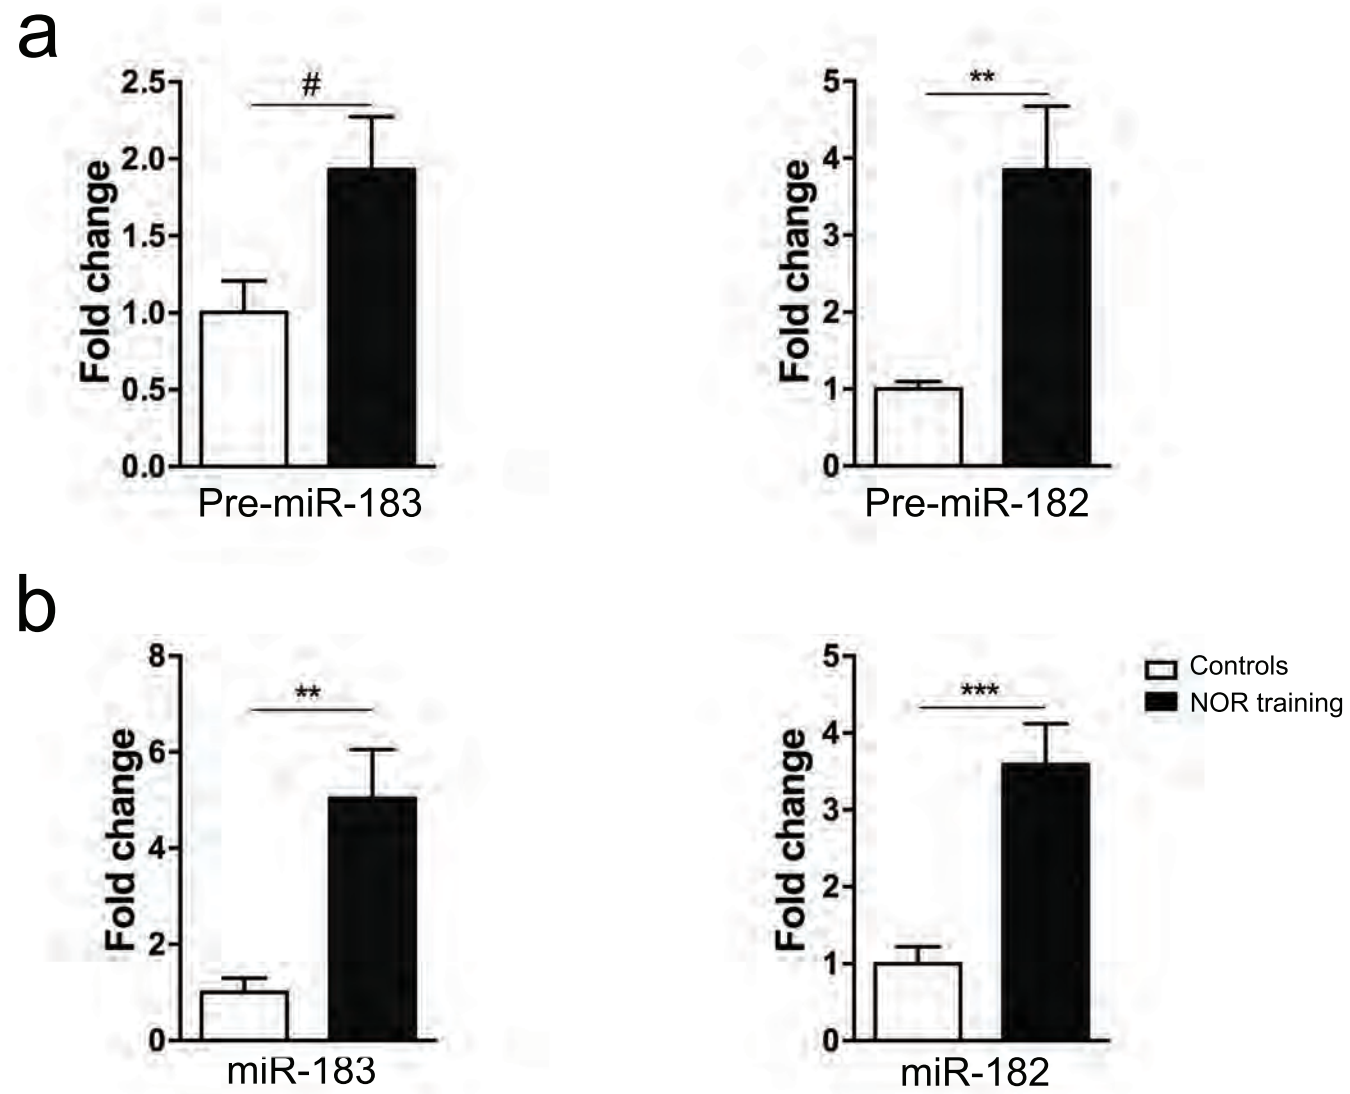

Supplementary Figure 13: Hippocampal miRNA expression 30 minutes after training with the weak NOR protocol. (a) Left panel: pre-miR-183,  $t_6=2.32$ ,  $\#p=0.06$ ; right panel: pre-miR-182,  $t_7=3.01$ ,  $*p=0.02$ . (b) Left panel: miR-183,  $t_9=4.15$ ,  $**p<0.01$ ; right panel: miR-182,  $t_9=4.8$ ,  $***p\leq 0.001$ . Control,  $n=4-6$ ; NOR,  $n=5$ . Bar graphs represent mean  $\pm$  s.e.m.

a

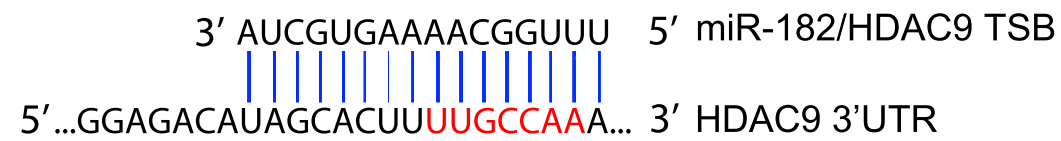

b

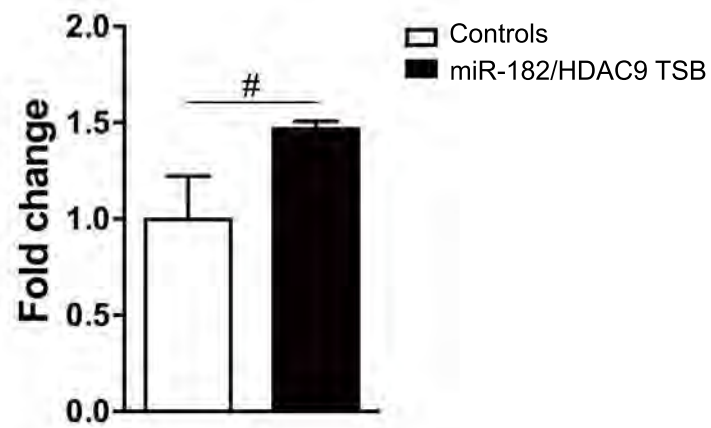

Supplementary Figure 14: miR-182/HDAC9 target site blocker (TSB) and its effect on HDAC9 expression. (a) Alignment of miR-182 TSB at HDAC9 3'UTR; sequences labeled in red are miR-182 seed sequence binding sites. (b) HDAC9 mRNA level in N2A cells treated with miR-182 TSB (t6=2.05, #p=0.087). Bar graphs represent mean  $\pm$  s.e.m.

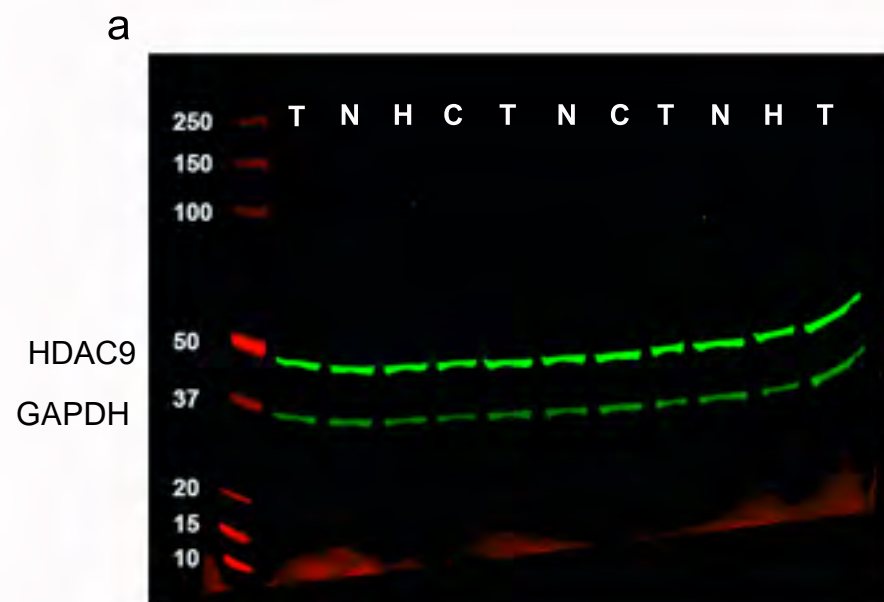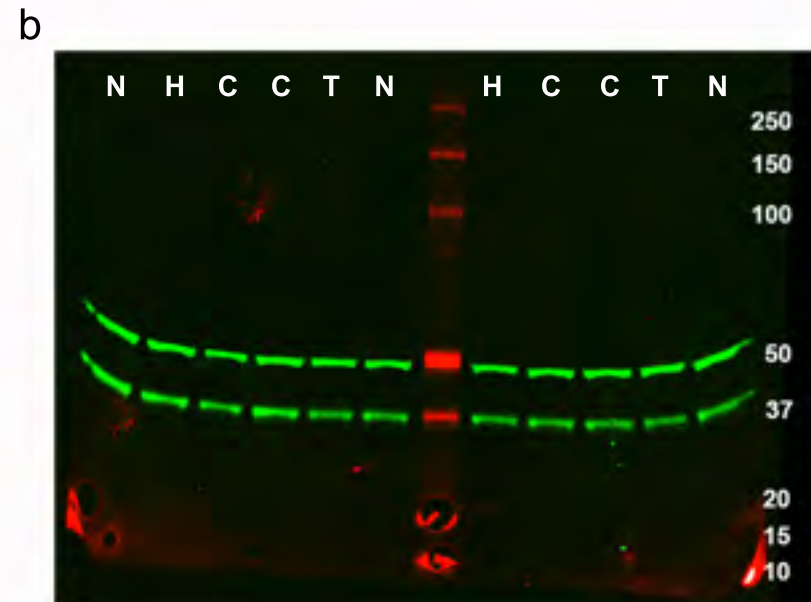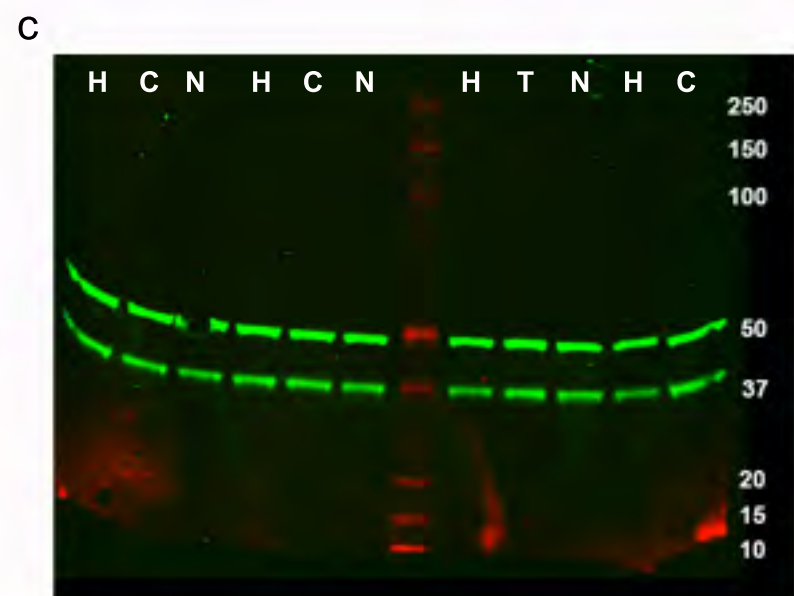

Supplementary Figure 15: Western blots for HDAC9 and GAPDH on hippocampal extracts (a-c). The numbers on the sides refer to molecular weight of the marker. C: cage control, H: habituation only, N: NOR training, T: training and test.

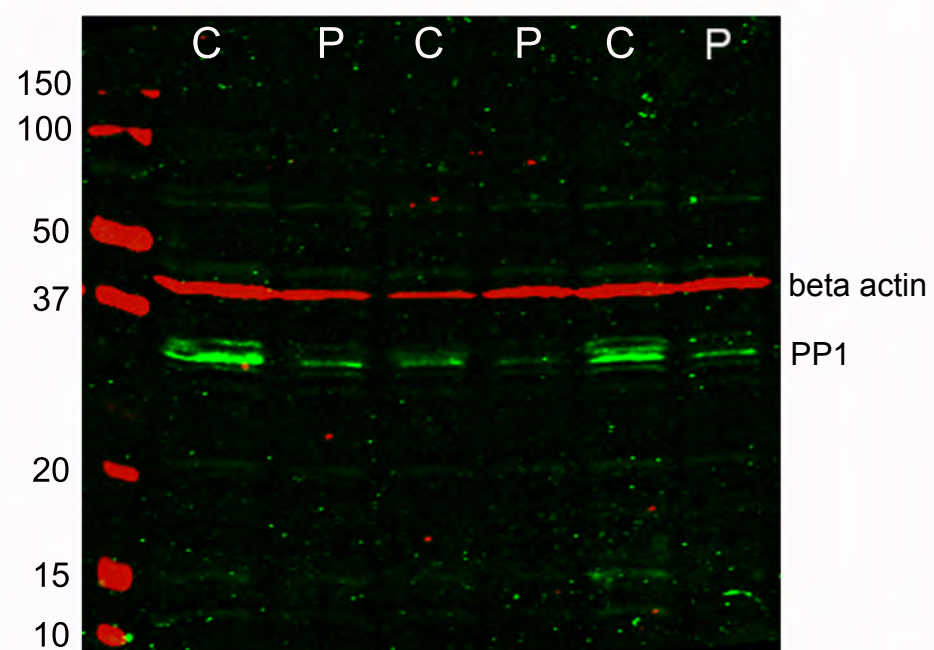

Supplementary Figure 16: Western blots for PP1 and beta actin on whole cell lysate from N2A cells transfected with PP1g siRNA (P) or scrambled control siRNA (C). The numbers on the side indicate molecular weight of the marker.

## LONG-TERM POTENTIATION

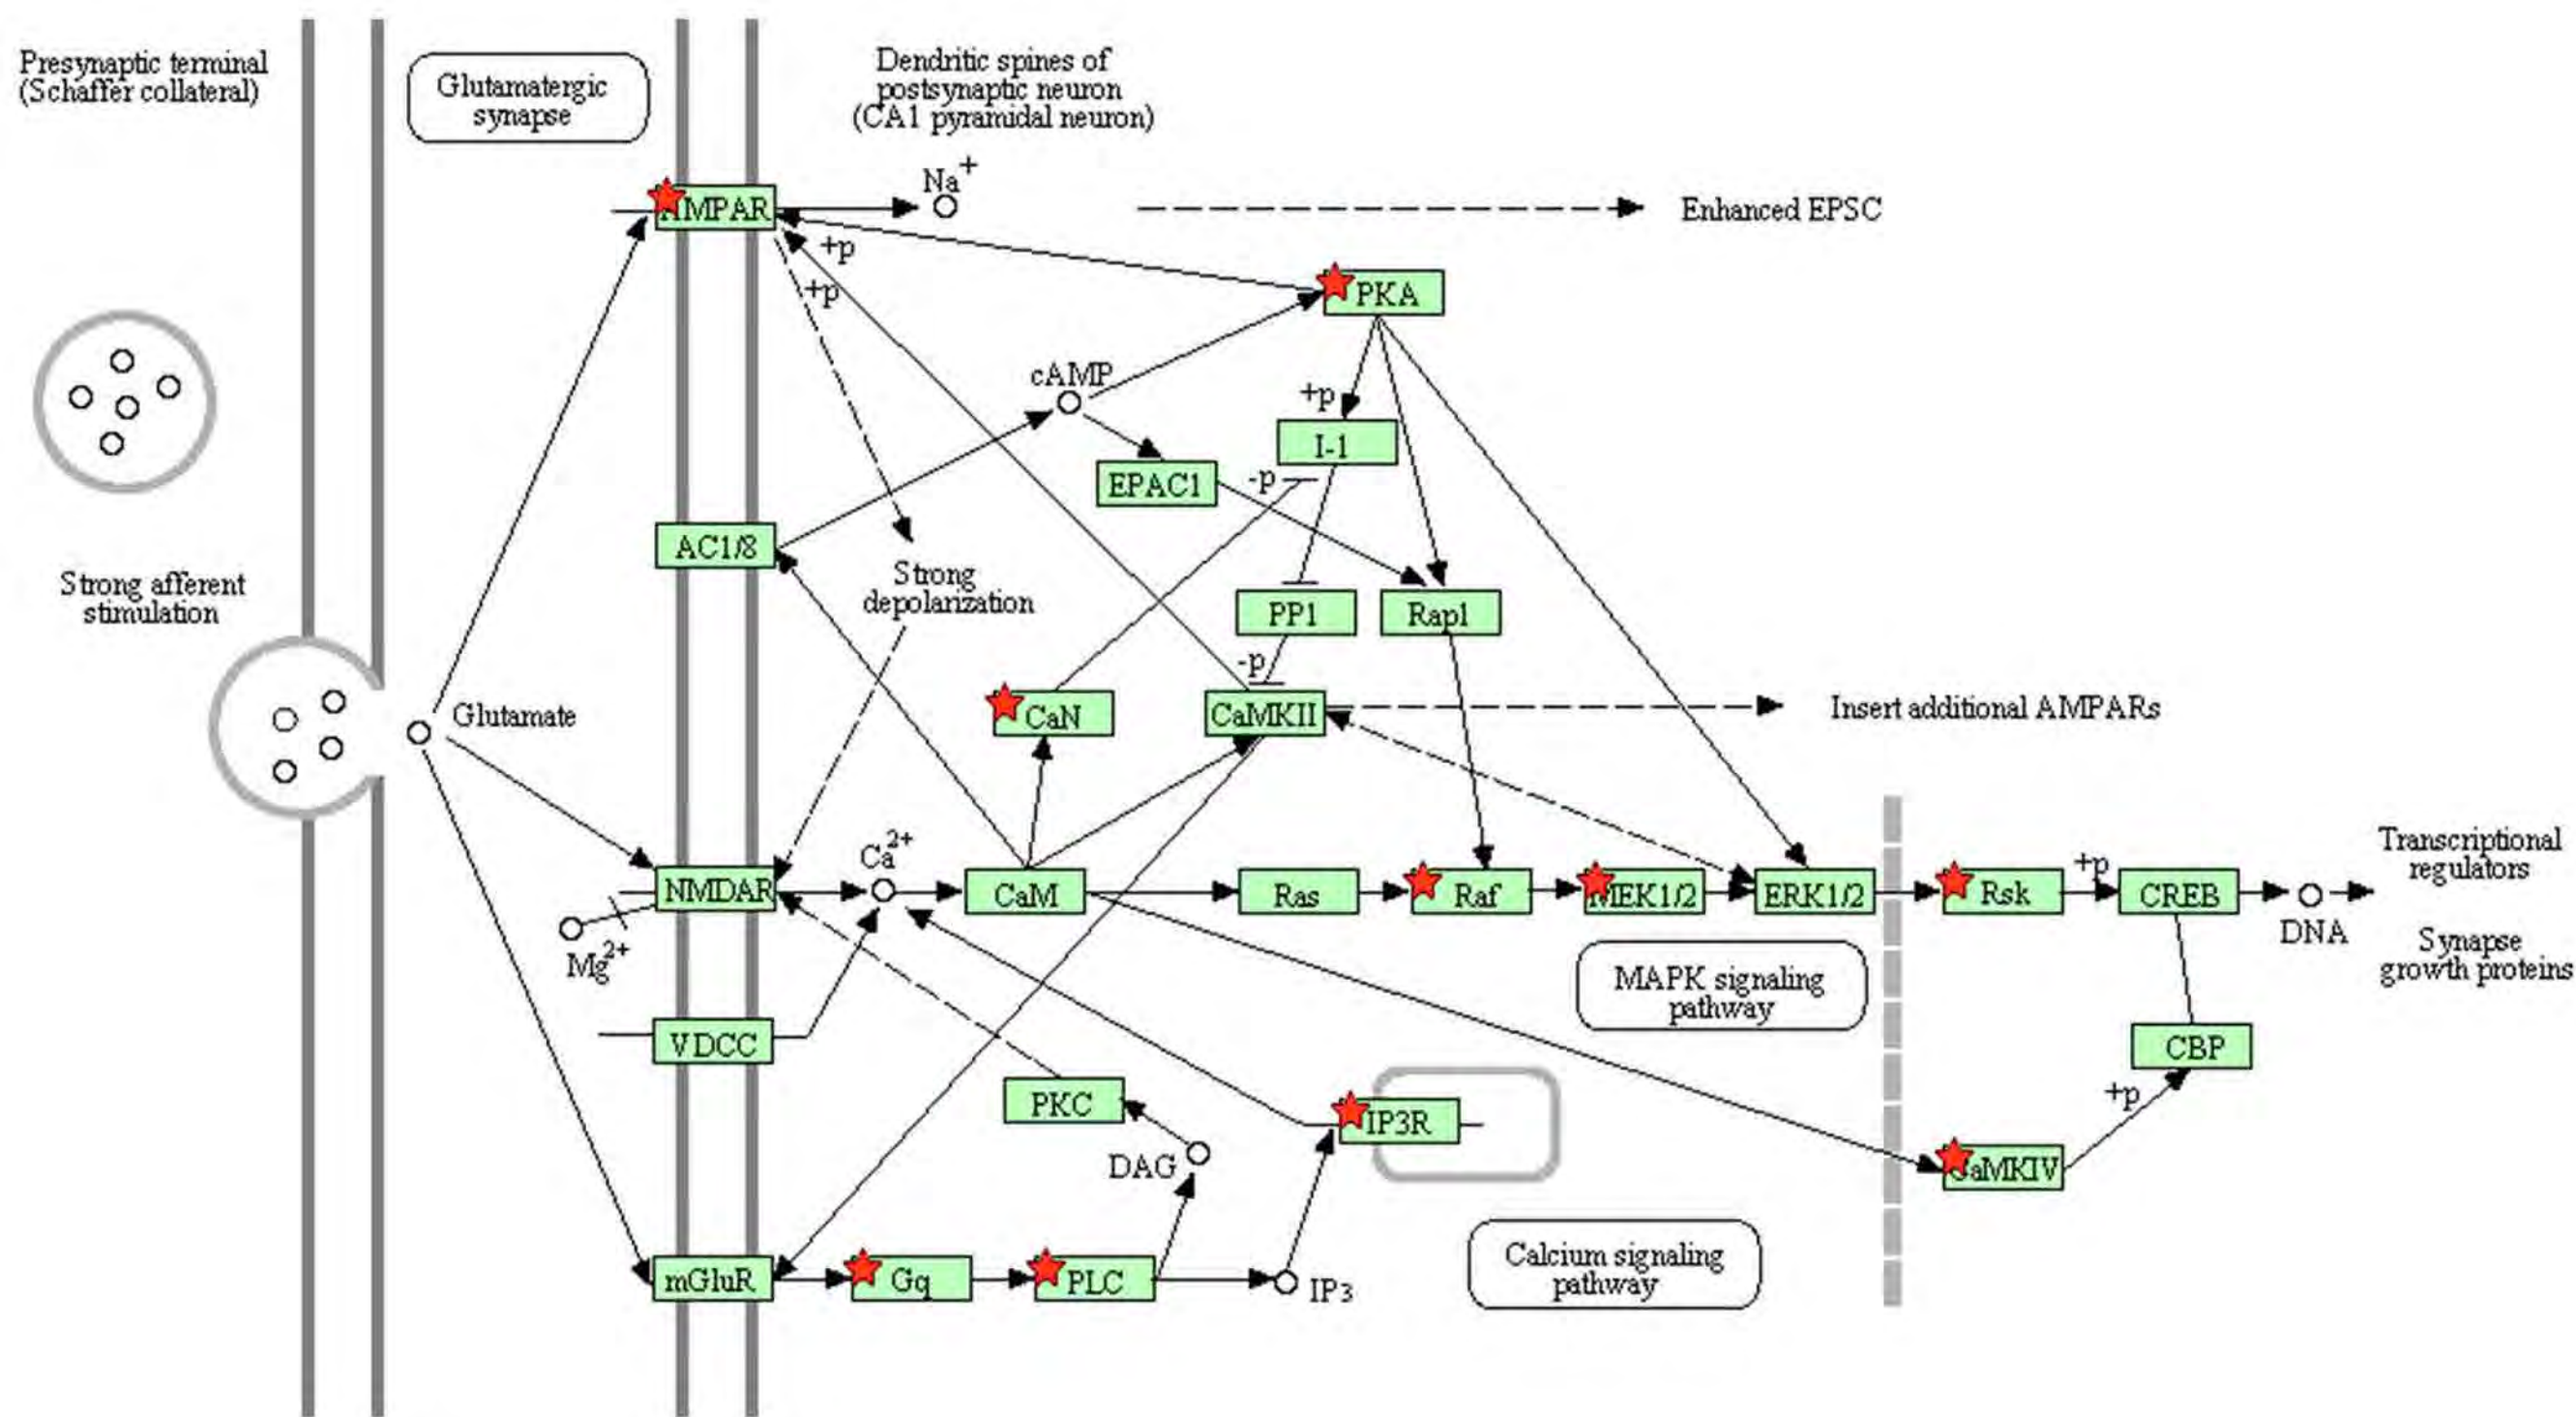

(b)

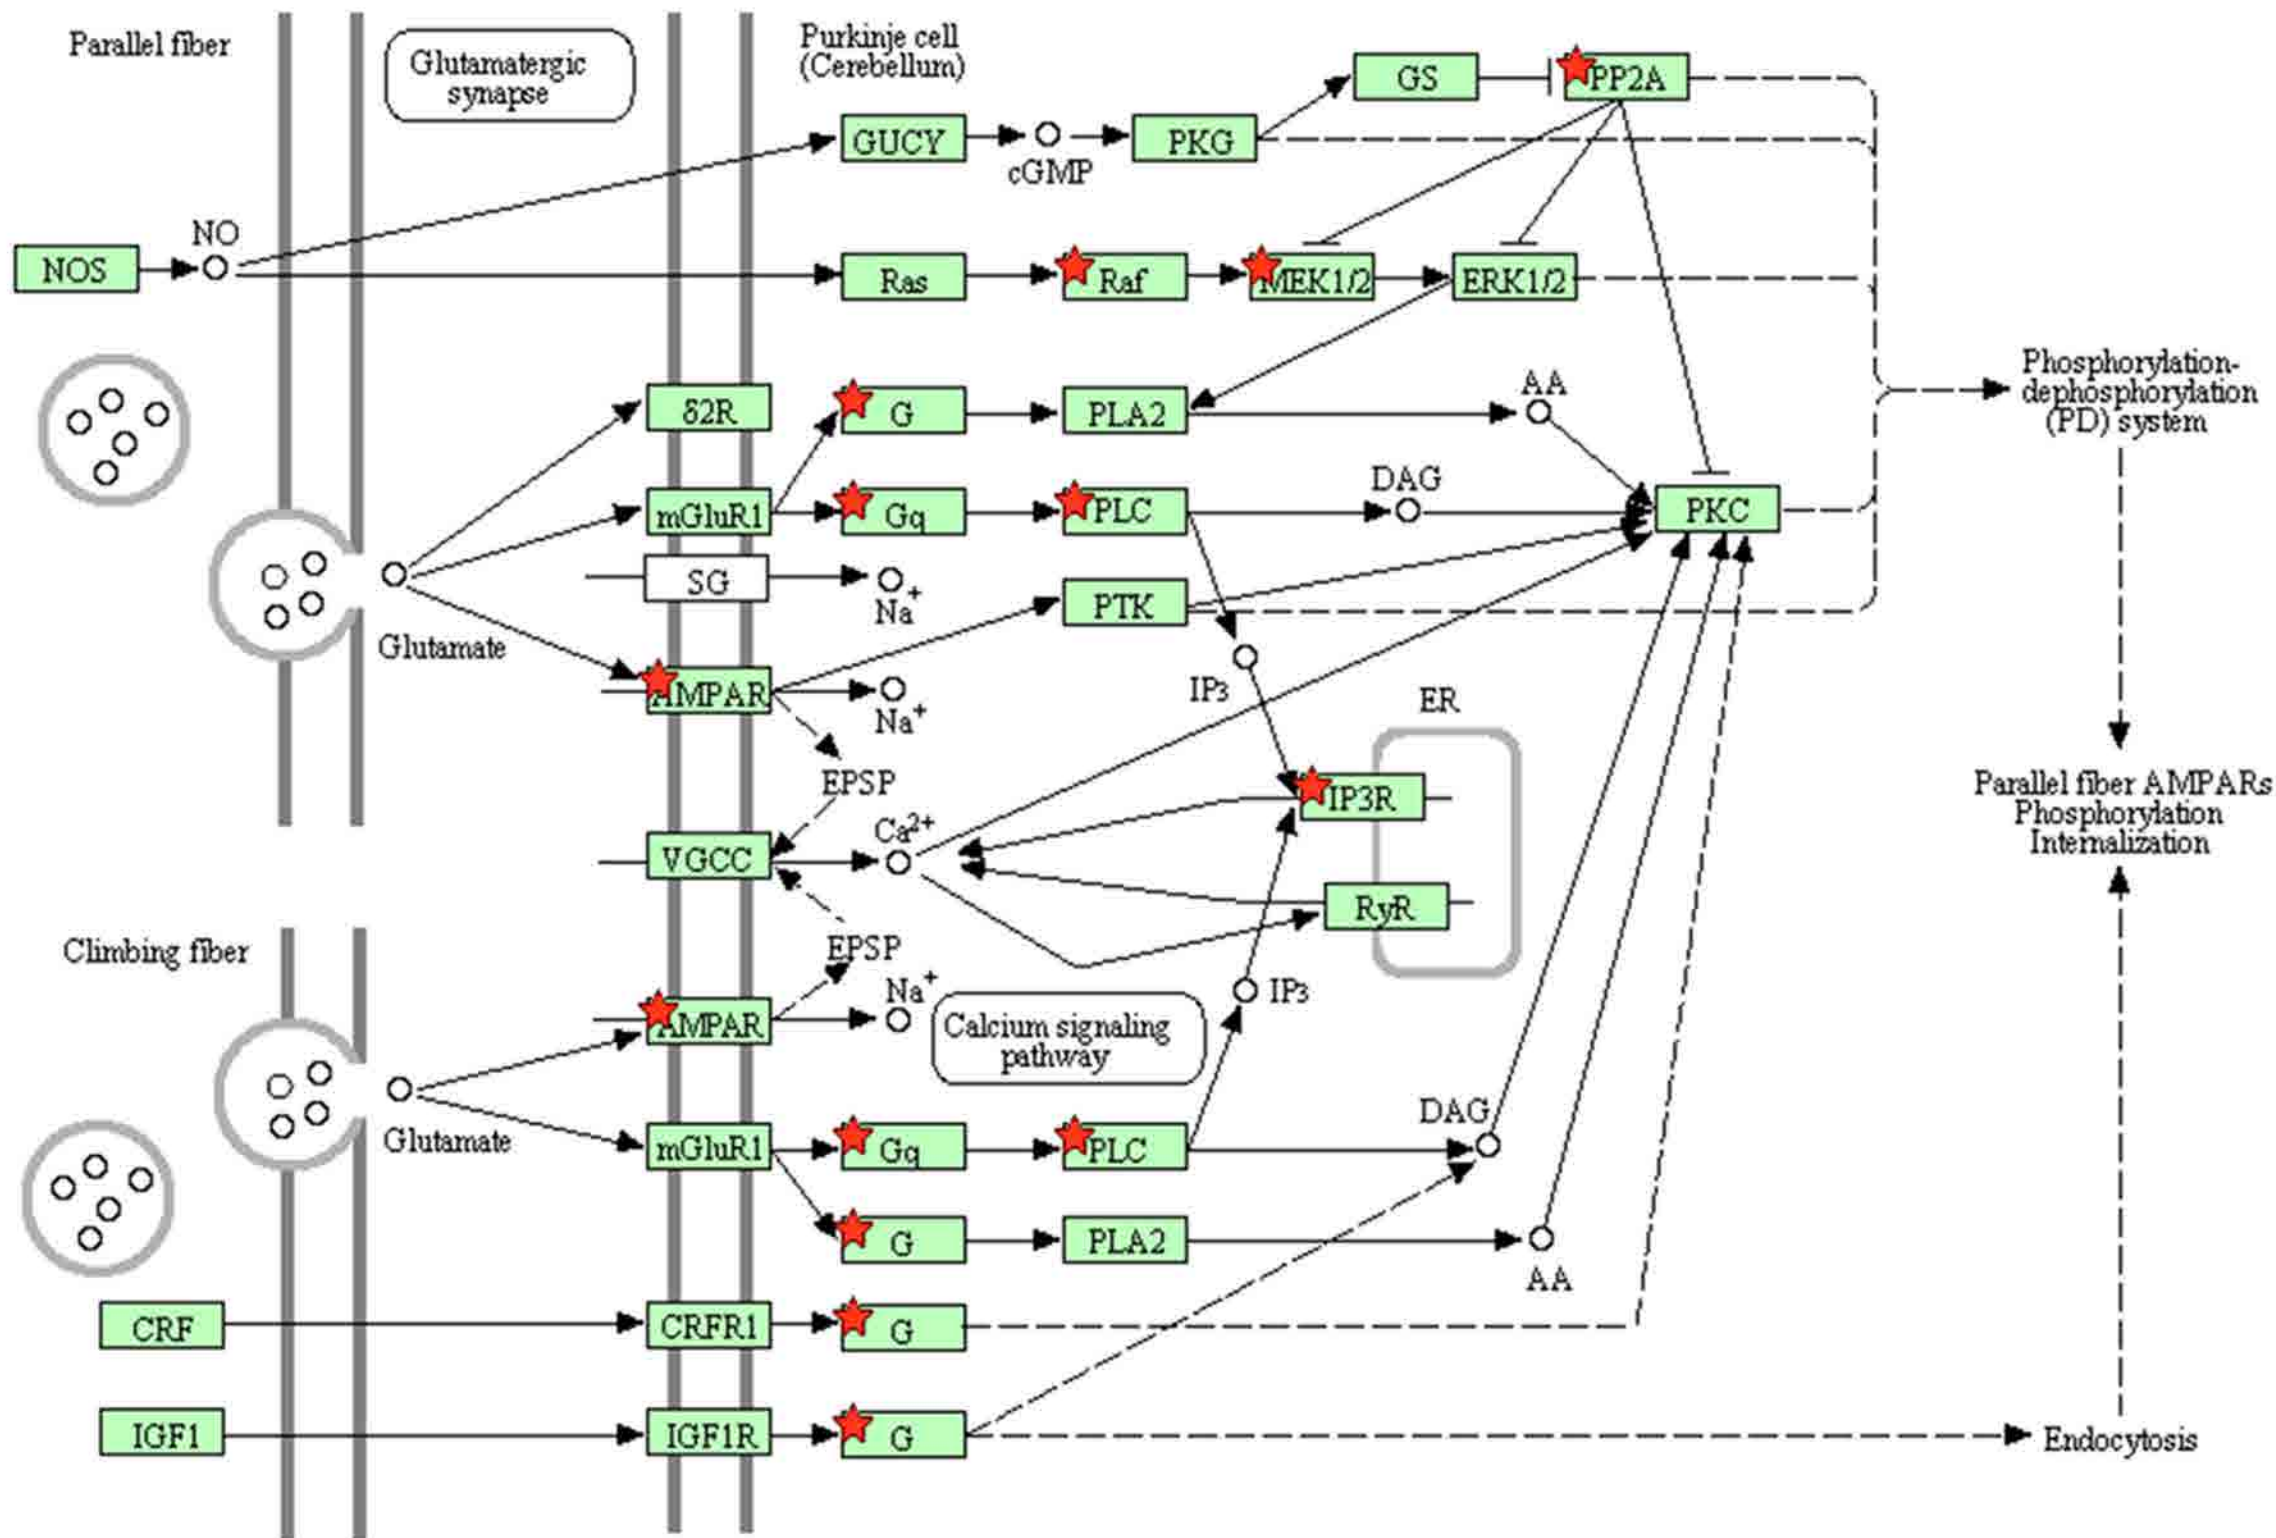

# MAPK SIGNALING PATHWAY

(c)

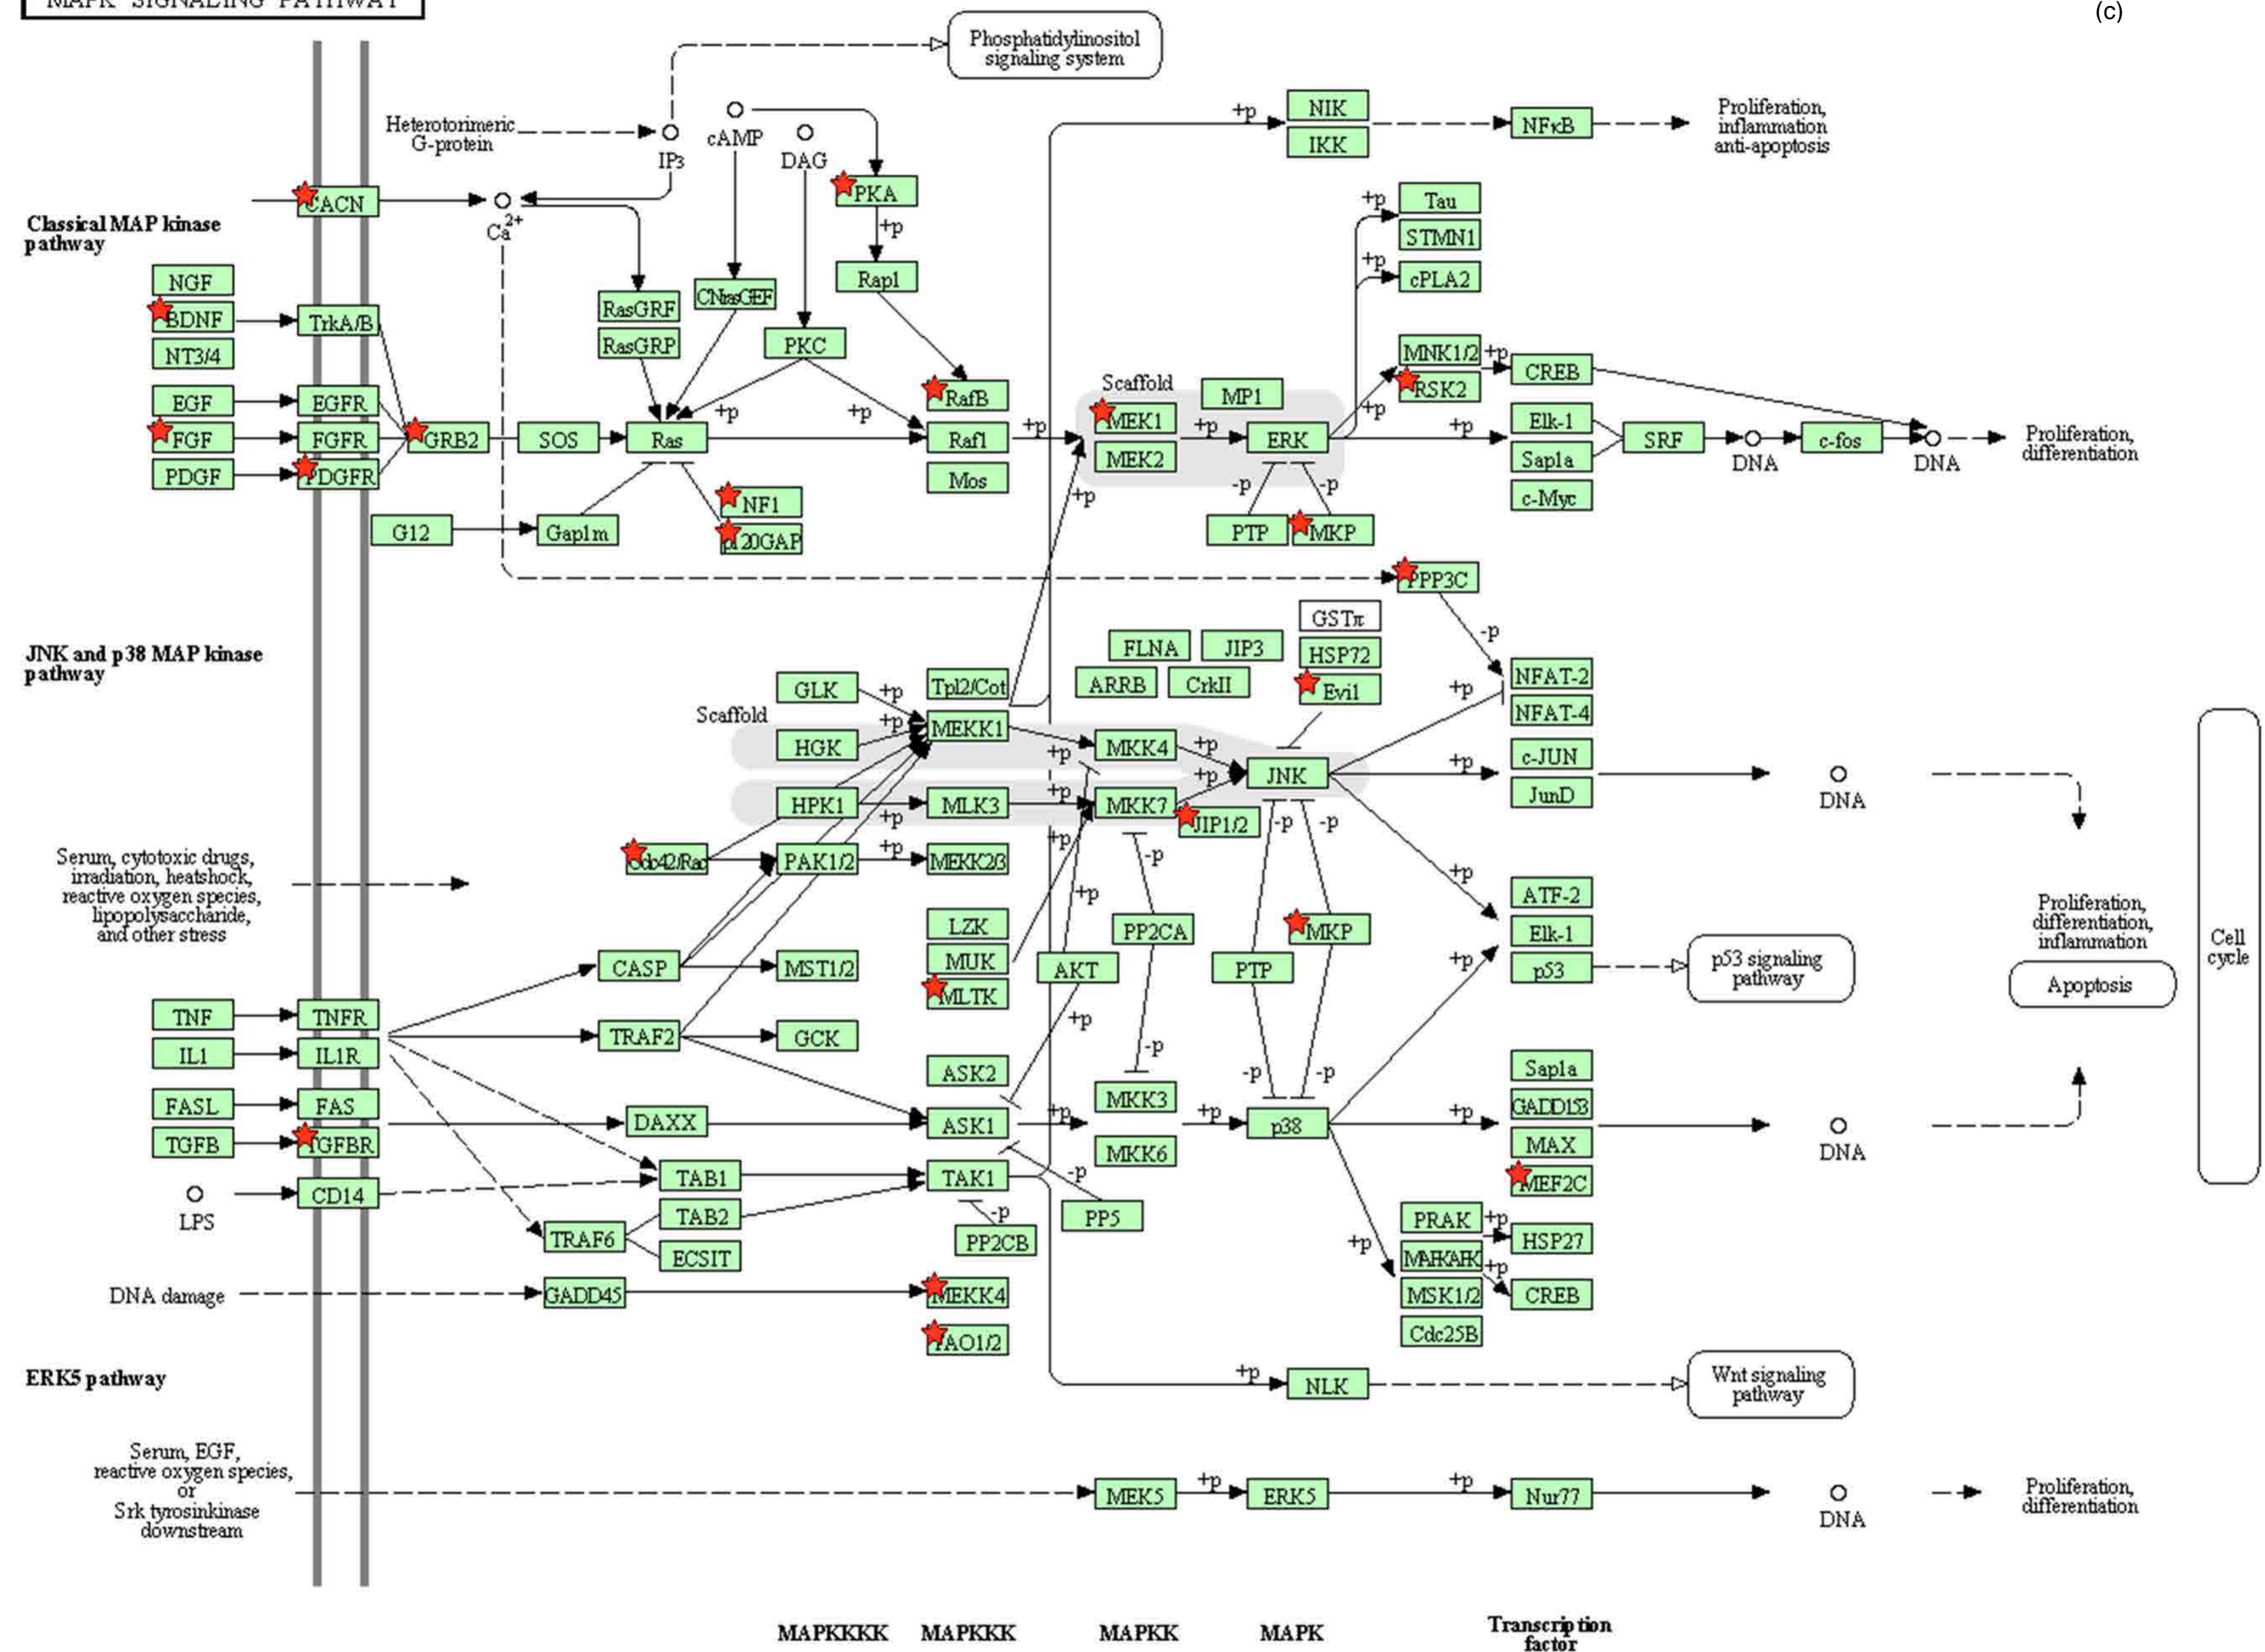

(d)

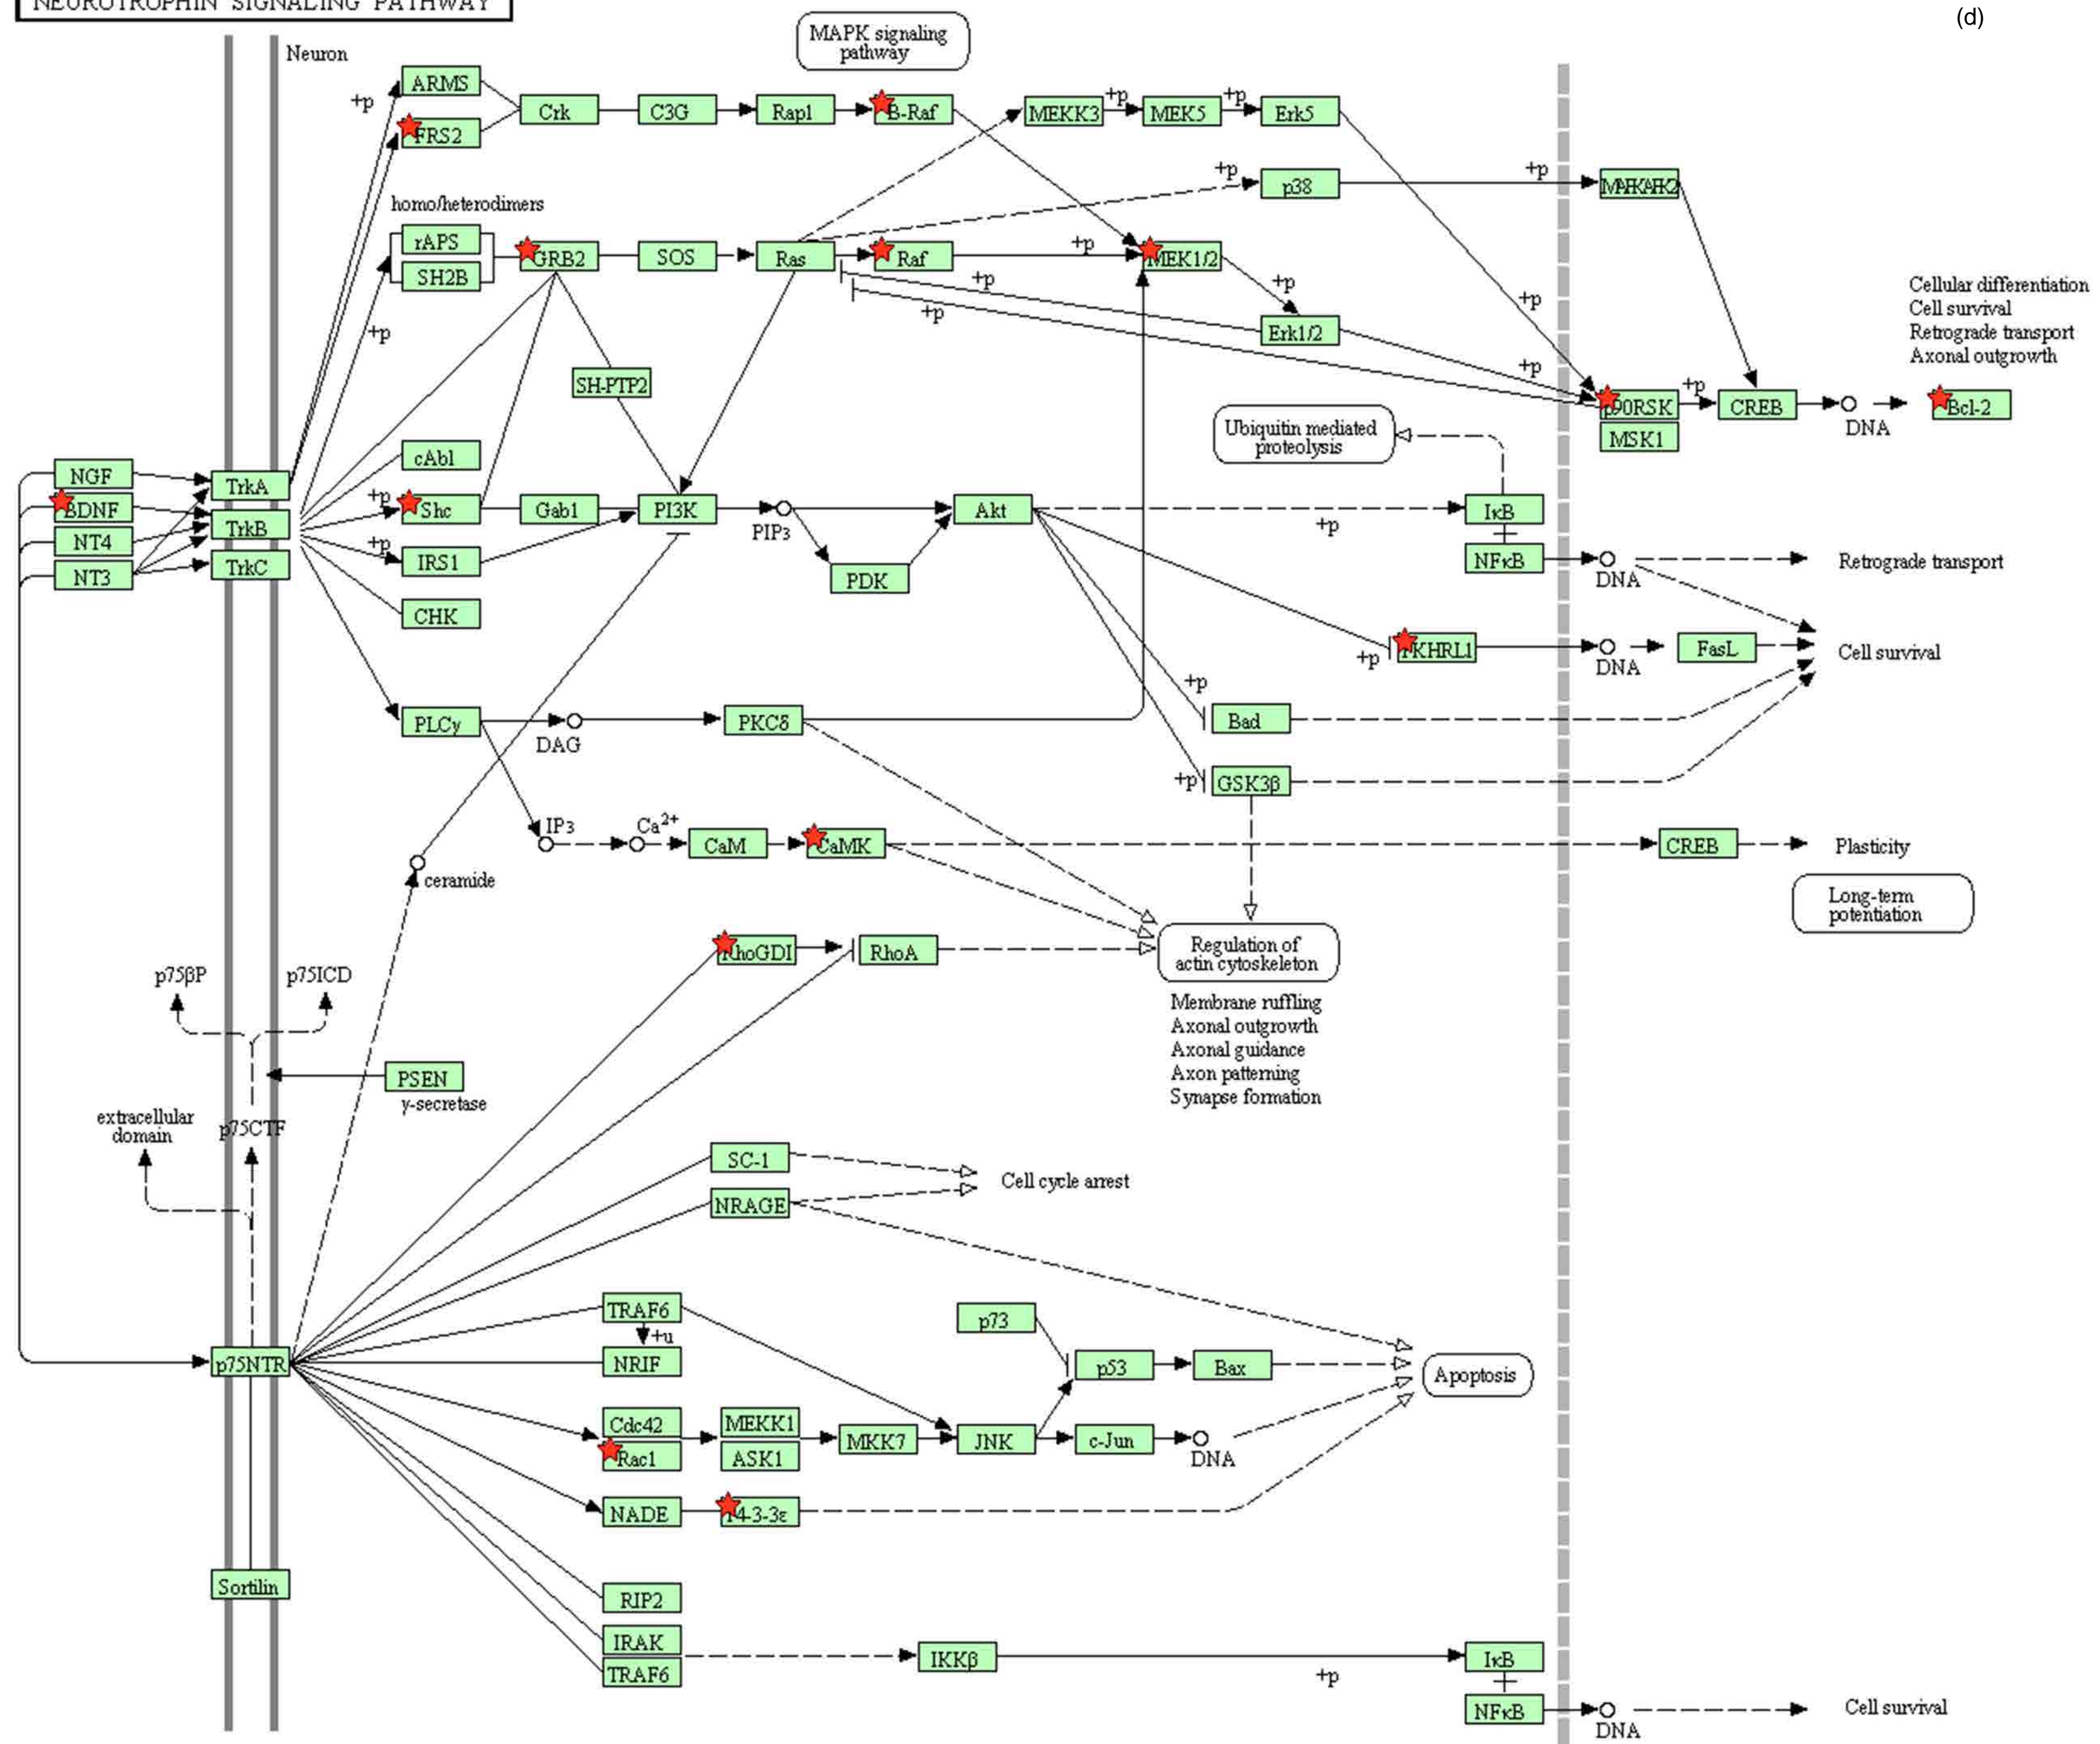

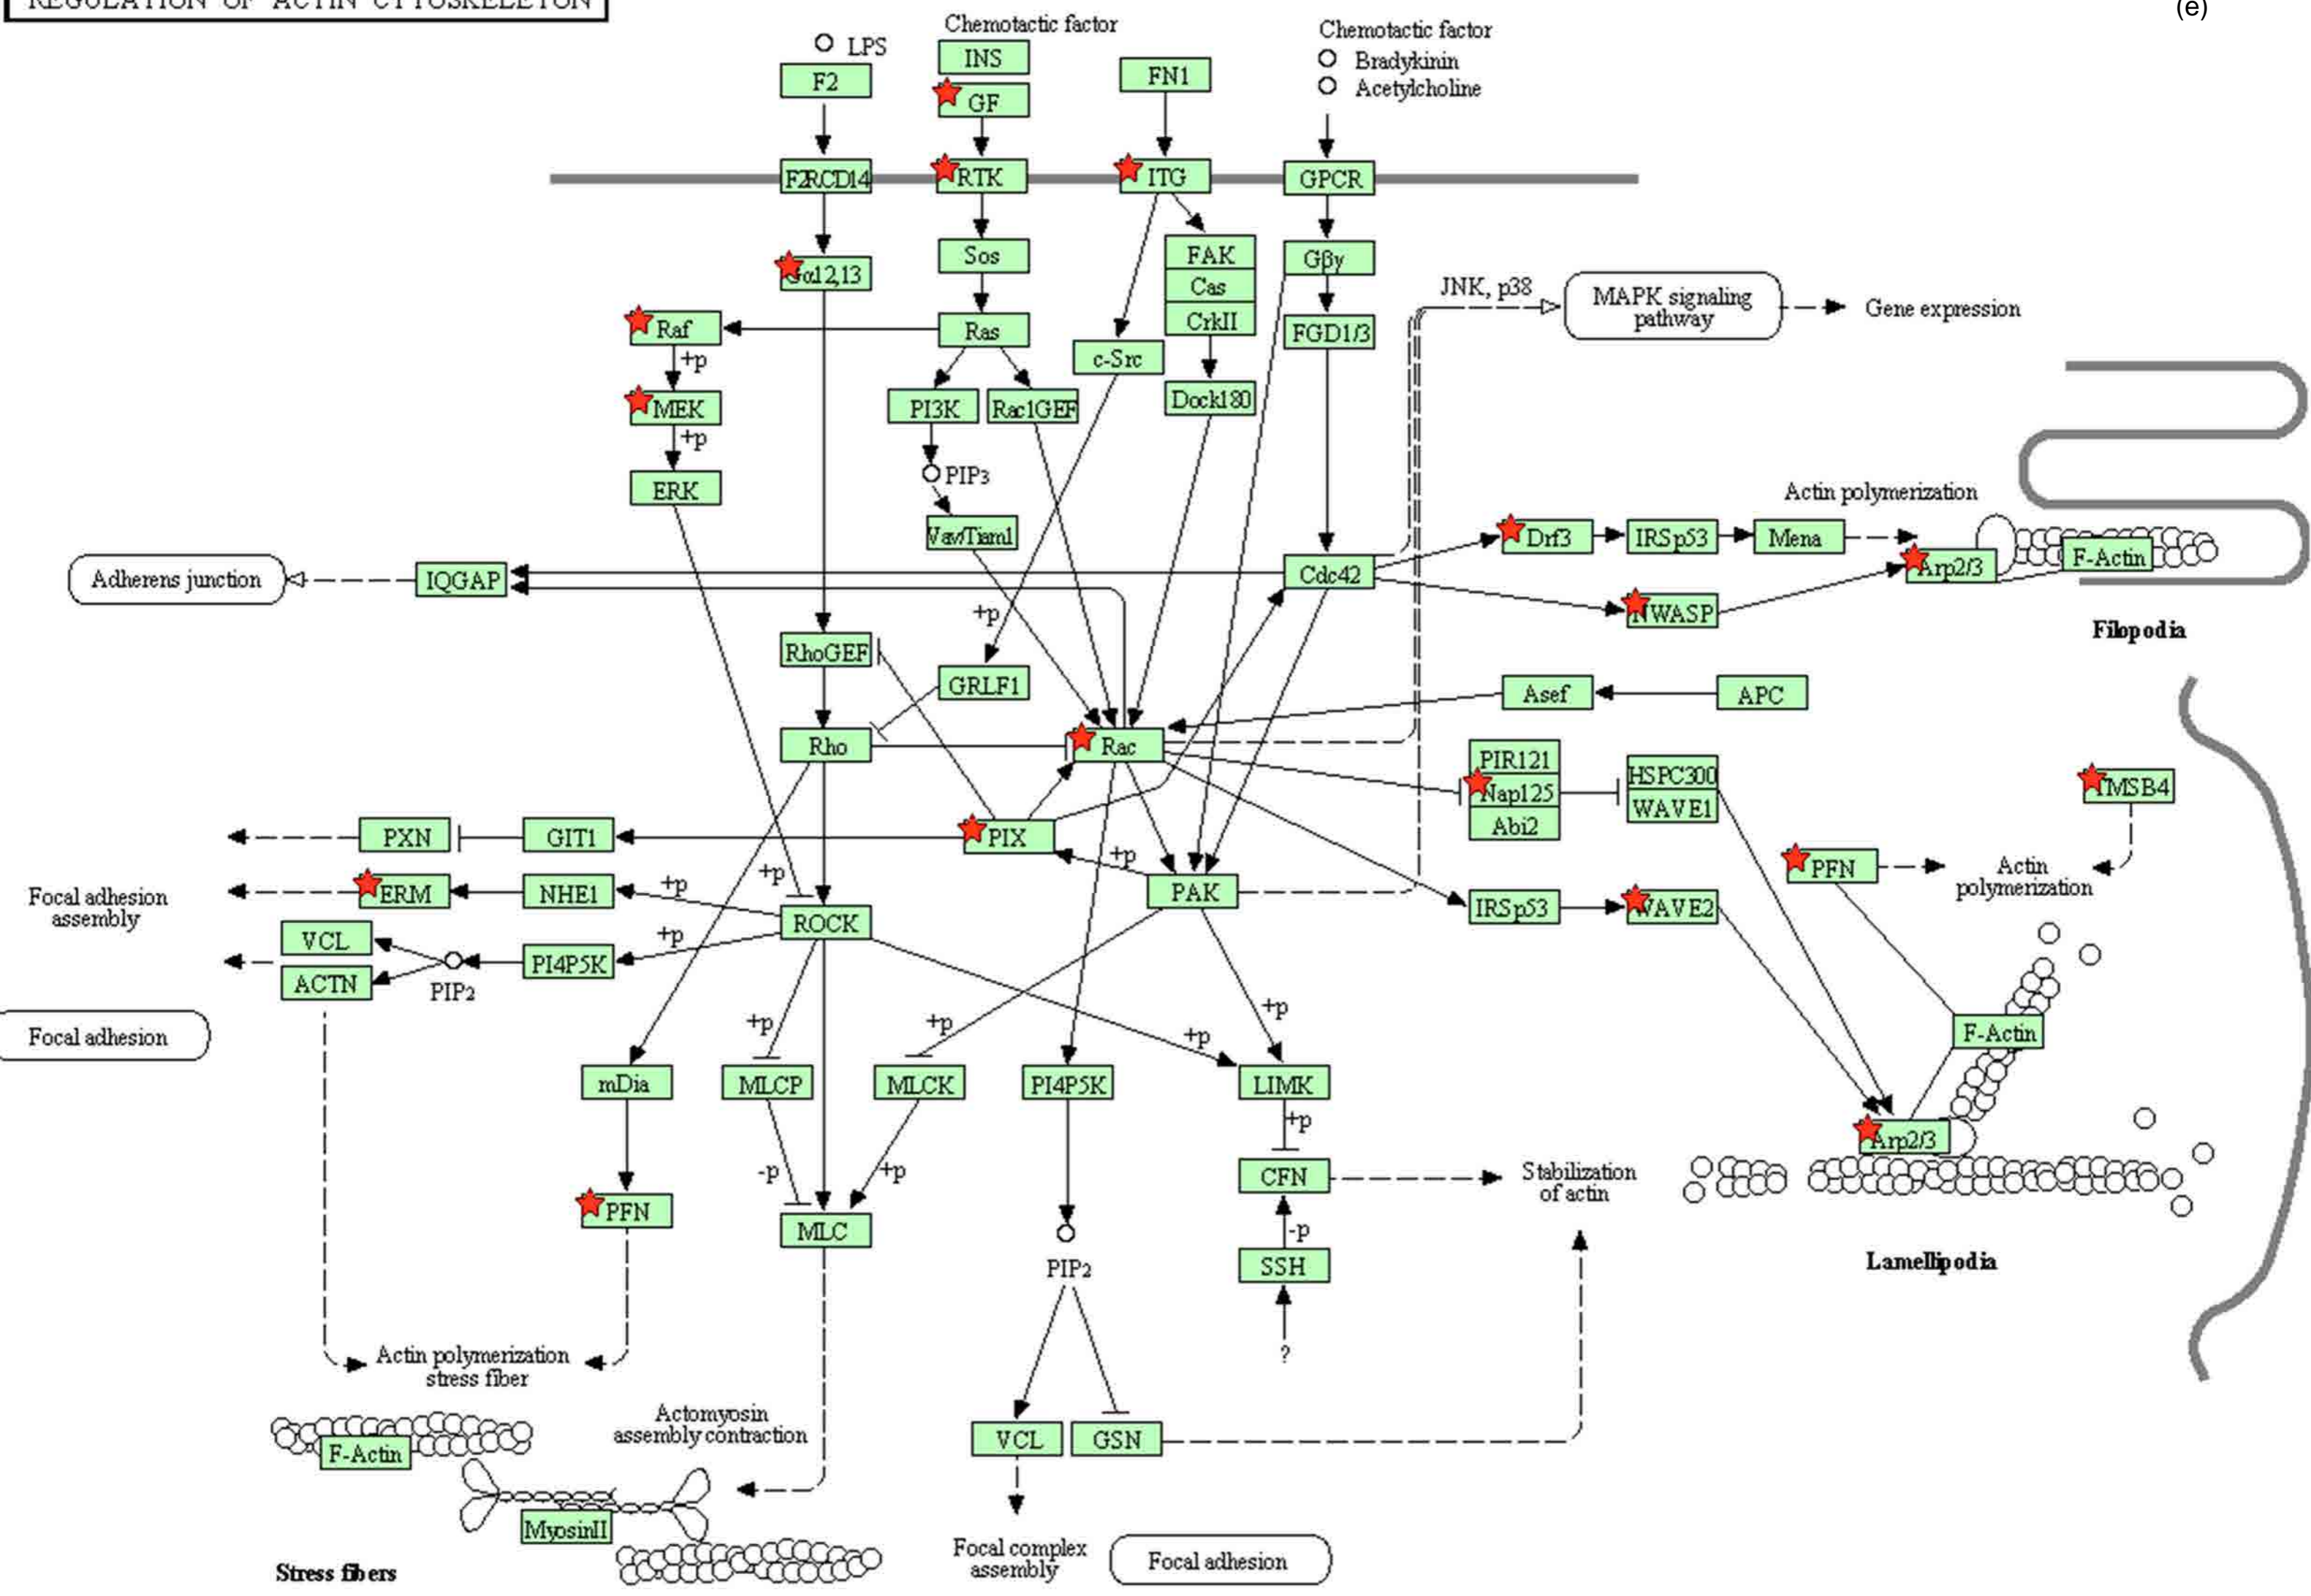

Supplementary Figure 17: Top pathways with predicted target genes of miR-183/182/96 cluster. Many predicted target genes (highlighted with red stars) are involved in regulation of long-term potentiation (a), long-term depression (b), MAPK signaling (c), neurotrophin signaling (d), and actin cytoskeleton (e). Target prediction and pathway analysis performed using mirPath and DAVID respectively and schematics was generated using KEGG pathway database.

**Supplementary Table 2: Results from t-tests, Fisher's LSD (protected or unprotected) and Tukey's posthoc analyses when appropriate.**

| Figure number    | Description                                                    | t-test                                                                                                    | One- or two-way ANOVA                                                   | Fisher's LSD posthoc                                                                                       | Tukey's posthoc                                                           |
|------------------|----------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------|
| 2c, left         | Effect of PP1 $\gamma$ knockdown on pre-miR-183                | Control vs PP1 $\gamma$ k/d<br>t(4)=3.09, p=0.037                                                         | F(2,6)=3.12,<br>p=0.12                                                  | t(6)=2.43, p=0.05                                                                                          | n/a                                                                       |
| 2c, middle       | Effect of PP1 $\gamma$ knockdown on pre-miR-96                 | Control vs PP1 $\gamma$ k/d<br>t(4)=3.75, p=0.02                                                          | F(2,6)=9.19,<br>p=0.01                                                  | t(6)=3.83, p=0.009                                                                                         | n/a                                                                       |
| 2c, right        | Effect of PP1 $\gamma$ knockdown on pre-miR-182                | Control vs PP1 $\gamma$ k/d<br>t(4)=3.52, p=0.02                                                          | F(2,6)=4.13,<br>p=0.07                                                  | t(6)=2.82, p=0.03                                                                                          | n/a                                                                       |
| 2d               | Effect of PP1 $\gamma$ knockdown on pri-miR-183/96/182         |                                                                                                           | PP1<br>F(1,8)=5.37,<br>p=0.049<br><br>ActD<br>F(1,8)=35.62,<br>p=0.0003 | Vehicle t(8)= 3.30,<br>p=0.01<br><br>ActD t(8)=0.02,<br>p=0.99                                             | Vehicle q(8)=4.66,<br>p=0.04<br><br>ActD q(8)=0.02,<br>p>0.99             |
| 2e, left         | pre-miR-183 production with PP1 inhibition and ActD            | Vehicle t(16)=3.47,<br>p=0.004<br><br>ActD t(11)=2.53,<br>p=0.028                                         | PP1<br>F(1,27)=17.61,<br>p=0.0003                                       | Vehicle t(27)=3.13,<br>p=0.004<br><br>ActD<br>t(27)=2.85, p=0.008                                          | Vehicle q(27)=4.43,<br>p=0.02<br><br>ActD<br>q(27)=4.02, p=0.04           |
| 2e, middle       | pre-miR-96 production with PP1 inhibition and ActD             | Vehicle t(16)=3.97,<br>p=0.001<br><br>ActD t(27)=1.89,<br>p=0.08                                          | PP1<br>F(1,27)=16.13,<br>p=0.0004                                       | Vehicle t(27)=4.05,<br>p=0.0004<br><br>ActD t(27)=1.80,<br>p=0.078                                         | Vehicle q(27)=5.73,<br>p=0.002<br><br>ActD q(27)=2.59,<br>p=0.28          |
| 2e, right        | pre-miR-182 production with PP1 inhibition and ActD            | Vehicle t(16)=4.80,<br>p=0.0002<br><br>ActD t(12)=2.43,<br>p=0.03                                         | PP1<br>F(1,28)=21.3,<br>p<0.0001                                        | Vehicle t(28)=3.45,<br>p=0.002<br><br>ActD t(28)=3.11,<br>p=0.004                                          | Vehicle q(28)=4.88,<br>p=0.009<br><br>ActD q(28)=4.40,<br>p=0.02          |
| 6c               | HDAC9 protein level after NOR training                         | Cage control vs NOR testing<br>t(14)=2.05, p=0.06<br><br>Habituation vs NOR testing<br>t(13)=2.24, p=0.04 | F(3,28)=2.06,<br>p=0.13                                                 | Cage control vs NOR testing<br>t(28)=2.20, p=0.036<br><br>Habituation vs NOR testing<br>t(28)=1.99, p=0.05 | n/a                                                                       |
| Suppl. 7         | Effect of ActD treatment on C-fos expression                   |                                                                                                           | ActD<br>F(1,8)=29.77,<br>p=0.0006                                       | Control t(8)=3.86,<br>p=0.0048<br><br>PP1 $\gamma$ k/d t(8)=3.86,<br>p=0.0048                              | Control t(8)=5.46,<br>p=0.02<br><br>PP1 $\gamma$ k/d t(8)=5.45,<br>p=0.02 |
| Suppl. 8a, left  | Pre-miR-183 expression after training with strong NOR protocol |                                                                                                           | F(3,23)=1.16,<br>p=0.35                                                 | n/a                                                                                                        | n/a                                                                       |
| Suppl. 8a right  | Pre-miR-182 expression after training with strong NOR protocol |                                                                                                           | F(3,23)=4.00,<br>p=0.02                                                 | Control vs NOR 1hr<br>t(23)=2.97, p=0.007                                                                  | Control vs NOR 1hr<br>q(23)=4.20, p=0.03                                  |
| Suppl. 8b, left  | miR-183 expression after training with strong NOR protocol     |                                                                                                           | F(3,23)=0.78,<br>p=0.51                                                 | n/a                                                                                                        | n/a                                                                       |
| Suppl. 8b, right | miR-182 expression after training with strong NOR protocol     |                                                                                                           | F(3,23)=2.00,<br>p=0.14                                                 | n/a                                                                                                        | n/a                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

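Small RNA of mouse hippocampus was measured in 7 libraries of pooled tissue. By their labels, 1 library is of non-trained controls, 1 of non-trained NIPP1* mice, 3 of trained controls and 2 of trained NIPP1* mice. The authors prepared small RNA libraries, kept inserts of 19 to 26 nt, mapped them with bowtie through the ncPRO-seq pipeline to NCBI37/mm9 and deposited, for each mature miRNA locus, the percent of the miRNA reads of the library. The authors also deposited 4 tables of comparisons between groups. The signal in these tables is the mean of reads divided by size factors over the libraries of a group, as the authors computed it. The fold change in the deposited tables is the ratio of these means, the p-value and adjusted p-value are the authors', and the deposited residual variance was read as a score. The layout of the authors' tables is that of the nbinomTest function of the R package DESeq, which the paper's text does not name. The paper names a Wilcoxon unpaired test in its methods and a Wilcoxon signed-rank test in its statistics.

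The percentages were multiplied to RPM, and loci with the same mature sequence on either strand were averaged, since each copy carries all reads of the miRNA. The 806 loci, of which 25 had no hairpin in the annotation, gave 756 sequences. Of the 706 names with a read in a non-trained library, 624 were joined to a sequence, 553 by the name of the hairpin and the reads and 71 by the reads alone. The 132 sequences that were not joined reached at most 3.20 RPM in any library. Whole reads were recovered from the steps of the low values. In the single-library columns of the authors' tables, 100% of the values came out whole, with totals of 8890770 and 8072663 for the non-trained control and the non-trained NIPP1* library. For the other libraries the recovered reads rest on the steps of the percentages alone. In the tables, 2 columns of values per library were not used.

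Before the data were examined, an edgeR quasi-likelihood test on counts had been chosen. The deposited unit was a percent, so limma on log2(RPM + 0.5) with a trend (lmFit, contrasts and eBayes) was used in its place for the 6 tested comparisons, and the edgeR test on recovered reads became an added alternative, which called 0 miRNAs in each of them. A fold change on this scale understates the change of low miRNAs. The miRNAs tested had a mean of at least 10 reads over the 7 libraries, and a miRNA was called at a Benjamini-Hochberg adjusted p under 0.05. The model of the groups used all 7 libraries, so the spread of the trained groups stands for that of the non-trained ones. For NIPP1* over both training states and training over both genotypes, a model of genotype plus training was fitted instead. It assumes that the effects add up, and the non-trained libraries enter its spread. The non-trained libraries were compared by a log2 ratio with an exact conditional binomial 95% interval, which covers counting error only, and by the number of miRNAs past a log2 ratio of 1 among those with a mean of at least 100 reads. Unchanged groups that share the non-trained control were simulated 1000 times with the spread of each miRNA in the limma model, and each miRNA was drawn independently.

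The test was run on simulated data with 200 of 476 miRNAs changed by a log2 ratio of 2. It recovered between 79.5% (the difference of the training effect between genotypes) and 99% (trained NIPP1* against trained control) of the changed miRNAs. At most 5.71% of its calls were false. These shares apply to many large changes, and not to a few changes or to miRNAs with a wide spread.

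The text names every miRNA that the paper names for the sequencing, by the product with the highest mean where no arm is given, the 5 with the largest log2 ratio in each direction between the non-trained libraries, and the called miRNAs. miR-219-5p, miR-344d-3*, miR-136, miR-129-2-3p, miR-451 and the miRNAs called in the authors' table of the trained groups were chosen after their values were seen. Lists of miRNAs of the miR-200 family, choroid plexus, oligodendrocytes, leukocytes and microglia, blood vessels, red blood cells, pituitary and hindbrain were written before the data were examined, and the median of each was set beside 10000 random lists matched on mean expression.

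The alternatives were TMM normalization, DESeq2's size factors and Wald test on recovered reads, other count minimums, models of only the groups compared and leaving out each library in turn. Added after the data were seen were the edgeR test, pseudocounts of 0.1 and 1, the grouping of the authors' tables and the ratio of group means. The trained groups follow the labels of the libraries, and the weights and means of the authors' tables assign them the other way. The data do not settle which is right, so directions between the trained genotypes carry this limit. Analyses were run with R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.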

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

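The grouping of the authors' tables, the edgeR test on recovered reads, the pseudocounts of 0.1 and 1 and the ratio of group means were chosen after the data were seen. The other settings were set before the data were examined, except for limma as the main test. It replaced the edgeR test chosen beforehand once the deposited unit was seen to be a percent. No paired analysis was possible because the groups share no replicate numbers.

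In all 6 tested comparisons, limma called 0 miRNAs at an adjusted p under 0.05, with 28 at an unadjusted p under 0.05 for training in controls, 34 between the trained genotypes, 21 for training in NIPP1* mice, 37 for the difference of the training effects, 10 for NIPP1* over both training states and 18 for training over both genotypes. DESeq2's Wald test called 1 miRNA for training in controls (miR-129-2-3p), 1 between the trained genotypes (miR-344d-3*), 2 for training in NIPP1* mice (miR-136 and miR-146a) and 2 for the difference of the training effects (miR-136 and miR-344d-3*). The cause was not tested. The grouping of the authors' tables called 3 miRNAs for NIPP1* against control over both training states (miR-136, miR-219-5p and miR-344d-3*), and this assignment of the trained libraries remains open. No other setting that was run called a miRNA in the 6 comparisons. Leaving out a library gave 0 calls in each fit, while the number at an unadjusted p under 0.05 between the trained genotypes was 113 without library 3, 17 without library 4 and 11 without library 5.

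Between the non-trained libraries, 3 miRNAs passed a log2 ratio of 1. There were 14 with a mean of at least 10 reads, which adds miRNAs with fewer reads, and 11 at a ratio of at least 1.5-fold, a lower bar. With TMM normalization or DESeq2's size factors the number was 3.

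The correlation of the change under PP1 inhibition with that under training, 0.74, was -0.58 when trained NIPP1* against trained control was set beside trained against non-trained control. The trained controls then enter both ratios with opposite sign, which lowers r by construction. It was 0.60 for trained NIPP1* against trained control beside trained against non-trained NIPP1*, which share the trained NIPP1* libraries with the same sign. It lay between 0.61 and 0.85 over the 3 fits that each left out a trained control library, and was 0.57 with the grouping of the authors' tables. It was 0.74 with TMM normalization and 0.71 with a mean of at least 10 reads. Pearson's r of levels between groups stayed at or above 0.9929 with either count minimum. The lowest Spearman's rho was 0.9879, between the non-trained groups with a mean of at least 100 reads.

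For the named miRNAs, 8 of the values under settings chosen before the data were examined moved by more than the spread between trained control libraries and 280 did not. All 8 left out library 6 or 7. Of those under the added settings, 40 moved, each under the grouping of the authors' tables, and 248 did not. For miR-183 in trained against non-trained controls, leaving out library 3, 4 or 5 gave log2 fold changes from 0.69 to 2.23.

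Models that leave out library 6 or 7 were not fitted for a call in the comparisons where they leave 1 library against 1 or 1 NIPP1* library, so only their log2 ratios were computed. The single library of each non-trained group limits every comparison that uses it, and miR-96, with 11 reads in the non-trained control, is limited by depth as well.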

Differences from the paper's values

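The grouping of the authors' tables, the edgeR test, the other pseudocounts and the ratio of group means were chosen after the values were seen. The ratio of group means was added once it was apparent that it would come closer to the paper's values, so its closeness is no evidence of its own. The authors' deposited tables give such ratios under their own grouping. For trained against non-trained controls, their log2 values are 1.83 for miR-96 and -1.24 for miR-135a. The paper's figure values are close to these, at about 1.8 and -1.2. These gaps therefore go with the averaging or grouping of the tables, which does not show which grouping is right. The spread used here, the SD between the trained control libraries for comparisons of trained libraries, was also chosen after the values were seen, in place of the spread of the limma model.

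For trained against non-trained controls, the log2 fold change of miR-96 was 1.11 against the paper's value of about 1.8 in Supplementary Fig. 4b, read by eye. The gap is inside the SD of 1.51 between the trained control libraries, and the value is listed because it is over 1.5 times apart for a member of the paper's leading result. Of the alternatives set before the data were examined, leaving out library 3 (1.28) or library 5 (1.76) came within 1.5 times of the paper's value, and TMM normalization (1.17), DESeq2's size factors (1.17) and leaving out library 4 (0.28) did not. Among the settings chosen after seeing the values, a pseudocount of 0.1 (1.25), edgeR on recovered reads (1.98), the ratio of group means (1.98) and that ratio with the grouping of the authors' tables (1.78) came within it, and a pseudocount of 1 (0.97) and the grouping of the authors' tables alone (1.13) did not.

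For the non-trained libraries, miR-219-3p had a log2 ratio of -0.25 against the paper's value for miR-219 of about -0.9 in Supplementary Fig. 4a, read by eye. TMM normalization (-0.26) and DESeq2's size factors (-0.25) did not close the gap. The other product, miR-219-5p, chosen after seeing the values, gave -0.89. The authors' deposited table gives -0.93 for miR-219-5p and -0.29 for miR-219-3p, so the paper's value is close to that of miR-219-5p.

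On the log10 scale, miR-190 had a fold change of -0.24 in trained against non-trained controls, and the paper's value is about -0.07 in Supplementary Fig. 5b, read by eye. None of the alternatives set before the data were examined closed the gap, with values of -0.21 for TMM normalization, -0.21 for DESeq2's size factors and -0.29 to -0.21 for leaving out a trained control library. The grouping of the authors' tables, chosen after seeing the values, gave -0.08, and the ratio of group means under that grouping gave -0.08. On the log2 scale, the authors' deposited table gives -0.25 for miR-190, where limma by the labels gave -0.79. The gap thus goes with the grouping of the trained libraries, and does not show which grouping is right.

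Under the narrower spread of the limma model, which was used first, the values of miR-135a and miR-200c in trained against non-trained controls differ from the paper's as well. miR-135a had a log2 fold change of -1.01, and the paper's value is about -1.2 in Supplementary Fig. 4b, read by eye. With that spread, leaving out library 3 (-1.12) or library 5 (-1.06) came within it, as did the grouping of the authors' tables (-1.27), chosen after seeing the values. TMM normalization (-0.92), DESeq2's size factors (-0.91) and leaving out library 4 (-0.85) did not. Nor did edgeR on recovered reads (-0.99), the pseudocounts of 0.1 and 1 (-1.01 each) and the ratio of group means by the labels (-0.99). miR-200c had a log10 fold change of 0.49, and the paper's value is about 0.83 in Supplementary Fig. 5b, read by eye. These are also over 1.5 times apart, but that ratio alone was applied only to the cluster. With that spread, TMM normalization and DESeq2's size factors (0.51 each) and leaving out library 3 (0.72) or library 5 (0.56) came within it. Of the settings chosen after seeing the values, a pseudocount of 0.1 (0.62), edgeR on recovered reads (0.99) and the ratio of group means (1.00) did. That ratio under the grouping of the authors' tables (0.82) did as well. Leaving out library 4 (0.19), a pseudocount of 1 (0.40) and the grouping of the authors' tables alone (0.48) did not. The authors' deposited table gives miR-200c a log2 fold change of 2.76, where limma by the labels gave 1.62.

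The paper presents several miRNAs as differentially expressed after adjustment in Fig. 1b, and limma called 0 of 476 in this comparison, with 28 at an unadjusted p under 0.05. DESeq2's Wald test called miR-129-2-3p, which the figure does not name. The authors' deposited table of this comparison calls 4 miRNAs and gives miR-96 an adjusted p of 0.648, miR-34a 0.648, miR-135b 0.0554 and let-7c 0.787, although the figure includes these. In the authors' deposited table of the non-trained groups, 4 miRNAs are called, fewer than Fig. 1a shows. With 1 library per group, no test was made here for Fig. 1a.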

Other observations

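The tests of the range of miR-183, miR-96 and miR-182 among libraries of one group, of the level that choroid plexus allows and of the assignment of the trained libraries were chosen only after the result was seen, as were the grouping of the authors' tables and the miRNAs miR-344d-3*, miR-136 and miR-451. The margin for calling the range within a group as wide as the difference between the non-trained libraries was set after the values were seen.

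The trained libraries are assigned to opposite genotypes by their labels and by the authors' deposited tables. In the table of the trained groups, the weight of the wild-type mean in the overall mean is 0.400, where the labels give 0.600, and the weights of the other tables are 0.250 where the labels give 0.333 for training in NIPP1* mice and 0.333 where they give 0.250 for training in controls. Libraries 6 and 7 rebuilt the trained control means with an error of 0.0189%, and the next best set of 2 libraries with one of 9.05%. Libraries 3, 4 and 5 rebuilt the trained NIPP1* means with an error of 0.0231%, and the next best set with one of 5.46%. Labels exchanged between the trained libraries, or group names exchanged in the tables, may account for this. These were not told apart, because no small RNA in these data is a known mark of the genotype. The miRNAs that divide the libraries as the authors' tables do, given below, were chosen after their values were seen.

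Before training, miR-183 was higher in the NIPP1* than in the control library by a log2 ratio of 3.42. A chance difference between pooled libraries may be enough for this, since miR-183 ranged over 3.13 on the log2 scale among the 3 libraries labelled trained control, miR-182 over 2.95 and miR-96 over 3.46. This range is between libraries of one group under either assignment. Between libraries 6 and 7 the range was 2.62 for miR-183. This concerns the sequenced libraries alone. By qPCR in other non-trained mice, the paper reports miR-183 and miR-182 as higher in NIPP1* mice, by much less than this sequencing ratio. It also reports higher miR-183 and miR-182 after knockdown of PP1γ in cultured cells. Chance between pooled libraries therefore bears on the size of the sequencing ratio and not on those experiments. Between the trained genotypes, the log2 fold change of miR-183 was -0.05 with a standard error of 1.01, and it was -1.34 without library 6, 1.23 without library 7 and 0.83 without library 4, which leaves a difference between them open. An effect of PP1 inhibition limited to non-trained mice remains open, as the difference of the training effects had a log2 value of -3.41 for miR-183 with an adjusted p of 0.720 in limma. Counting error alone is excluded for the range among trained control libraries, whose 95% counting interval for miR-183 starts at 2.83, and TMM normalization left it at 3.09, which argues against a few abundant miRNAs shifting the scale. No biological explanation of the range was tested. Among the trained libraries, libraries 4 and 6 held the most miR-183 and also the most of each listed member of the miR-200 family. The sum of that family was 313.6 and 356.3 RPM there, against 111.6, 219.6 and 115.9 RPM in libraries 3, 5 and 7. The non-trained libraries went the other way, with 161.4 RPM in the NIPP1* library and 237 RPM in the control. RNA of other tissue thus stays a candidate for the range among the trained libraries.

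RNA of epithelial or olfactory tissue taken in with the hippocampus would raise the miR-200 family, whose median log2 ratio between the non-trained libraries was -0.43. Its most abundant members, miR-200a and miR-200b, had log2 ratios of -0.60 and -0.51, inside the SDs of 0.67 and 0.80 between the trained control libraries. With miR-200a at 95.26 RPM in the non-trained NIPP1* library and between 68.04 and 224.6 RPM in the other 6, a baseline of the family would hide a small share, so this tissue as a source of the higher cluster cannot be told apart from no contribution. miR-200c, with 4 and 8 reads, had a log2 ratio of 1.14 with an interval that includes 0. In the trained libraries 3 to 7, miR-200c was at 0.49, 11.25, 1.66, 4.94 and 1.00 RPM and miR-141 at 0.24, 7.42, 0.26, 4.67 and 1.50 RPM, so for the trained libraries the question stays open as well. For choroid plexus, 6 of 7 listed miRNAs had a mean of at least 10 reads, with log2 ratios between -0.23 and 0.43 and a median of -0.0057. The other, miR-211, had a mean of 1.57 reads. The most abundant member, miR-34c, had a log2 ratio of -0.20. Library 3 held more of this list than the non-trained NIPP1* library, with a sum of 4845 against 2884 RPM and 5 of the 6 members higher, but miR-183 at 24.88 against 117.9 RPM. If choroid plexus has one profile in all libraries and is the only source of these miRNAs, this leaves it at most 27.2 RPM of miR-183 in the non-trained NIPP1* library. The limit is 36.5 of 133.2 RPM for miR-182 and 2.67 of 7.56 RPM for miR-96, by miR-449a, which allows the most. miR-449a lay between 5.99 and 8.65 RPM in all 7 libraries, and a constant level of it from another source would raise these limits. For the 5 members higher in library 3, such as miR-1298 (735.7 against 1348 RPM), a constant level from another source would not raise them. With one profile assumed, these 5 members argue against choroid plexus as the source of most of the cluster in the non-trained NIPP1* library, and miR-449a leaves it open. A smaller contribution cannot be told apart from none, since the members went both ways.

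For the other lists, the median log2 ratio between the non-trained libraries was 0.37 for leukocytes and microglia, at percentile 99.9 of random lists matched on expression, -0.47 for pituitary and endocrine cells (percentile 0.940), -0.25 for oligodendrocytes (percentile 5.36), -0.39 for red blood cells (percentile 6.72), 0.0015 for blood vessels (percentile 60.5) and 0.11 for hindbrain and spinal cord (percentile 63.8). The miR-200 family was at percentile 2.16 and choroid plexus at 45.6. miR-7a of the pituitary list and miR-219-3p of the oligodendrocyte list are also among the miRNAs that the study names. The lists describe these libraries, without replicates.

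The shared non-trained control library is a candidate explanation for the similar change under PP1 inhibition and training. Of the simulated unchanged libraries, 4.3% gave a correlation as high as observed by the labels, and 1.5% reached the observed share of 76.5% with the same sign, which lies above the central 95% of the simulations, 65.8% to 75.9%. For the grouping of the authors' tables, 52.1% gave a correlation as high, but the share with the same sign, 63.0%, lies below the simulated 64.6% to 74.6%, and 99.5% of the simulations reached it. The simulation drew each miRNA independently, while miRNAs of one source can move together between libraries. The choroid plexus list, for one, had a sum of 1204 RPM in library 5 and 4845 RPM in library 3. The simulated ranges may thus be too narrow, so values just outside them do not show a mismatch with either grouping. With the assignment of the trained libraries open, the effect of the shared library cannot be told apart from a common response. miR-135a, miR-135b, miR-34a and miR-21 were highest in the non-trained control library among all 7.

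For NIPP1* against control over both training states, the real grouping called 0 miRNAs, so 35 of the 35 splits of the 7 libraries into 3 and 4 gave as many by definition, and this count says nothing about the grouping. With an unadjusted p under 0.05, 26 of the 35 splits gave at least the observed 10. One split gave 27 called miRNAs. The grouping of the authors' tables gave 3, and 5 of the 35 splits gave as many.

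The difference with the lowest p between the trained groups was that of miR-344d-3*, at 4.27, 4.67 and 3.33 RPM in libraries 3 to 5 and 12.22 and 15.77 RPM in libraries 6 and 7. The log2 fold change was 1.66, with an adjusted p of 0.0882 in limma and 0.00115 in DESeq2's Wald test, and of the non-trained libraries the control was at 10.24 RPM and the NIPP1* library at 4.09 RPM. The sign of the trained difference follows the labels. miR-451 was at 114.9, 57.23 and 57.94 RPM in libraries 3 to 5 and at 119.6 and 229.3 RPM in libraries 6 and 7. miR-136 was at 14500, 16580 and 14010 RPM in libraries 3 to 5 and at 20580 and 21450 RPM in libraries 6 and 7. The non-trained control and NIPP1* libraries were at 106.6 and 81.26 RPM for miR-451 and at 18000 and 13010 RPM for miR-136. For miR-344d-3* and miR-136, libraries 1, 6 and 7 were all higher than libraries 2 to 5, which is the genotype split of the authors' tables. miR-219-5p divided the libraries in the same way, while miR-451 did not, since library 3 was above the non-trained control. These miRNAs were chosen after their values were seen, and 5 of the 35 splits gave as many called miRNAs as that grouping. With 1 non-trained library of each genotype, these levels go with the grouping of the authors' tables but do not settle the assignment of the trained libraries.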
